# Deep conservation of cis-regulatory elements and chromatin organization in echinoderms uncover ancestral regulatory features of animal genomes

**DOI:** 10.1038/s41559-025-02941-y

**Published:** 2026-01-07

**Authors:** Marta S. Magri, Danila Voronov, Saoirse Foley, Pedro Manuel Martínez-García, Martin Franke, Gregory A. Cary, José M. Santos-Pereira, Claudia Cuomo, Manuel Fernández-Moreno, Marta Portela, Alejandro Gil-Galvez, Rafael D. Acemel, Periklis Paganos, Carolyn Ku, Jovana Ranđelović, Maria Lorenza Rusciano, Panos N. Firbas, José Luis Gómez-Skarmeta, Veronica F. Hinman, Maria Ina Arnone, Ignacio Maeso

## Abstract

Despite the growing abundance of sequenced animal genomes, we only have detailed knowledge of regulatory organization for a handful of lineages, particularly flies and vertebrates. These two taxa show contrasting trends in the molecular mechanisms of 3D chromatin organization and long-term evolutionary dynamics of cis-regulatory element (CREs) conservation. Here, we study the evolution and organization of the regulatory genome of echinoderms, a lineage whose phylogenetic position and relatively slow molecular evolution has proven particularly useful for evolutionary studies. We generated new reference genome assemblies for two species belonging to two different echinoderm classes: the purple sea urchin *Strongylocentrotus purpuratus* and the bat sea star *Patiria miniata* using PacBio and HiC data and characterize their 3D chromatin architecture. We show that these echinoderms have TAD-like domains that, like in flies, do not seem to be associated with CTCF motif orientation. We systematically profiled CREs during sea star and sea urchin development using ATAC-seq, comparing their regulatory logic and dynamics over multiple developmental stages. Finally, our analysis of sea urchin and sea star CRE evolution across multiple evolutionary distances and timescales showed several thousand elements conserved for hundreds of millions of years, revealing a vertebrate-like pattern of CRE evolution that probably constitutes an ancestral property of the regulatory evolution of animals.

## Introduction

The vast morphological disparity of animals rests on complex spatio-temporal regulation of gene expression. Unlike their unicellular relatives^1^, animal gene expression often depends on multiple cis-regulatory elements (CREs), which can act over very long genomic distances. However, different animal lineages achieve this precise regulation through different strategies, reflected in profound differences in their regulatory genome organization^2–8^. How have these diverse gene regulation strategies evolved in animals? Which are ancestral and which are derived? Although comparative functional genomics have begun to address these questions^6,7,9–12^, most lineages are still unsampled. Multiple works suggest that long-range regulation is ancestral to animals^13–18^, but the underlying molecular mechanisms differ markedly among lineages. In vertebrates, long-range interactions are mediated by loop extrusion, a mechanism dependent on cohesin and the zinc-finger protein CTCF. Chromatin loops are anchored by convergently oriented CTCF binding sites, a crucial configuration for these 3D structures^19–22^. However, in flies, genome contacts primarily depend on chromatin states and lineage-specific architectural proteins such as Cp190, BEAF-32 and Su(Hw)^23,24^. CRE conservation across deep evolutionary distances is also poorly understood. Most CREs show high turnover^25–30^ and in flies and nematodes CRE sequences are only conserved over short timescales^27,31–34^. In contrast, certain enhancers are extremely ancient, with a few examples predating the divergence of animal phyla (>600 mya)^35–37^. The biological and evolutionary significance of this extreme sequence conservation remains unresolved^38,39^, as widespread deep conservation of CREs has so far been observed only in vertebrates, with thousands of elements maintained across jawed vertebrates for over 450 million years^40–44^. The extent of deep CRE conservation in other lineages either remains unexplored^6,8,9,11,12^ or is impossible to assess due to their phylogenetic isolation^7,45^.

Echinoderms are well suited to fill this gap and to investigate the macroevolution of regulatory genome organization. Their extant species span a wide range of evolutionary timescales and retain several ancestral genomic features, including high conservation of developmental gene families^46^ and conserved macro- and microsynteny^13,16,47,48^. More importantly, several echinoderm species are powerful developmental models that have pioneered the study of gene regulatory networks (GRNs). Comparative analyses of GRNs, especially between sea stars and sea urchins, have revealed remarkable conservation of regulatory nodes, but also substantial network rearrangements after 500 Mya of evolution^49^. However, while both small-scale^50,51^ and genome-wide studies^52^ have investigated CRE evolution between closely related sea urchin species, genome-wide trends of CRE evolution across deeply diverged echinoderm and deuterostome lineages, and their 3D regulatory organization remain unexplored.

Here, we present a comprehensive study of the bat sea star and the purple sea urchin regulatory genomes and 3D chromatin organization, tracing their evolution across major echinoderm groups. Our results suggest that TAD-like chromatin structures are not ancestrally associated with a specific CTCF motif orientation and that deep conservation of CREs across hundreds of millions of years is far more widespread than previously recognized.

## Results

### New Bat Sea Star and Purple Sea Urchin Reference Genome Assemblies & Gene Annotations

To investigate gene regulatory evolution in echinoderms and comprehensively profile CREs together with 3D chromatin organization, we first generated new reference genome assemblies for two of the best developmentally characterized echinoderm species, the bat sea star, *Patiria miniata* ( Asteroidea), and the purple sea urchin, *Strongylocentrotus purpuratus* (Echinoidea) (Fig. 1). We sequenced the samples using PacBio Sequel, achieving 123x coverage for *S. purpuratus*, and 125x for *P. miniata* and generated HiC data for scaffolding. These new *P. miniata* v3.0 (GCA_015706575.1) and *S. purpuratus* v5.0 (GCA_000002235.4) genome assemblies have a total size of 608 Mb and 921 Mb respectively (Fig. 1b) and 96% and 96.3% BUSCO completeness (Extended Data Fig. 1a). The scaffold N50 was 23 Mb for *P. miniata* and 37 Mb for *S. purpuratus* (Extended Data Fig. 1b-d). In *S. purpuratus*, 89.4% of the assembly is contained within 21 main scaffolds larger than 29 Mb and that correspond to the haploid chromosome number reported in cytogenetic studies for this species (n=21^53^) (Extended Data Fig. 1d,f). In the case of *P. miniata*, we could not identify a clear set of main scaffolds that matched the karyotypic number of its closely related sister species, *P. pectinifera* (n=22^54–56^), suggesting that further work will be necessary to obtain a chromosome-grade assembly in this species (Extended Data Fig. 1e). In sum, these two new assemblies represent a great advancement in comparison with previous ones, especially in terms of contiguity, as exemplified by improved N50 values (from 0.052 Mb to 23.1 Mb in *P. miniata* and from 0.42 Mb to 37.3 Mb in *S. purpuratus*).

The genome annotations, both obtained using the NCBI eukaryotic genome annotation pipeline^57^, contain 33,503 gene models (of which 27,447 are protein coding), with 38,426 mRNA transcripts for *S. purpuratus* and 27,818 gene models (of which 23,044 are protein coding), with 35,403 mRNA transcripts for *P. miniata*.

### Chromatin folding in Echinoderms

To characterize chromatin folding in our two echinoderm species, we used HiC data from late gastrula stage of sea star and sea urchin embryos and compared them with data from other animal lineages. Using a 10kb window, we first observed that at the sub-megabase scale the *P. miniata* and *S. purpuratus* genomes fold in self-insulated domains reminiscent of Topologically Associated Domains (TADs) observed in other animals, such as chordates, fruitflies, annelids and cephalopods^22,58–65^ (Fig. 2a,b). We used insulation scores and boundary scores to define a comprehensive set of putative TADs and TAD boundaries, and we also called chromatin loops, identifying 2,108 and 3,009 boundaries and 1,964 and 5,623 loops in *P. miniata* and *S. purpuratus*, respectively. TADs and loops were also present in an additional very distantly related sea star species, the Northern Pacific sea star *Asterias amurensis*, where we found 1,596 TAD boundaries and 957 loops using publicly available HiC data for this species^66^ (Extended Data Fig. 2a-d). The three echinoderm species had more TADs than fruitflies, while their size distributions were relatively similar (ranging from a median of 190 Kb in *A. amurensis* to 200 Kb in *S. purpuratus* and *P. miniata*, and 210 Kb in *D. melanogaster)*. In contrast, chromatin loop ranges were larger in *D. melanogaster* (median of 800 Kb compared to 290 Kb in *A. amurensis*, 200 Kb in *P. miniata* and 130 Kb in *S. purpuratus*) (Extended Data Fig. 2b-e). Importantly, previously identified conserved microsyntenic pairs, which are usually associated with developmental gene families, such as Pax1/9, Foxa, Tbx2/3, and Egr^13,16^, that also show a high abundance of conserved non-coding sequences^3^, were included within *P. miniata* and *S. purpuratus* TADs, supporting that these domains could have a role in long-range regulation in echinoderms (Extended Data Fig. 3). We then investigated which molecular mechanisms could be responsible for boundary formation in echinoderms. First, we confirmed that both *P. miniata* and *S. purpuratus* genomes have orthologs of the two main proteins involved in loop extrusion and boundaries in vertebrates, CTCF and cohesin subunit SA1–3 (Extended Data Fig. 4a,b). CTCF orthologs in echinoderms and their sister lineage, hemichordates, were more divergent than those of other bilaterian phyla, and were characterized by the loss of one (in hemichordates) or two (in echinoderms) of the eleven Zn-finger domains ancestrally present in bilaterian CTCF proteins (Extended Data Fig. 4c), as noted previously in another sea urchin species, *Hemicentrotus pulcherrimus*^67^. Next, we checked if CTCF could function similarly to vertebrates in echinoderm TAD boundaries, by looking for CTCF motif enrichment in *P. miniata*, *S. purpuratus* and the zebrafish *Danio rerio* as a positive control. Both sea star and sea urchin showed a CTCF motif enrichment in boundaries, although much lower than in the vertebrate, especially in *S. purpuratus* where CTCFs motifs were absent in nearly half of the boundaries (Fig. 2c,d). We next assessed if these CTCF motifs in echinoderm TAD boundaries displayed the typical vertebrate pattern with divergently oriented CTCF binding sites at each side of the boundaries^19–22^. In contrast with zebrafish, the orientation of sea star and sea urchin CTCF motifs at boundaries did not show any orientation pattern, with distributions indistinguishable from the shuffled controls (Fig. 2e). Furthermore, there was no enrichment of CTCF motifs at sea star or sea urchin loop anchors, suggesting that CTCF functions differently in these species than in vertebrates (Extended Data Fig 2f).

### *The Developmental Regulatory Genome of* P. miniata *and* S. purpuratus

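Open chromatin was profiled in whole embryos by ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA. The deposited peak lists used here come from 14 libraries, with 2 replicates at each stage. The sea urchin stages were early blastula (11 hpf), mesenchyme blastula (24 hpf), prism larva (66 hpf) and pluteus larva (72 hpf), and the sea star stages were mesenchyme blastula (24 hpf), late gastrula (66 hpf) and bipinnaria larva (90 hpf). Sea urchin late gastrula (48 hpf) was not analysed here. Total reads per library, as the paper gives them in Supplementary Table 1, ranged from 7479114 to 14393822 in sea urchin and from 9023010 to 16779062 in sea star. The lists held 19469 to 56853 peaks per sea urchin library and 56044 to 72079 per sea star library. The median peak was 132 and 129 bp wide in the early blastula replicates, 171 to 241 bp in the later sea urchin libraries and 250 to 260 bp in the sea star libraries. According to the paper, reads were aligned to Spur_5.0 or Pmin_3.0, duplicates were removed, read ends were offset for the transposase, short fragments were kept and peaks were called with MACS2. Peaks were called in each replicate on its own, not on pooled reads. The weakest listed peak of each library had a q between 0.0151 and 0.0484, so the lists end at a threshold. Each peak's fold enrichment, p and q are the values given to it by the authors' peak caller, and they are used here to describe or rank peaks within their own list. Peaks of both replicates that overlapped by at least 1 bp were joined, and joined regions with an irreproducible discovery rate (IDR) of at most 0.1, computed from the ranks of their p-values, are called replicated regions. Nothing in the sources says that replicates came from separate cultures, so the spread between them may be technical.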

We next annotated the developmental regulatory genome of the two echinoderm species, by identifying putative CREs (pCREs) through profiling of open chromatin regions with ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing). ATAC-seq peaks are widely used as CRE proxies across diverse animal lineages^7,12,45,52,68^. 

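Replicated regions were most numerous in the sea star. They numbered 30243 at mesenchyme blastula, 27246 at late gastrula and 32793 at bipinnaria larva. The sea urchin had 3007 at early blastula, 10652 at mesenchyme blastula, 15749 at prism larva and 7454 at pluteus larva. Merged over stages, they gave 42462 regions covering 18.6 Mb in the sea star and 18957 regions covering 8.21 Mb in the sea urchin, with median widths of 384 and 389 bp. Of the peaks of a sea star library, 71.6 to 82.4% overlapped a peak of the other replicate. The corresponding shares in the sea urchin were 31.3 and 43.1% for the early blastula replicates, 49.2 and 65.4% at mesenchyme blastula, 80.6 and 47.2% at prism larva and 36.6 and 76.8% at pluteus larva. The pluteus replicates held 38010 and 19469 peaks. Of the overlapping pairs of peaks, 29.4% passed the IDR threshold at early blastula, against 55.5 to 60.4% at the later sea urchin stages and 63.7 to 65.6% in the sea star. The counts depend on that threshold: with every overlapping pair kept, the merged regions numbered 64821 in the sea star and 36534 in the sea urchin.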

We performed ATAC-seq experiments in sea urchin and sea star whole-embryos at different timepoints ranging from blastula to larva, including three equivalent developmental stages between the two species (Fig. 1b), and identified a total of 66,952 and 47,919 pCREs in *P. miniata* and *S. purpuratus*, respectively (Fig. 3a, Supplementary Table 1). The genomic distribution of these elements was relatively similar between the two species, with the majority of pCREs (~40%) laying in distal locations with respect to gene promoters or gene bodies (Fig. 3a). 

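Tested elements of endoderm and gut genes often overlapped a called region, and those of skeletogenic genes seldom. Neither difference passed its test when counted by gene. Of 41 elements that map uniquely, among 53 in Supplementary Table 2, 18 overlapped a merged sea urchin region by at least 1 bp (43.9%, 95% exact binomial interval 28.5 to 60.3%, for counting error only). Random placement of each element on its own scaffold gave 1.78 ± 1.29 overlapped elements (SD over 10000 placements) and at most 8 (one-sided permutation test, p = 1e-04, the smallest that these placements can give). The placement did not keep elements near genes, nor elements of 1 gene together. It therefore cannot separate tested elements from other sequence near genes, and its SD leaves out their grouping by gene. The overlapped elements of endoderm genes included CR2 and CR5 of *prdm1* (*blimp1*) and CRM5 of *pdx1l*, each with a peak in all 8 libraries, and module A of *wnt8a*, with a peak in 7. CRM5 lies on NW_022145596.1 of Spur_5.0 from 14338027 to 14339159. In all, 11 of 16 elements of endoderm and gut genes were overlapped, against 7 of the 25 others (two-sided Fisher's exact test, p = 0.0225, Benjamini-Hochberg adjusted p = 0.0450 over 4 gene lists). Among elements of skeletogenic genes, which act in the cells that build the larval skeleton, 1 of 12 was overlapped, against 17 of the 29 others (same exact test, p = 0.00475, adjusted p = 0.0190). That element is CRM1 of *alx1*, inside the gene on NW_022145603.1 from 14692932 to 14693431, with a peak in 7 libraries. The other lists gave 3 of 5 for ectoderm (exact p = 0.638) and 2 of 5 for neural and apical genes (exact p = 1). The 3 elements of *nodall*, the signalling gene of the oral ectoderm, divided by stage. Its 3P element had peaks in both early blastula replicates and in no later library, whereas 5P and INT had peaks in the 6 later libraries and in neither early blastula replicate. Elements of 1 gene are not independent, and the endoderm element ME of *Hbox7* lies inside its element E and shares peaks with it. Counted by gene, 1 of 5 skeletogenic genes against 10 of 16 others did not pass the test (exact p = 0.149). Nor did 6 of 7 endoderm genes against 5 of 14 (exact p = 0.0635). The comparison between gene lists was chosen after the overlaps were seen, and by element it did not pass for either list with all elements, nor for endoderm genes at an IDR of 0.05 (exact test, adjusted p = 0.101), without early blastula replicate 1 (0.0571) or without pluteus replicate 2 (0.0835).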

Sea urchin pCREs consistently recapitulated previously described CREs in this species, with 44% (18 out of 41) of previously tested elements overlapping with pCREs (Supplementary Table 2). 

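Around *foxa1*, which encodes a transcription factor of endoderm formation, the 8 sea urchin libraries held 8 clusters of overlapping peaks on NW_022145611.1 of Spur_5.0. Region K (31432065 to 31435745) held a cluster from 31432975 to 31433324 that was called in every library. A further cluster in Region K, from 31434334 to 31434599, was called in 1 replicate at mesenchyme blastula and 1 at prism larva. The cluster at module J (31438871 to 31439808) was called in every library, but its early blastula peaks ended before the module and the overlap held in the 6 later libraries. Module I (31440230 to 31440705) was overlapped in both replicates of the 3 later stages and in neither early blastula replicate. Module F (31448095 to 31449387) was overlapped in 4 libraries, and at pluteus larva in 1 replicate. Replicated regions at an IDR of at most 0.1 overlapped K, J and I but not F, which was overlapped once every pair of overlapping peaks was kept.

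**Figure D1:**
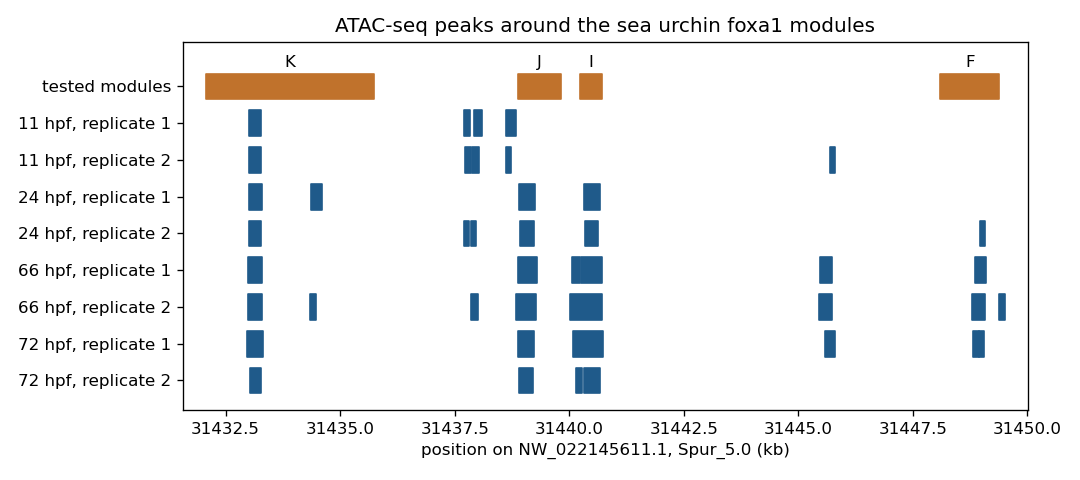
Peaks of each sea urchin library (rows, by stage and replicate) around *foxa1*, by position on the scaffold in kb, with the tested modules above them. Region K has a peak in all 8 libraries, and module I has none at 11 hpf.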

A paradigmatic example was the *S. purpuratus foxa1* gene, where we were able to identify pCREs that overlapped all four previously described regulatory elements in the intergenic regions surrounding it (Modules *F*, *I*, *J* and Region *K*, indicated by grey boxes in Fig. 3b)^69^, but with higher resolution, as some of the previously identified modules could actually be divided into several pCREs (Region *K*) or their length were longer or shorter than the accessible regions (Modules *F*, *I*, *J*). 

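Outside the tested modules, the *foxa1* interval held a whole cluster between modules J and K and another between F and I. The cluster between J and K, from 31437697 to 31438089 on NW_022145611.1, was called in both early blastula replicates and in 1 replicate each at mesenchyme blastula and prism larva. Its strongest peaks at early blastula had fold enrichments of 3.97 and 4.17 and ranked within the strongest 24.1% and 16.6% of their lists. Early blastula peaks grouped with the module J cluster also lay between J and K. They ran from 31438612 to 31438843 in replicate 1 and from 31438623 to 31438734 in replicate 2. Their fold enrichments were 4.8 and 3.26, within the strongest 10.1% and 76.3% of their lists. The cluster between F and I, from 31445447 to 31445795, was called in both prism larva replicates, 1 pluteus replicate and 1 early blastula replicate. Its prism larva peaks had fold enrichments of 3.88 and 4.32 and ranked within the strongest 59.5% and 33.4% of their lists. No other peak of any of the 8 libraries lay between F and I.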

We also found three additional elements that had not been reported before, two pCREs located between modules *F* and *I* and another one between *J* and *K* (Fig. 3b). We tested seven of these *foxa1* pCREs in transient transgenic reporter assays^70^ in sea urchin embryos (indicated by asterisks in Fig. 3b). They drove GFP expression recapitulating the endogenous *foxa1* expression, both injected as pools, containing all seven pCRE-GFP constructs together, or individually (Fig. 3c). In the mesenchyme blastula, the construct pool drove GFP expression in the endoderm and oral ectoderm, with less than 3% of the injected embryos showing ectopic expression (mostly in the primary mesenchyme cells and misdeveloped embryos) (Extended Data Fig. 5a,c). In late gastrula, the expression was visible in the whole gut, equivalent to the expression patterns driven by previous construct concatenates (the FIJ CRE concatenate as described in^69^ (Fig. 3c). Furthermore, quantitative expression assessment of the pCREs injected individually, showed that the sub-region K1 of the Region *K*, which was not previously analyzed in detail, was the strongest *foxa1* element tested, and its activity alone was enough to recapitulate all *foxa1* endodermal expression, consistent with the high accessibility of K1 in previously published ATAC-seq data from isolated gut samples (Extended Data Fig. 5b)^51^. These results support that pCREs act as developmentally regulated transcriptional enhancers and are a good proxy for bona-fide CREs^7^.

To better understand modules of regulation during development, we looked for developmentally dynamic pCREs, that is, open chromatin regions that change their accessibility during development. We found that 24% (16,197) and 4% (1,513) of *P. miniata* and *S. purpuratus* pCREs were differentially accessible in at least one of the three developmental stages. 

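Most regions were called throughout development in the sea star. Of its 42462 merged regions, 34672 (81.7%) had a peak at all 3 stages, 2996 (7.06%) at late gastrula and bipinnaria larva only, 1401 (3.30%) at mesenchyme blastula and bipinnaria larva only and 1291 (3.04%) at mesenchyme blastula and late gastrula only. In the sea urchin, 6659 of 18957 merged regions (35.1%) had a peak at all 4 stages, and 8193 (43.2%) had one at every stage but early blastula. With early blastula left out, an alternative chosen after seeing the data, 14663 of 17996 sea urchin regions (81.5%) had a peak at all 3 remaining stages. A peak of either replicate counted as a call at a stage, and the shares depend on the filter. With no IDR they were 64.3% in the sea star and 21.4% in the sea urchin. With 1 replicate left out, its stage kept all peaks of the other, and the shares were 57.5 to 66.6% and 13.9 to 24.2%. Calls record presence in a thresholded list, not the change in read counts that the paper tested, and of the 3 matched sea urchin stages only 24 and 72 hpf were used here. At those, 791 of 10652 mesenchyme blastula regions (7.43%, 95% exact binomial interval 6.93 to 7.94%) had no peak at pluteus larva, and 223 of 7454 pluteus regions (2.99%, 2.62 to 3.40%) had none at mesenchyme blastula. Both intervals are for counting error only.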

The remaining “non-dynamic” pCREs presumably contained constitutive pCREs as well as pCREs that change their accessibility at other stages not sampled in our study. We then clustered these developmentally dynamic pCREs according to their signal profiles across the three matched developmental stages of the two species. 

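Libraries of neighbouring stages shared on average more accessible sequence than libraries of distant stages, a difference that was not tested. The measure was the Jaccard index, the bp shared by a pair of libraries over the bp covered by either, on equal numbers of top peaks (56044 per sea star library and 19469 per sea urchin library). In the sea star it averaged 0.560 between adjacent stages and 0.495 between mesenchyme blastula and bipinnaria larva, a difference of 0.0655. The sea urchin means were 0.339 between adjacent stages and 0.204 between the others, a difference of 0.135 that ranged from 0.0598 to 0.206 with 1 replicate left out and was 0.0482 without early blastula. Replicates of a stage were more similar still in the sea star, at 0.641 to 0.660 against a mean of 0.539 across stages. This pairing was the best of the 15 possible (exact one-sided test, p = 0.0667, the smallest p that 6 libraries allow). The same-stage index of the sea urchin was 0.223 at early blastula, 0.500 at mesenchyme blastula, 0.569 at prism larva and 0.409 at pluteus larva, against a mean of 0.272 across stages (exact one-sided test over 105 pairings, p = 0.00952). The early blastula libraries shared 0.0848 to 0.149 with later ones. An index in bp also depends on peak width, and the median peak of their full lists was narrower. It was 132 and 129 bp wide, against 171 to 241 bp in the later sea urchin libraries. Pluteus replicate 1 was closer to the prism larva replicates (0.526 and 0.559) and to the mesenchyme blastula replicates (0.440 and 0.413) than to pluteus replicate 2. Without early blastula the sea urchin difference was 0.0669, from 0.154 with it, and the exact test over 15 pairings gave p = 0.0667, the smallest p they allow.

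**Figure D2:**
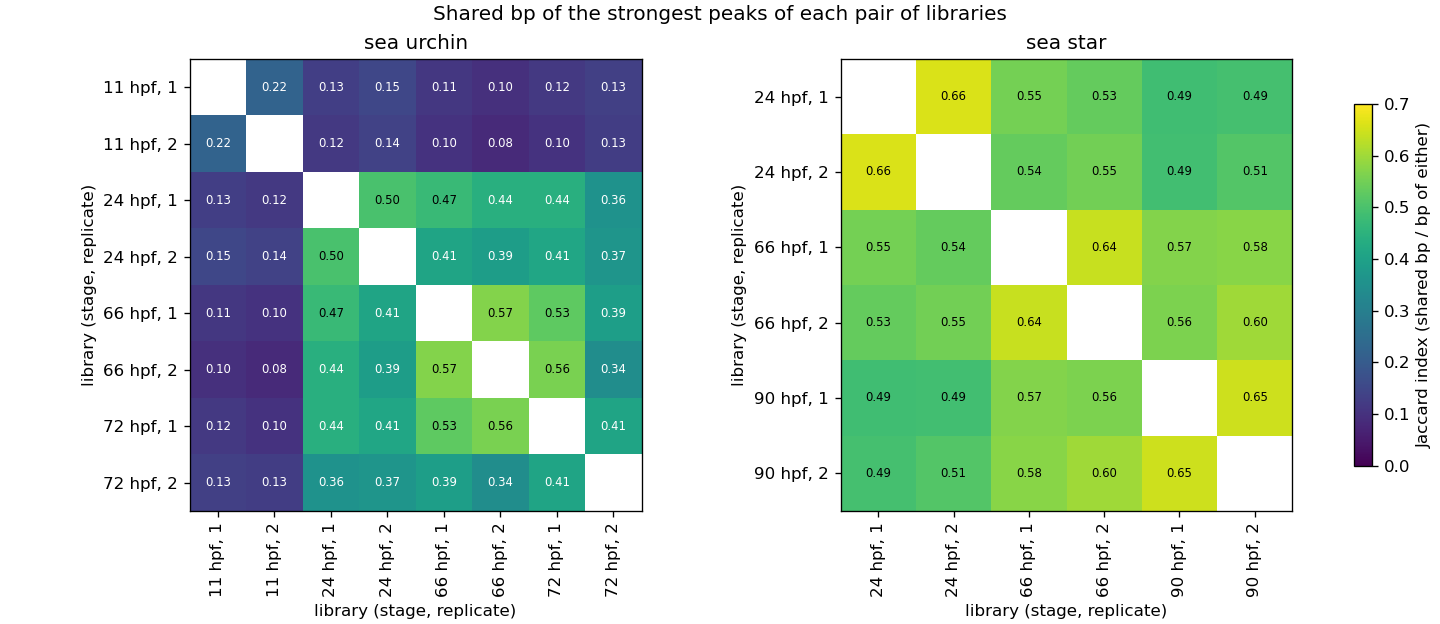
Jaccard index of each pair of sea urchin libraries (left) and sea star libraries (right), labelled by stage and replicate, on equal numbers of top peaks. The early blastula libraries (11 hpf) stand apart from the later sea urchin libraries, at 0.0848 to 0.149.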

In both echinoderms, we identified three clusters of dynamic pCREs whose accessibility changes recapitulated the temporal progression across the three stages: “early”, “late” and “larva” clusters (Fig. 3d). In *P. miniata* and *S. purpuratus* “early” clusters corresponded to 16% and 31% of all dynamic pCREs, respectively, “late” clusters to 13% and 17% and “larva” clusters to 8% and 25% (Fig. 3d). 

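Regions called at a single stage were found mostly at the first and last sea star stages. There, 951 of 30243 mesenchyme blastula regions (3.14%, 95% exact binomial interval 2.95 to 3.35%) and 1086 of 32793 bipinnaria regions (3.31%, 3.12 to 3.51%) had no peak in any library of another stage, against 66 of 27246 late gastrula regions (0.242%, 0.187 to 0.308%). All intervals for shares of regions are for counting error only and leave out the spread between replicates. Differences between stages were not tested. Ranked by the weaker p of the 2 replicates, the first bipinnaria region lay on NW_024037047.1 of Pmin_3.0 from 30478800 to 30479213, with fold enrichments of 21.8 and 18.5 in the 2 replicates. The first mesenchyme blastula region lay on NW_024037072.1 from 25759901 to 25760629, with fold enrichments of 10.2 and 10.4. Over all 4 sea urchin stages, such regions made up 306 of 3007 at early blastula (10.2%, 9.12 to 11.3%), 108 at mesenchyme blastula (1.01%), 358 at prism larva (2.27%) and 21 at pluteus larva (0.282%). By the same ranking, the first early blastula region lay on NW_022145576.1 of Spur_5.0 from 1610297 to 1610816, with fold enrichments of 15.6 and 17.2, and the first pluteus region on NW_022145597.1 from 21553441 to 21553780, with 14.5 and 12.7. For comparison, 17.6 to 28.4% of the peaks of a sea star library and 19.4 to 68.7% of those of a sea urchin library were missing from the other replicate of their own stage. The counts rest on the rule that no single peak lies elsewhere: when only replicated regions of other stages were excluded, they rose to 6013, 1828 and 6950 in the sea star and to 973, 1671, 5976 and 324 in the sea urchin, where the largest share was then at prism larva (37.9%) and not at early blastula (32.4%). A stage left with 1 replicate kept all peaks of the other, with no IDR filter. Such a stage had the most in the sea star, late gastrula included (3719 and 3466). That rise follows from the missing filter and does not test dependence on the replicate. From read counts that differed between the 3 matched stages, the paper distinguishes its early, late and larva clusters.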

To characterize the trans-regulation connected to these clusters of dynamic pCREs as well as the corresponding sets of “non-dynamic” pCREs, we performed transcription factor binding motif (TFBM) enrichment analysis using a set of vertebrate TFBMs. These results showed clear similarities among the top-ranked TFBMs in the two species in some of the clusters (Fig. 3e, Supplementary Table 3). For instance, the motifs of Foxa genes were highly enriched in the late clusters of both species, highlighting the crucial role of this gene family in endoderm formation during gastrulation^12,69,71–73^, while CTCF, together with its vertebrate-specific paralog, BORIS/CTCFL^74,75^, was the top-ranked motif of the non-dynamic clusters, consistent with a putative role of CTCF as an architectural protein, as suggested by its enrichment at TAD boundaries (Fig. 3e). However, differences in the temporal usage of TFBMs were much more prevalent, and the majority of top motifs in one species occupied much lower ranks in the other. This was the case of Sox motifs in early pCREs, which ranked much higher in sea star than in sea urchin, the motifs of several families of homeobox factors, such as Pitx and Otx, with more prominent positions in the early cluster of sea urchin, and Gata motifs, which were highly enriched in larva pCREs only in sea star (Fig. 3e, Supplementary Table 3).

### Regulatory conservation in echinoderms and deuterostomes

To study the evolution of sea urchin and sea star pCREs, we generated a multi-species alignment of their genomes together with additional genome sequences from multiple echinoderm and outgroup species. We selected species spanning a wide range of phylogenetic distances and divergence times from our target species, to be able to differentiate between conserved pCREs of relatively recent origin with a similar age to those previously identified in flies and nematodes, from deeply conserved pCREs such as those present in vertebrates, as well as transphyletic pCREs conserved across different phyla (Fig. 4, Extended Data Fig. 6a,b, Supplementary Tables 4,5). This allowed us to detect blocks of conserved sequences between the genomes of the different species and, therefore, identify which sea urchin and sea star pCREs lay within these conserved blocks and determine their level of conservation. With this, we recognized four evolutionary strata (s) among the conserved regions. First, s1, the most recent ones, shared with other species of the same order/superfamily than our reference species (*Acanthaster planci* from Valvatida for *P. miniata* and *Lytechinus variegatus* from Odontophora for *S. purpuratus*) and dating back at least to ∼50–80 mya^76^. Second, s2, conserved with the most distantly related species within each of their respective echinoderm classes, Asteroidea (with *Asterias rubens*) and Echinoidea (with *Eucidaris tribuloides*), that separated at least ∼200–265 mya^77,78^. Third, s3, conserved across different echinoderm classes, including the two classes of our species as well as others such as Holothuroidea (*Apostichopus japonicus*) and Crinoidea (*Anneissia japonica*), with divergence times of approximately 520 mya^79^. And fourth, s4, conserved with other deuterostome phyla, such as hemichordates (*Saccoglossus kowalevskii*) and chordates (*Branchiostoma lancelolatum*), which separated from echinoderms more than 550 mya^80,81^. With this classification scheme, we assigned all sea star and sea urchin pCREs to a particular age class. For example, in the second intron of the sea star *hedgehog* gene (Fig. 4a), we found an Echinodermata pCRE, conserved across different echinoderm classes, plus another restricted to asteroidean species (i.e., an Asteroidea pCRE). About 55% of sea urchin and sea star pCREs were not conserved with the other species, indicating a high degree of sequence turnover, as it has been previously reported in other animal lineages^29,82,83^. Furthermore, among conserved pCREs (Fig. 4b and Extended Data Fig. 6b), the majority of them appear to have a relatively recent origin (~50–80 mya), and are only conserved within Valvatida (26%) and Odontophora (40%), with a minimum age of a similar magnitude than the most ancient conserved CREs identified in nematodes and fruit flies, where only recent evolutionary elements are present^31,33,34^. Remarkably, in stark contrast to these two ecdysozoan lineages, we also found that 16% (9,249 pCREs) and 5% (1,917 pCREs) of sea star and sea urchin pCREs were very ancient elements older than 200–265 my, predating the origin of the Echinoidea and Asteroidea crown groups in the late Permian and the Triassic (Fig. 4b). To date, this type of regulatory conservation, with several thousand elements that are at least several hundred my old, has only been reported in the vertebrate lineage^40–44^. Finally, we also found a small number of pCREs with extremely deep conservation, shared by different classes of echinoderms (711 elements) or across other deuterostome phyla (134 elements, 89 with hemichordates and 45 with chordates) and whose origin dated back at least to the Cambrian, more than 500 mya^84^. We next checked the genomic distribution of the different evolutionary strata of conserved pCREs. The most recent Valvatida and Odontophora elements were almost equally distributed across the different types of genomic locations, with a slightly higher prevalence in distal and proximal positions versus promoter locations (Fig. 4c, Extended Data Fig. 6b). The older class-specific Asteroidea and Echinoidea elements were also similarly prevalent in different genomic locations, although in contrast to the previous age category, they were more frequently found at promoter positions. On the other hand, the most ancient pCREs, conserved between echinoderm classes or deuterostome phyla, were mostly overlapping promoter regions in *S. purpuratus* and distal regions in *P. miniata*. We then studied the degree of conservation of the temporal dynamic pCREs we identified in the previous section, as well as the non-dynamic, potentially constitutive, pCREs (Fig. 4d, Extended Data Fig. 6c). Interestingly, the conservation of developmental dynamic regions indicated that “early” and “larva” pCREs are the least conserved, while “late” pCREs were the most conserved in both species (Fig. 4d). “Non-dynamic” pCREs showed an intermediate pattern, with a lower percentage of conserved elements than “late” clusters but higher than “larva” and “early” clusters.

Sequence conservation might not necessarily imply functional conservation. Therefore, we also checked whether the sea star and sea urchin deeply conserved transphyletic elements also had conserved chromatin accessibility in these two echinoderms as well as in one of the non-echinoderm phyla included in our analyses, the amphioxus *Branchiostoma lanceolatum*, an invertebrate chordate with previously available ATAC-seq data^7^. Almost all of the 45 elements conserved at the sequence level between echinoderms and chordates also had conserved chromatin accessibility in each of these three species, with 100% (45 out of 45) of conserved accessibility in sea star, 92% (22 out of 24) in sea urchin and 73% (33 out of 45) in amphioxus. We found a similar pattern in the rest of sequence-conserved transphyletic elements, the 89 pCREs conserved with the other non-echinoderm phyla we investigated, the hemichordate *S. kowalevskii*, with 100% and 83% of them showing conserved accessibility in sea star and sea urchin, respectively (Fig. 5a, Supplementary table 6). The few cases where we could not detect conserved accessibility (25 pCREs, less than 10% of the total set of 232 regions present in sea star, sea urchin and amphioxus) could be due to pCREs that are active at different developmental times to the ones sampled by ATAC-seq in these three species or the fact that the cell populations where these pCREs are active are too small to be reliably identified as IDR ATAC-seq peaks using whole embryo datasets. Alternatively, they could also represent genuine cases of functional divergence, indicating that sequence conservation might not necessarily imply functional conservation. 

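Of 5 transphyletic elements described here, each with a named sea urchin gene in the part of Supplementary Table 6 held here (111 of 195 rows), all had a peak in each of the 6 sea star libraries, and 4 had a peak in the sea urchin. The paper found these elements from its own ATAC-seq peaks, so a peak at them is no independent evidence of conserved accessibility. The elements at H2A.F/Z (a histone variant), eef1G (a translation factor) and HMG1 (a chromatin protein) were called in all 8 sea urchin libraries. In the sea star, the eef1G element spans 5822506 to 5822646 on NW_024037049.1 of Pmin_3.0. The summits of its peaks (their points of strongest signal) lay outside it in all 6 libraries, at 5822387 to 5822411. The HMG1 element lies on NW_022145596.1 of Spur_5.0 from 1587491 to 1589288, where its peaks had fold enrichments of 4.22 to 7.75, and on NW_024037059.1 of Pmin_3.0 from 5327977 to 5329298, with 9.28 to 12.2. The element at Msx, a homeobox gene, was called in 7 sea urchin libraries, the exception being early blastula replicate 2. It spans 17806667 to 17807802 on NW_022145600.1, across the start of the gene's annotated span at 17807255. The element that the table assigns to gnaq, from 7557546 to 7557701 on NW_022145612.1, had no peak in any of the 8 sea urchin libraries. Its sea star counterpart, on NW_024037060.1 from 2562116 to 2562525, had fold enrichments of 6.52 to 9.12. An absent peak means that no call passed the threshold of that list, and no element other than these 5 was assessed.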

In any case, our results showed that the overwhelming majority of sequence-conserved transphyletic pCREs also had conserved chromatin accessibility, suggesting that the loss of sequence conservation is more prevalent than the loss of conserved accessibility alone, as in the case of the sea urchin, where we could only detect 53 of the 134 ancestral pCREs conserved between the sea star and the non-echinoderm phyla (Fig. 5a, Extended Data Fig. 7a,b Supplementary table 6). Next, to investigate the functional roles of transphyletic pCREs, we studied their putative target genes. We found that 110 out of 124 (89%) pCREs were associated with the same conserved genes in all the species. These genes were highly enriched in conserved developmental genes, including multiple TF and signalling pathway gene families, such as Irx, Msx, Pbx, Six4/5, Tbx2/3, Hey, Neurog, Id, Foxn, Smad, Fzd, Bmper and Egfr (Supplementary table 7). Accordingly, the most highly enriched Gene Ontology (GO) terms were related to transcriptional regulation, TFs and cis-regulatory elements, and we obtained almost identical results when using the genes associated with the full set of transphyletic pCREs than when restricting the GO analyses to genes associated with ambulacrarian (i.e. conserved with hemichordates) or with deuterostome (conserved with amphioxus) pCREs (Extended Data Fig. 7c-e Supplementary tables 8-13). Finally, we focused on a core set of 20 conserved elements with shared accessibility across sea star, sea urchin and amphioxus (Extended Data Fig. 7b). We selected one of these 20 pCREs to perform functional assays in sea star and sea urchin embryos, a 5’ proximal element associated with Tbx2/3 genes, a family of TFs highly conserved in animals^85^. This region had been identified as a deeply conserved non-coding sequence in previous works^35,37^ (Fig. 5b,c). 

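Around the Tbx2/3 genes, which encode T-box transcription factors, accessible regions were called at every stage in both species. In the window of the sea star gene shown in Fig. 5b, 5 of 9 clusters of overlapping peaks on NW_024037058.1 of Pmin_3.0 were called in all 6 libraries. They include clusters from 3029474 to 3030606 and from 3030706 to 3031898, with fold enrichments of 2.94 to 3.37 and 3.16 to 4.08. In the sea urchin window, 2 of 8 clusters on NW_022145605.1 of Spur_5.0 were called in all 8 libraries. They lie from 26774583 to 26774951 and from 26775108 to 26775541. Where a library had several peaks in a cluster, the strongest is given. Which cluster is the conserved element that was cloned was not determined here.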

We cloned the two orthologous elements from sea star and sea urchin into GFP reporter vectors and assessed their gene regulatory activity by injecting them in embryos of the bat sea star, the purple sea urchin, and a second sea urchin species, *Paracentrotus lividus* (Fig. 5d, Extended Data Fig. 8a,b). The sea urchin Tbx2/3 endogenous spatiotemporal expression profile has been previously characterized and was found to be transiently expressed in several embryonic and larval domains. This includes both the skeletogenic and non-skeletogenic mesenchyme, dorsal regions of the gut, the anterior neuroectoderm, and the aboral/dorsal ectoderm, a domain in which it acts as an early activator of the respective GRN^86–88^. Similarly, in sea star embryos, Tbx2/3 was previously found to be expressed in equivalent domains with the exception of the mesoderm^89,90,91^ (Extended Data Fig. 8c). The GFP expression driven by the sea star and sea urchin Tbx2/3 pCREs in the two species of sea urchin embryos (Fig. 5d) matched the embryonic territories where the endogenous *Tbx2/3* gene is also expressed. Similarly, in sea star embryos injected with either sea urchin or sea star constructs, GFP expression was also consistent with the endogenous *P. miniata Tbx2/3* expression (Fig. 5d). Thus, both the sea urchin and sea star Tbx2/3 CREs are able to drive the same expression patterns independent of the species of origin. Noteworthy, our results also indicate that Tbx2/3 expression in the aboral/dorsal ectoderm and the archenteron is conserved between these two distant echinoderm lineages (Fig. 5e). This showed that this ancient Tbx2/3 CRE is also conserved at the functional level.

## Discussion

By studying 3D chromatin organization and accessibility in echinoderms, we have deepened our understanding of the evolution of animal regulatory genome organization.

Our results added echinoderms to the growing list of animals with TAD-like domains^18,22,58–65^, supporting the view that these 3D structures are ancestral to animals. This conclusion is further reinforced by the close association we and others observed between conservation of ancestral microsyntenic blocks and TADs^3,14,15,17^. From a mechanistic perspective, CTCF motifs were enriched at echinoderm TAD boundaries and in non-dynamic pCREs, suggesting that CTCF contributed to chromatin architecture in the bilaterian ancestor. However, the nature and relative importance of this contribution is uncertain. The absence of CTCF motif orientation patterns in echinoderms contrasts with the orientation-dependent loop organization characteristic of vertebrates^19–22,92–94^ and resembles more the situation in fruit flies, where CTCF function is orientation-independent and less relevant^24^. These findings suggest that the vertebrate mechanism of CTCF-mediated loop formation is derived rather than ancestral. This view is supported by the presence of long-range 3D chromatin interactions in non-bilaterian animals that diverged before the evolution of CTCF, indicating that this protein was not involved in the origin of distal regulation in animals^18^. Alternatively, the derived features of echinoderm and other ambulacrarian CTCFs, including the loss of ancestral Zn-finger domains and high evolutionary rates, could indicate independent losses of an ancestral vertebrate-like state in flies and echinoderms. Resolving these alternative scenarios will require more data from additional bilaterian lineages, including those where CTCF motif orientation has not been conclusively investigated^61,62^.

Patterns of regulatory evolution across echinoderms have renewed long-standing debates about CRE conservation. Most echinoderm pCREs evolve rapidly: about half showed no detectable conservation, and most of the rest were conserved only with closely related species. Such high CRE turnover appears to be a general property of cis-regulatory evolution across animals^27,31–34,69,95–99^. In contrast, the identification of thousands of deeply conserved pCREs—from 1,917 in sea urchin to 9,249 in sea star—was striking. These elements, dating back at least to the late Triassic or even the Permian (200–265 mya), challenge the view that the abundance of ancient regulatory sequences is unique to vertebrates and instead suggest this pattern of regulatory evolution is ancestral to deuterostomes.

A small fraction of elements, a few hundred pCREs, was conserved even deeper, between echinoderm classes or even across deuterostome phyla. Finding similar numbers of transclass and transphyletic pCREs suggests that cis-regulatory sequences across echinoderm classes have diverged almost as much as between deuterostome phyla. This was also reflected in pronounced differences in TFBM usage between sea star and sea urchin development. Nevertheless, the extreme sequence and chromatin accessibility conservation of transphyletic elements—exemplified by the functionally validated Tbx2/3 enhancer—suggest that they regulate core developmental programs shared among deuterostomes. Accordingly, conserved pCREs were particularly enriched at late gastrula, consistent with the higher morphological and gene expression conservation of the mid-developmental stages of multiple animal lineages^7,12,100–104^. In deuterostomes, this period is also marked by a peak in active demethylation of developmental enhancers by TET enzymes^105^.

Low numbers of “Cambrian-age” transphyletic conserved non-coding elements have also been identified in some species of molluscs, brachiopods, chelicerates, priapulids and cnidarians^35–37^ that showed typical hallmarks of slow genome evolution^13,16,46,47^. Although transphyletic elements constitute a tiny fraction of all CREs, our results show they probably indicate that deeply conserved CREs are also widespread in these animals, as suggested by recent results on non-coding conservation in these lineages^106^. If confirmed as CREs by functional genomics data, these conserved elements would indicate that the long-term action of extreme regulatory sequence constraints is an ancestral property of animal genomes. Understanding why certain CREs need to be strongly conserved while most others are easily altered remains a mystery. The identification of deeply conserved CREs in echinoderms (and potentially in other groups) open new paths to solve it. For instance, future studies using scATAC-seq could reveal how these elements are positioned within developmental GRNs. In turn, this will also help to explain why some lineages such as flies and nematodes do not need this type of extreme conservation. This will pave the way to finally understand the so far elusive evolutionary and functional causes underlying CRE sequence conservation.

## Methods

### Animals

*S. purpuratus* and *P. miniata* specimens were provided by Patrick Leahy (Kerckhoff Marine Laboratory, California Institute of Technology, Pasadena, CA, USA) and kept in a closed tank system with circulating diluted Mediterranean seawater at 36 ppt and 15ºC. *P. lividus* specimens were collected from the Gulf of Naples and maintained in circulating Mediterranean seawater at 37.8 ppt and 18 ºC. Sea urchin gametes were obtained by vigorously shaking the adults. Eggs were collected by placing the spawning female, aboral side up, over a beaker with filtered seawater (fSW) . Sperm was collected by pipetting from the surface of the spawning male. Gametes of sea star were obtained by making a V-shaped surgical incision on the aboral side of the animal next to the gonads. Gonads were torn up under the dissecting microscope to release gametes. Sea star oocytes were also treated with 10 µM 1-methyladenine after passing through a filter to mature, until the germinal vesicle disappears, after which eggs were washed with fSW. Embryos were cultured in fSW at 15°C or 18°C until the desired stage.

### Genome Sequencing and Contig Draft Assembly

*P. miniata* genomic DNA (gDNA) was obtained anew from the gametes of a single male animal, while *S. purpuratus* was sequenced using the preserved gDNA samples from the same single male preparation used by the Sea Urchin Genome Sequencing Consortium for the first draft of the purple sea urchin genome assembly^46^. High molecular weight (HMW) DNA larger than 50 kbp was selected using the Circulomics Nanobind CBB Big DNA Kit. The isolated DNA was approximately 300 ng/ul and the majority was between 48 kbp and 145 kbp, as verified by a clamped homogeneous electric field (CHEF) gel.

Duke University School of Medicine Sequencing and Genomic Technologies facilities performed large insert library prep using approximately 30 µg of the HMW DNA from each species and PacBio Sequel sequencing with 16 Single Molecule Real Time (SMRT) cells.

The PacBioreads were assembled into contigs using Canu v1.8 for *S. purpuratus*, and Canu v. DEC-2019 for *P. miniata*^107^ with default parameters. We performed Benchmarking Universal Single-Copy Ortholog (BUSCO)^108^ analysis for both species using a set of 978 metazoan genes to estimate completeness of the draft assemblies.

### HiC Library Preparation and Sequencing

*P. miniata* embryos were fixed in 2% paraformaldehyde in phosphate-buffered saline **(**PFA/PBS) at 68 hpf. *S. purpuratus* embryos were fixed in 2% PFA/PBS at 50 hpf.After 10 minutes fixation was quenched by adding glycine to a final concentration of 0.125 M. Subsequently embryos were washed twice with 1x PBS, frozen in liquid nitrogen and sent to the Gómez-Skarmeta lab for HiC library preparation and sequencing. HiC was performed in duplicates for *P. miniata* and *S. purpuratus*, with about 10 million cells per replicate. HiC preparation was based on^19^ with minor modifications, described in detail in^22^. Briefly, nuclei were isolated and permeabilized by SDS treatment. Chromatin was fragmented using the DpnII restriction enzyme (NEB, R0543). Restriction overhangs were blunted and marked with biotin-14-dATP and subsequent proximity ligation was performed in intact nuclei. Purified and sonicated biotin-labeled DNA fragments were enriched using Dynabeads My One C1 Streptavidin beads. Final libraries for paired-end sequencing were prepared using NEBNext High-Fidelity 2X PCR Master Mix (NEB), using TruSeq Primer 1.0 (P5) and TruSeq Primer 2.0 (P7). At least eight independent PCR reactions were performed per replicate and then pooled to maintain library complexity. Libraries were multiplexed and sequenced using DNBseq technology (BGI, China) to produce 50 bp paired-end (PE) reads and approximately 400 million raw sequencing read pairs per sample.

### HiC data analyses

HiC reads from biological replicates were pooled and mapped to the *P. miniata* and *S. purpuratus* newly generated genome assemblies using BWA v0.7.17^109^. Published HiC data for *A. amurensis* (SRR24835318) were mapped to its genome assembly GCA_032118995.1. Ligation events (HiC pairs) were detected and sorted, and PCR duplicates were removed using pairtools (https://github.com/mirnylab/pairtools). Unligated and self-ligated events were filtered out by removing contacts mapping to the same or adjacent restriction fragments. The resulting filtered pairs were input into Juicer Tools 1.13.02 Pre^110^, which generated multiresolution hic files via custom scripts (https://gitlab.com/rdacemel/hic_ctcf-null )^24^: the hic_pipe.py script was first used to generate tsv files with the filtered pairs, and the filt2hic.sh script was then used to generate Juicer hic files. Knight-Ruiz (KR) normalized HiC matrices at 10 Kb resolution^111^, were extracted for downstream analysis (insulation scores, TAD boundaries, aggregate TADs and loops) performed and visualized using the FAN-C 0.9.14 toolkit^112^.

TAD boundaries were called using the insulation score method^113^. Insulation scores were calculated for 10-Kb binned HiC matrices using FAN-C^112^. Briefly, the average number of interactions of each bin were calculated in 250-Kb square sliding windows (25 × 25 bins); then, these values were normalized as the log2 ratio of each bin’s value and the mean of all bins to obtain the insulation score for each bin; next, minima along the insulation score vector were calculated using a delta vector of +/−50 Kb (+/−5 bins) around the central bin. Only boundaries with a score lower than 1.5 were considered, to avoid calling low mappable regions as TAD boundaries. The genomic fragments limited by adjacent boundaries were considered as TADs, excluding fragments limited by a boundary and the start/end of the chromosomes. Ten sets of shuffled TAD boundaries were generated by partitioning the genome into virtual TADs with the same size as experimental ones but randomly positioned within chromosomes, and the median signal of CTCF motif number for each set was calculated for plotting purposes. Chromatin loops were called using Juicer Tools 1.13.02 Hiccups^19^, with standard parameters. Briefly, the multiresolution hic file was used as input for the CPU version of HICCUPS, which ran using 5, 10 and 25-Kb resolution KR-normalized matrices. The maximum permitted FDR value was 0.1 for the three resolutions; the peak widths were 4, 2 and 1 bin for 5, 10 and 25-Kb resolutions, respectively; and the window widths to define the local neighborhoods used as background were 7, 5 and 3 bins, respectively. The thresholds for merging loop lists from different resolutions were the following: maximum sum of FDR values of 0.02 for the horizontal, vertical, donut and lower-left neighborhoods; minimum enrichment of 1.5 for the horizontal and vertical neighborhoods; minimum enrichment of 1.75 for the donut and bottom-left neighborhoods; minimum enrichment of 2 for either the donut or the bottom-left neighborhoods. The distances used to merge the nearby pixels to a centroid were 20, 20 and 50-Kb for 5, 10 and 25-Kb resolutions, respectively. For *P. miniata* and *S. purpuratus*, only loops whose anchors were located in the same contig were considered, to ensure that the identified loops were not affected by any putative undetected misassembly. This was not applied in the case of *A. amurensis* because there was no publicly available information on the contig structure of the published GCA_032118995.1 genome assembly and in *D. melanogaster*, where its chromosome level genome assembly has been extensively curated. Ten sets of shuffled loops were generated so that they kept the same distances between anchors as those of experimental ones but randomly positioned within chromosomes, and the median signal of CTCF motif number for each set was calculated and plotted.

### Creating Scaffolds

The draft contigs for each species were assembled into scaffolds using the 3D de novo assembly (3D-DNA) v.180922 pipeline (https://github.com/aidenlab/3d-dna)^114^ and visualized with Juicebox (https://github.com/aidenlab/Juicebox)^115^. The draft contigs were assembled into scaffolds with the 3D-DNA *run-liger-scaffolder* program, using contigs larger than 6 kbp and HiC reads with a MAPQ alignment score greater than 0. HiC contact heatmap revealed a large number of overlapping contigs,these were dealt with using the 3D-DNA *align-nearby-sequences-and-filter-overlaps* and *tile-assembly-based-on-overlaps* programs. This reduced the size of the draft assembly from 1075 Mbp to 714Mbp. The finalized assemblies were submitted to NCBI GenBank: GCA_015706575.1 (*P. miniata* v3.0) and GCA_000002235.4 (*S. purpuratus* v5.0).

### Annotation of the assemblies

Assemblies were annotated using the NCBI eukaryotic genome annotation pipeline^57^ using publicly available Entrez transcripts and RNA-seq reads from the Sequence Read Archive (SRA). Gene content was also evaluated by using BLAST^116^ to align the previous assembly’s gene models to the new assembly.

### Generation of cohesin (SA1–3) and CTCF gene trees

Protein sequences of cohesin subunit SA1–3 and of CTCF were searched using the NCBI Blast, against Refseq genomes and proteomes and applying the “taxonomy” filter to search of relevant echinoderm outgroups such as hemichordates *Mus musculus* and *Drosophila melanogaster* protein sequences were used as initial queries. Then, a second search was performed using the retrieved protein hits as new queries. *Hemicentrotus pulcherrimus* SA1–3 protein sequence was obtained from transcriptome shotgun assembly data.

For the phylogenetic analyses, protein sequences were aligned with the MAFFT v7.505 software^117^ and the resulting alignments were trimmed (Supplementary Data 1,2) using Aliview v1.28 to discard spuriously aligned regions^118^. Phylogenetic trees were built using IQ-Tree 2 v2.0.7^119^, and tested with UFBoot (bootstrap = 10^3^)^120^ and an approximate Bayes test for single branch testing. Following previous CTCF phylogenetic studies^121^, the tree was rooted using the CROL proteins of *D. melanogaster* and *Tribolium castaneum*. In SA1–3 proteins, the tree was rooted using orthologs from sponges. The model used (LG+G4+I for both trees) was selected using ModelFinder with BIC^122^. Trees (Supplementary Data 3,4) were visualized using ITOL v7^123^.

### Multiple Genome Alignments

A multiple genome alignment was constructed using Progressive Cactus v1.2.3^124^ with default parameters. This contained our two newly reported genomes, a broader sampling of echinoderms, and two marine deuterostomes. A full list of included species and genome accession numbers can be found in Extended Data Fig 6a. Then, the genomes were masked for repeats using RepeatMasker v4.1.1 with-pa 8; -xsmall parameters. Finally, we provided the species tree in Newick format. The resulting .hal file and associated .hub files are hosted on the Echinobase^125^ FTP server (https://download.xenbase.org/echinobase/Genomics/user-submitted/MGA_echinoderms/NewMGA/FinalMGA/) and Figshare (doi.org/10.6084/m9.figshare.30506378).

### ATAC-seq library preparation

ATAC-seq libraries were generated as described in^126,127^. Cultured embryos were collected into tubes to obtain ~50,000 cells, then centrifuged at 500 x g, and washed with fASW twice. The embryos were then lysed in 50 μl of lysis buffer (10 mM Tris(hydroxymethyl)aminomethane pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.2% NP40/Igepal CA-630). The half of nuclei suspensions were incubated for 30 minutes at 37°C with 25 μl of 2x tagmented DNA buffer (TD buffer: 20 mM Tris; 10 mM MgCl_2_; 20% v/v dimethylformamide) and 1.25 μl Tn5 enzyme and Tagmentation Buffer (10 mM Tris pH 8.0, 5 mM MgCl_2_, 10% w/v dimethylformamide), and incubated for 30 min at 37ºC. Then, tagmented DNA was purified with the Qiagen MinElute kit (Qiagen, 28004) and eluted in 10 μl. PCR reactions for each replicate were performed with 15 cycles using Ad1F and different AdR primers^126^ and NEBNext High-Fidelity 2X PCR Master Mix (New England Labs Cat #M0541). The resulting libraries were multiplexed and sequenced on the HiSeq 4000 sequencer.

### ATAC-seq peak calling and genomic distribution

Data analysis for ATAC-seq libraries were performed as described in^127^. After sequencing, paired-end reads without adapter sequences were aligned against the reference genome using Bowtie2 v2.2.6^128^ with *-X 2000 -no-mixed -no-unal* parameters. PCR artifacts and duplicates were removed using Samtools v1.3 *rmdup* ^129^. Read start sites were offset by +4 or by −5 bp in the plus or minus strand, respectively. Nucleosome-free pairs (insert < 130 bp) retained for peak-calling using MACS2 v2.1.1.20160309^130^ with the following parameters: *–nomodel –shift −45 –extsize 100* and the genome size of the correspondent organism. The irreducible discovery rate (IDR v2.0.3^131^) was used to assess replicability with: *–input-file-type narrowpeak –rank p.value –soft-idr-threshold 0.1* and the MACS2 peak calling parameters. Called IDR peaks were split into promoter, gene body and noncoding regions using the aforementioned gene annotation. ATAC peaks were defined as ”promoters” if they overlapped an annotated gene TSS; as “proximal” if located in noncoding regions within 5-kbp upstream of a TSS but without overlapping with it, and as “distal” if they were located in other noncoding locations not included in the previous categories.

### ATAC-seq differential analyses and TFBM enrichments

The number of reads inside IDR peaks peaks were calculated with intersectBed from BEDtools v2.26.0^132^, employing the *-c* parameter, IDR peaks as reference and filtered reads as query. The resulting count table was used in DESeq2 v1.18.0 R package^133^ to get developmental dynamic peaks (differentially accessible peaks with p value<0.05)s. Peaks without significant accessibility changes were considered non-dynamic. In the case of *S. purpuratus*, differential analyses were performed with two different sets of merged IDR peaks, one obtained with the full set of *S. purpuratus* stages, to identify all dynamic peaks in this species, and a second one with 35,831 IDR from developmental stages matching the *P. miniata* samples. Peaks were associated with their putative target genes using BEDtools closestBED, with the parameters *-D ref -iu -no-namecheck -k 1*. In order to find TFBM enrichments in ATAC peaks the script FindMotifsGenome.pl from HOMER v3.12 software^134^ was used with *–mset* parameter and using merged IDR peaks as background model. To find specific temporal dynamics in open chromatin regions, dynamic peaks from second peakset analyses were analyzed with seqMINER v1.3.4^135^ and cluster heat map plots were generated by computeMatrix deepTool v3.4.3^136^.

### Evolutionary conservation of pCREs

To assess the evolutionary conservation of pCREs only non-exonic peaks lacking hits in a Blastx analysis were considered, to avoid false positives of conserved coding sequences. The resulting set of ATAC-seq in the query species were then lifted over to the target species using halLiftover v2.1^137^ with the option --noDupes. When ATAC-seq regions in the target species were not available, only sequence conservation was assessed. Whenever ATAC-seq information was available in the target species (that is, in *S. purpuratus*, *P. miniata* and *B. lanceolatum*), we retrieved the correspondence between ATAC-seq peaks in both query and target species. Liftovered peaks were intersected with BEDtools (options -f 0.5 -r or -f 0.5 -r -a) with the target species ATAC-seq peaks, resulting in set of reciprocal ATAC-seq peaks had at least 50bp overlapping with the original ATAC peak coordinate of the query species. Finally, resulting files were grouped following their relative evolutionary distance (i.e. the different strata) from the query species by using subset() and merge() R basic command (https://www.R-project.org/). Conserved regions belonging to the most ancient strata (echinoderms and deuterostomes) were independently retrieved using *S. purpuratus* and *P. miniata* ATAC peaks as queries. Therefore, the non-redundant sets were obtained by checking if any of the genomic coordinates identified by *P. miniata* peaks in the different target species, *Ap. japonicus*, *An. japonica*, *S. kowalevskii* and *B. lancelolatum* overlapped with the coordinates retrieved through *S. purpuratus* peaks or corresponded to *S. purpuratus* peaks in the *P. miniata* - *S.purpuratus* alignment. To analyze conserved accessibility in transphyletic pCREs, all cases of pCREs conserved at the sequence level with another species where the conserved orthologous region did not have conserved accessibility were manually inspected in the genome browser. This identified false negative cases that have been filtered out in the target species because the corresponding ATAC-peak partially overlapped with an annotated exon. In most cases, these exons only overlapped with a small part of the ATAC peak or the portion that overlapped corresponded to a UTR, and we were able to verify that the blocks of conserved sequence we have detected did not overlap with any coding exon. This recovered 40 regions with conserved accessibility (labelled as PEpeak, for Partially Exonic peak in Supplementary Table 6), and discarded 11 regions that did actually overlap with coding exons missed by our prior filters(unannotated exons in the query species and small/fast evolving exons not detectable by Blastx searches), resulting in a final set of 134 conserved transphyletic pCREs.

### Identification of conserved target genes of transphyletic pCREs

To investigate conservation of transphyletic pCREs associated genes, gene orthogroups (Supplementary Data 5) were inferred with Orthofinder v2.5.5^138^, using DIAMOND v0.9.19.120^139^ as alignment tool and manually providing the species tree of the following species, for which the longest coding isoform of eahc gene was extracted: *B. lanceolatum* (BraLan2), *Callorhinchus milii* (IMCB_Cmil_1.0), *Homo sapiens* (GRCh38.p14), *Monodelphis domestica* (MonDom1), *Xenopus tropicalis* (GCF_000004195.4), *D. rerio* (GRCz11), *Lepisosteus oculatus* (fLepOcu1.hap2), *S. purpuratus* (Spur_5.0), *P. miniata* (Pmin_3.0), *S. kowalevskii* (Skow_1.1) and *N. vectensis* (jaNemVect1.1). For each accessible peak in *B. lanceolatum*, *S. kowalevskii*, *S. purpuratus* and *P. miniata*, the two closest flanking genes included within an orthogroup, were identified using the closestBED tool utility from BEDtools v2.31.0, with the parameters -D a -id (or -iu) -k 1. All overlapping genes were kept if more than one overlapped the accessible peak region. All pCREs where at least one of the two closest genes belonged to the same orthogroup across the different species were considered as associated to the same conserved genes. All non-matching cases were manually curated to identify potential false negative cases of conserved genes (i.e. unannotated genes or artefactual gene models not correctly assigned to orthogroups). In 10 of the 134 pCREs gene conservation could not be assigned because in one species the pCRE was located near the end of agenomic scaffold or because the pCREs were assigned to different orthogroups that contained multiple paralogous genes whose orthology could not be clearly established. Furthermore, for two ambulacrarian regions, conservation of associated genes could not be determined *S. kowalevskii*, and therefore were provisionally assigned to the Echinodermata stratum (Supplementary Table 7).

### Gene Ontology Enrichment

A new GO annotation was built de novo by running the software FANTASIA v1^140^ on the *S. purpuratus* proteome, including only the longest isoform of each protein-coding gene. This GO annotation was then transferred to the corresponding orthogroups, collapsing the orthologues associated terms and discarding the redundant terms. The GO enrichment analysis was performed using the topGO v2.56.0 R package^141^ with a Fisher’s exact test for Biological Process and Molecular Function separately. Significantly enriched terms were defined as those with p_adj_ < 0.05. Term definitions were retrieved using the GO.db.

### CRE DNA tag synthesis

Tagging of putative CREs was performed as in^70^. Primers for the putative CREs (Supplementary Table 14) were designed using Primer3web v4.1.0^142^ with additional 18bp of the reverse complement of the beginning of the DNA tag sequence added to the 5’ of the reverse primer to ensure that the CRE can be combined with the DNA^143^. Equal amounts of CRE and Tag DNA were combined using overlap PCR^70,143^ using Expand High Fidelity PLUS PCR (Sigma). The product was gel purified using 2% agarose 1X TAE gel and GenElute Gel Extraction Kit (Sigma) (FoxA pCREs) or NucleoSpin Gel & PCR Clean-up (Macherey-Nagel) (Tbx2/3 pCREs) according to manufacturer’s guidelines and eluted in 50 μl of Elution buffer. The eluted DNA was then purified again using QIAquick PCR Purification Kit (Qiagen) and eluted in 30 μl of elution buffer. NanoDrop ND-1000 (ThermoFisher Scientific) was used to assess DNA yield and quality.

### CRE Microinjections

Sea urchin eggs were de-jellied and placed on 1% protamine sulfate (PS) treated plates and then fertilized, while the sea star ones placed on the PS-plates after fertilization, and were injected with 2 pL and 8 pL of microinjection solution, respectively. Microinjection solutions consisted of 0.5 μl of tagged CRE pool, 1.2 μl of 1mM KCl, 0.275 μl of 500 ng/μl carrier DNA and water up to 10 μl^70,144^. Injected eggs were then washed twice with fSW and incubated at 15°C for *S. purpuratus* and *P. miniata* and at 18°C for *P. lividus*. At least two independent batches of embryos were injected and at least 30 embryos per experiment were analyzed.

### Genomic DNA and mRNA extraction from microinjected embryos

Microinjected embryos of the desired stage were collected into 1.5 ml tubes (Eppendorf). AllPrep DNA/RNA Micro kit (Qiagen) kit was used to extract genomic DNA and RNA from them according to manufacturer’s guidelines. DNA and RNA were eluted in 100 μl and 18 μl of 65°C nuclease free water, respectively. The RNA was treated with DNase from RNAqueous-Micro Total RNA Isolation Kit (Invitrogen) according to manufacturer’s guidelines. 14 μl of the DNase treated RNA was used to synthesize cDNA using SuperScript VILO cDNA Synthesis Kit (Invitrogen) as per manufacturer’s guidelines. The synthesized cDNA and eluted DNA were used for qPCR quantification.

### qPCR quantification of CRE expression

Extracted gDNA and synthesized cDNA were used to estimate relative expression of the microinjected tagged CREs in two biological replicates. Prior to qPCR, the cDNA was amplified using universal primers^70^ using the following thermocycler program: 2 minutes at 95°C, 21 cycles of 15 seconds at 95°C, 30 seconds at 60°C and 1 minute at 72°C, followed by 5 minutes at 72°C and hold at 4°C. The product was purified using QIAquick PCR Purification Kit (Qiagen) and eluted in 30 μl and used for qPCR quantification: 5 μl of Fast SYBR Green Master Mix, 4 μl of 0.7 pmol/ul qPCR primers and 1 μl of cDNA/gDNA using ViiA7 Real–Time PCR System machine (Life Technologies) and 20 seconds at 95°C, 40 cycles of 1 second at 95°C and 20 seconds at 60°C, followed by melting curve at 95°C for 15 seconds, 60 °C for 1 minute and 95°C for 15 seconds program. Total GFP expression was used as control for quantification of cDNA and genomic DNA with the same specific tag primers. The number of tags expressed was normalized to the number of tags in the gDNA by dividing the number of expressed tags in cDNA by the number of expressed tags in gDNA relative to GFP. Mean of the between-replicate values was used for plotting.

### Fluorescent in situ hybridization (FISH)

The primes used to isolate the Sp-Tbx2/3 cDNA from gastrula stage total cDNA are described in Valencia et al., 2021. Digoxigenin-labelled antisense RNA probe for Sp-Tbx2/3 was synthesized as previously shown^145^. *S. purpuratus* gastrula stage embryos (48 hpf) were collected and fixed for 1h at RT in 4% PFA in MOPS buffer (0.1 M MOPS pH 7, 0.5 M NaCl and 0.1% Tween-20 in nuclease-free water). Embryos were washed several times with MOPS buffer and stored in 70% ethanol at −20°C. After rehydration, embryos were subjected to FISH as previously described^146^.

### Imaging

pCRE microinjected and FISH embryos were imaged using GFP and bright-field settings^144^ using Axio Imager.Z2 (Zeiss) and LSM 700 (Zeiss) confocal microscope, respectively. Images were processed using ImageJ v1.52o.

## Extended Data

**Extended Data Figure 1.**
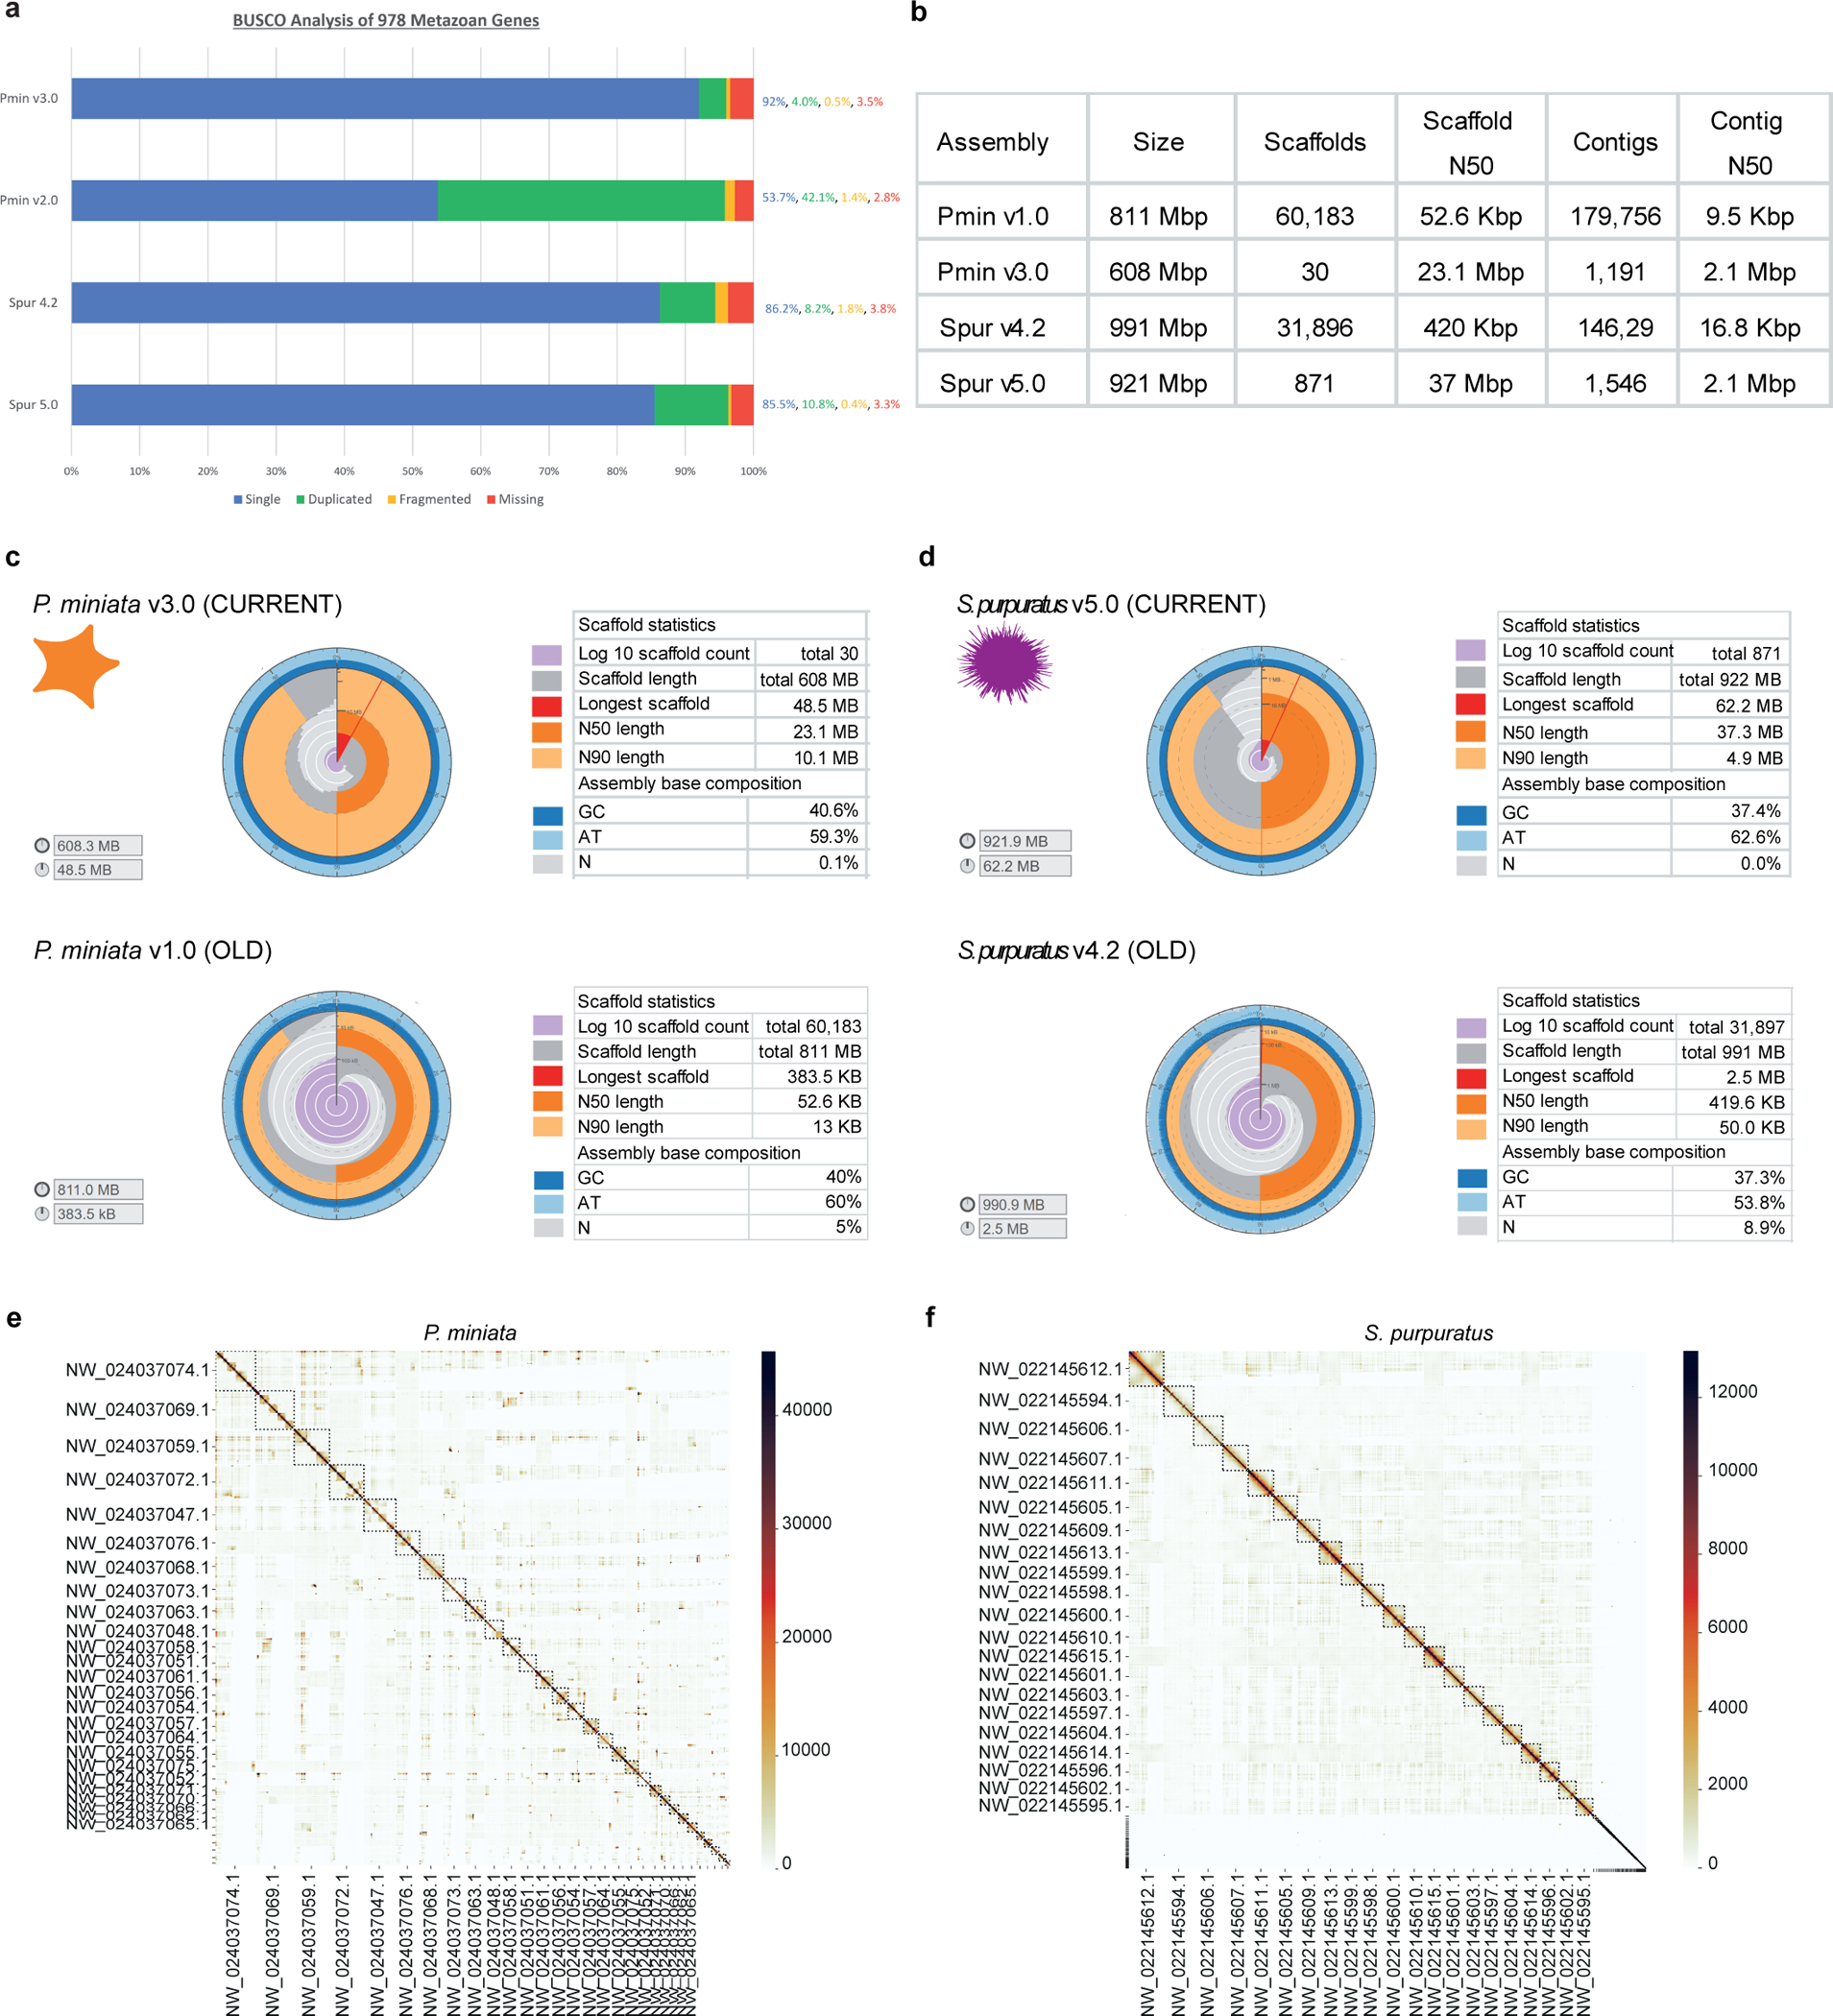
Comparison of current and previous assembly statistics: **a**, BUSCO statistics of current and previous genome assemblies. **b,** Assembly statistics of the two new genomes along with their older versions for comparison, generated with the assembly-stats perl package. **c, d,** Snailplots of general metrics (scaffold total length, scaffold count, longest scaffold, N50 and N90 values, and base compositions) of the new assemblies of the bat sea star (GCA_015706575.1) (c, upper panel) and purple sea urchin (GCA_000002235.4) (d, upper panel) versus those of previous assemblies (lower panels). **e, f,** HiC genome-wide contact maps of the bat sea star (e) and purple sea urchin (f) assemblies.

**Extended Data Figure 2.**
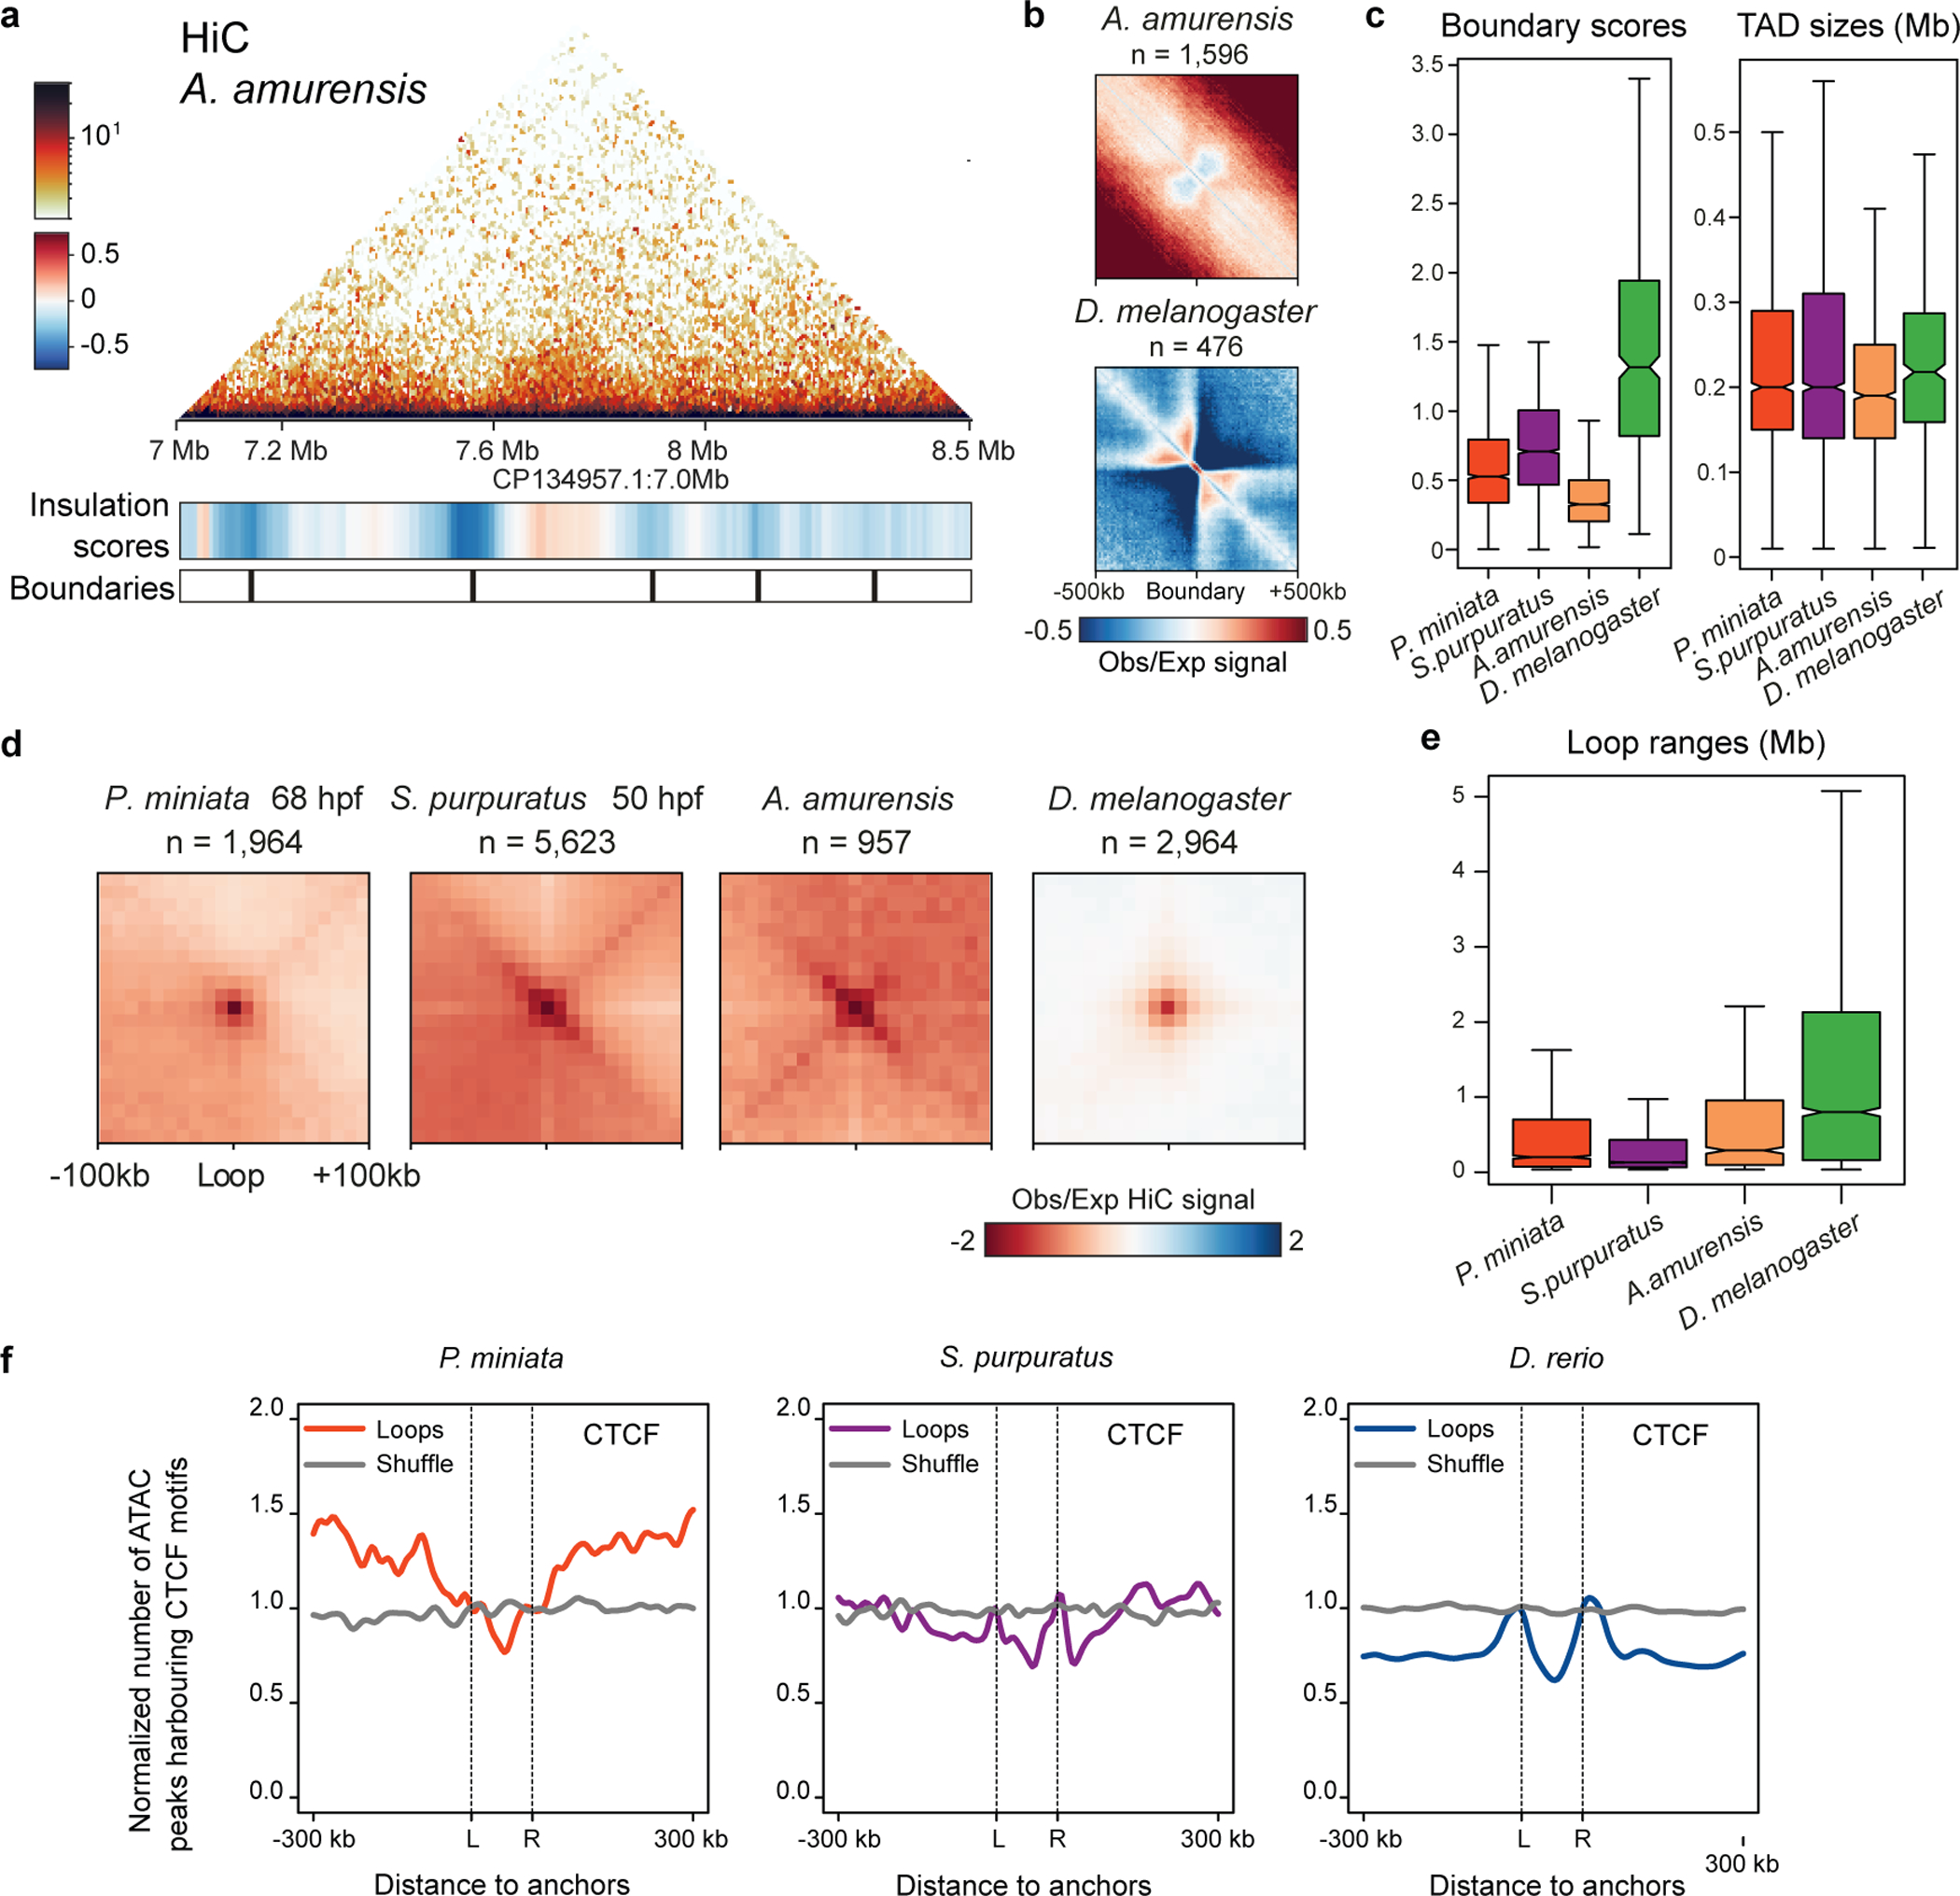
Chromatin domains and loops in echinoderms. **a**, Heatmaps showing normalized HiC signal at 10-kb resolution in *A. amurensis*. Insulation scores and computationally called TAD boundaries are plotted below the heatmaps. **b**, Aggregate analysis of the observed versus expected HiC signal around TAD boundaries called at 10-kb resolution in *A. amurensis* (top) and *D. melanogaster* (bottom). **c**, Boxplots showing the distribution of boundary scores (left) and TAD sizes (right) in *P. miniata* (boundaries n=2,108, TADs n=2042), *S. purpuratus* (boundaries n=3,009, TADs n=2880), *A. amurensis* (boundaries n=1,596, TADs n=1566) and *D. melanogaster* (boundaries n=476, TADs n=484). **d**, Aggregate peak analyses of HiC loops in *P. miniata, S. purpuratus*, *A. amurensis* and *D. melanogaster*. The observed vs. expected HiC signal is shown. **e**, Boxplots showing the distribution of loop ranges in *P. miniata*, *S. purpuratus*, *A. amurensis* and *D. melanogaster*. Number of loops in each species as in d. **f**, Normalized number of ATAC-seq peaks harboring CTCF motifs around HiC loops in *P. miniata* (left), *S. purpuratus* (middle) and *D. rerio* (right). Shuffle control is shown per each graph. Boxplots in c and e show center line, median; box limits, upper and lower quartiles; whiskers, 1.5× interquartile range; notches, 95% confidence interval of the median.

**Extended Data Figure 3.**
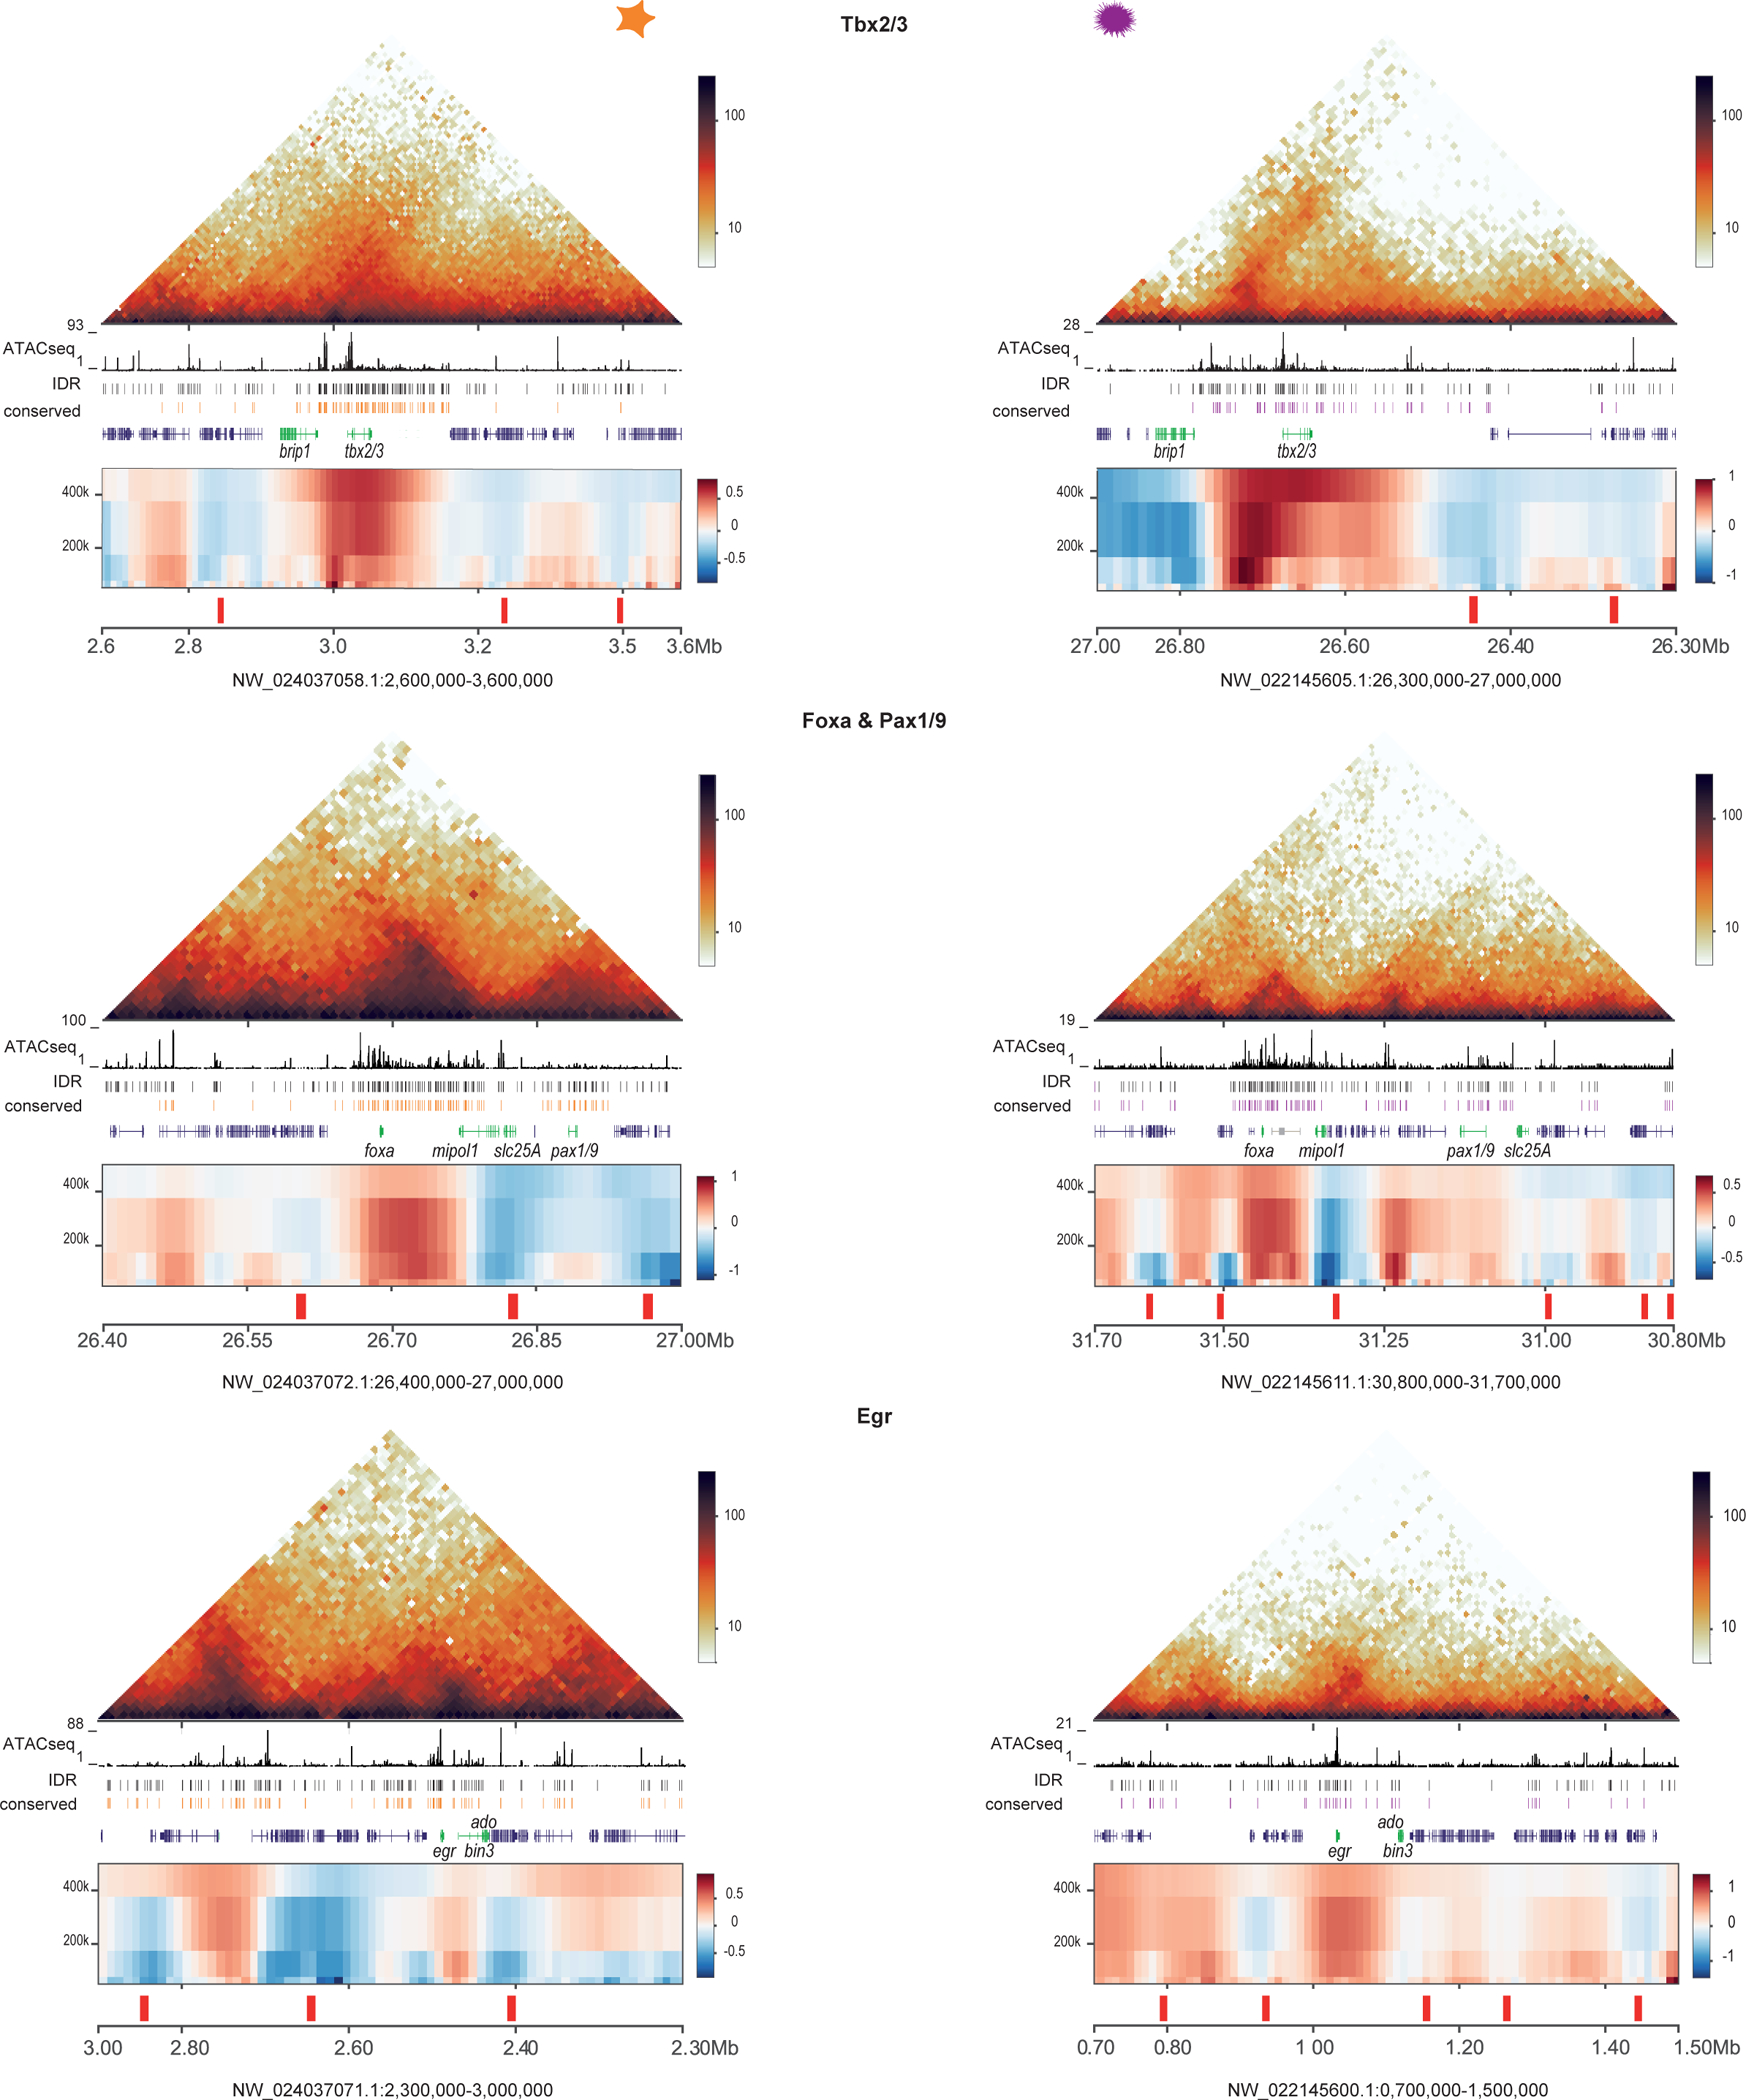
Examples of ancient conserved microsyntenic blocks located within TAD boundaries. Sea star (left panels) and sea urchin (right panels) genomic regions around four developmental genes included within ancient microsyntenic blocks (Tbx2/3, Foxa and Pax1/9, and Egr). From top to bottom: heatmaps showing normalized HiC signal at 10-kb resolution in late gastrula sea star and sea urchin embryos, ATAC-seq signal at late gastrula stage embryos of both species, IDR ATAC-seq peaks (pCREs), conserved ATAC-seq peaks (merging peaks conserved at the Valvatida+Asteroidea strata and Odontophora+Echinoidea strata), gene models (with those included within the conserved syntenic blocks colored in green), insulation scores and computationally called TAD boundaries. Note that the conserved block containing Foxa and Pax1/9 is split in two in the case of sea urchin.

**Extended Data Figure 4.**
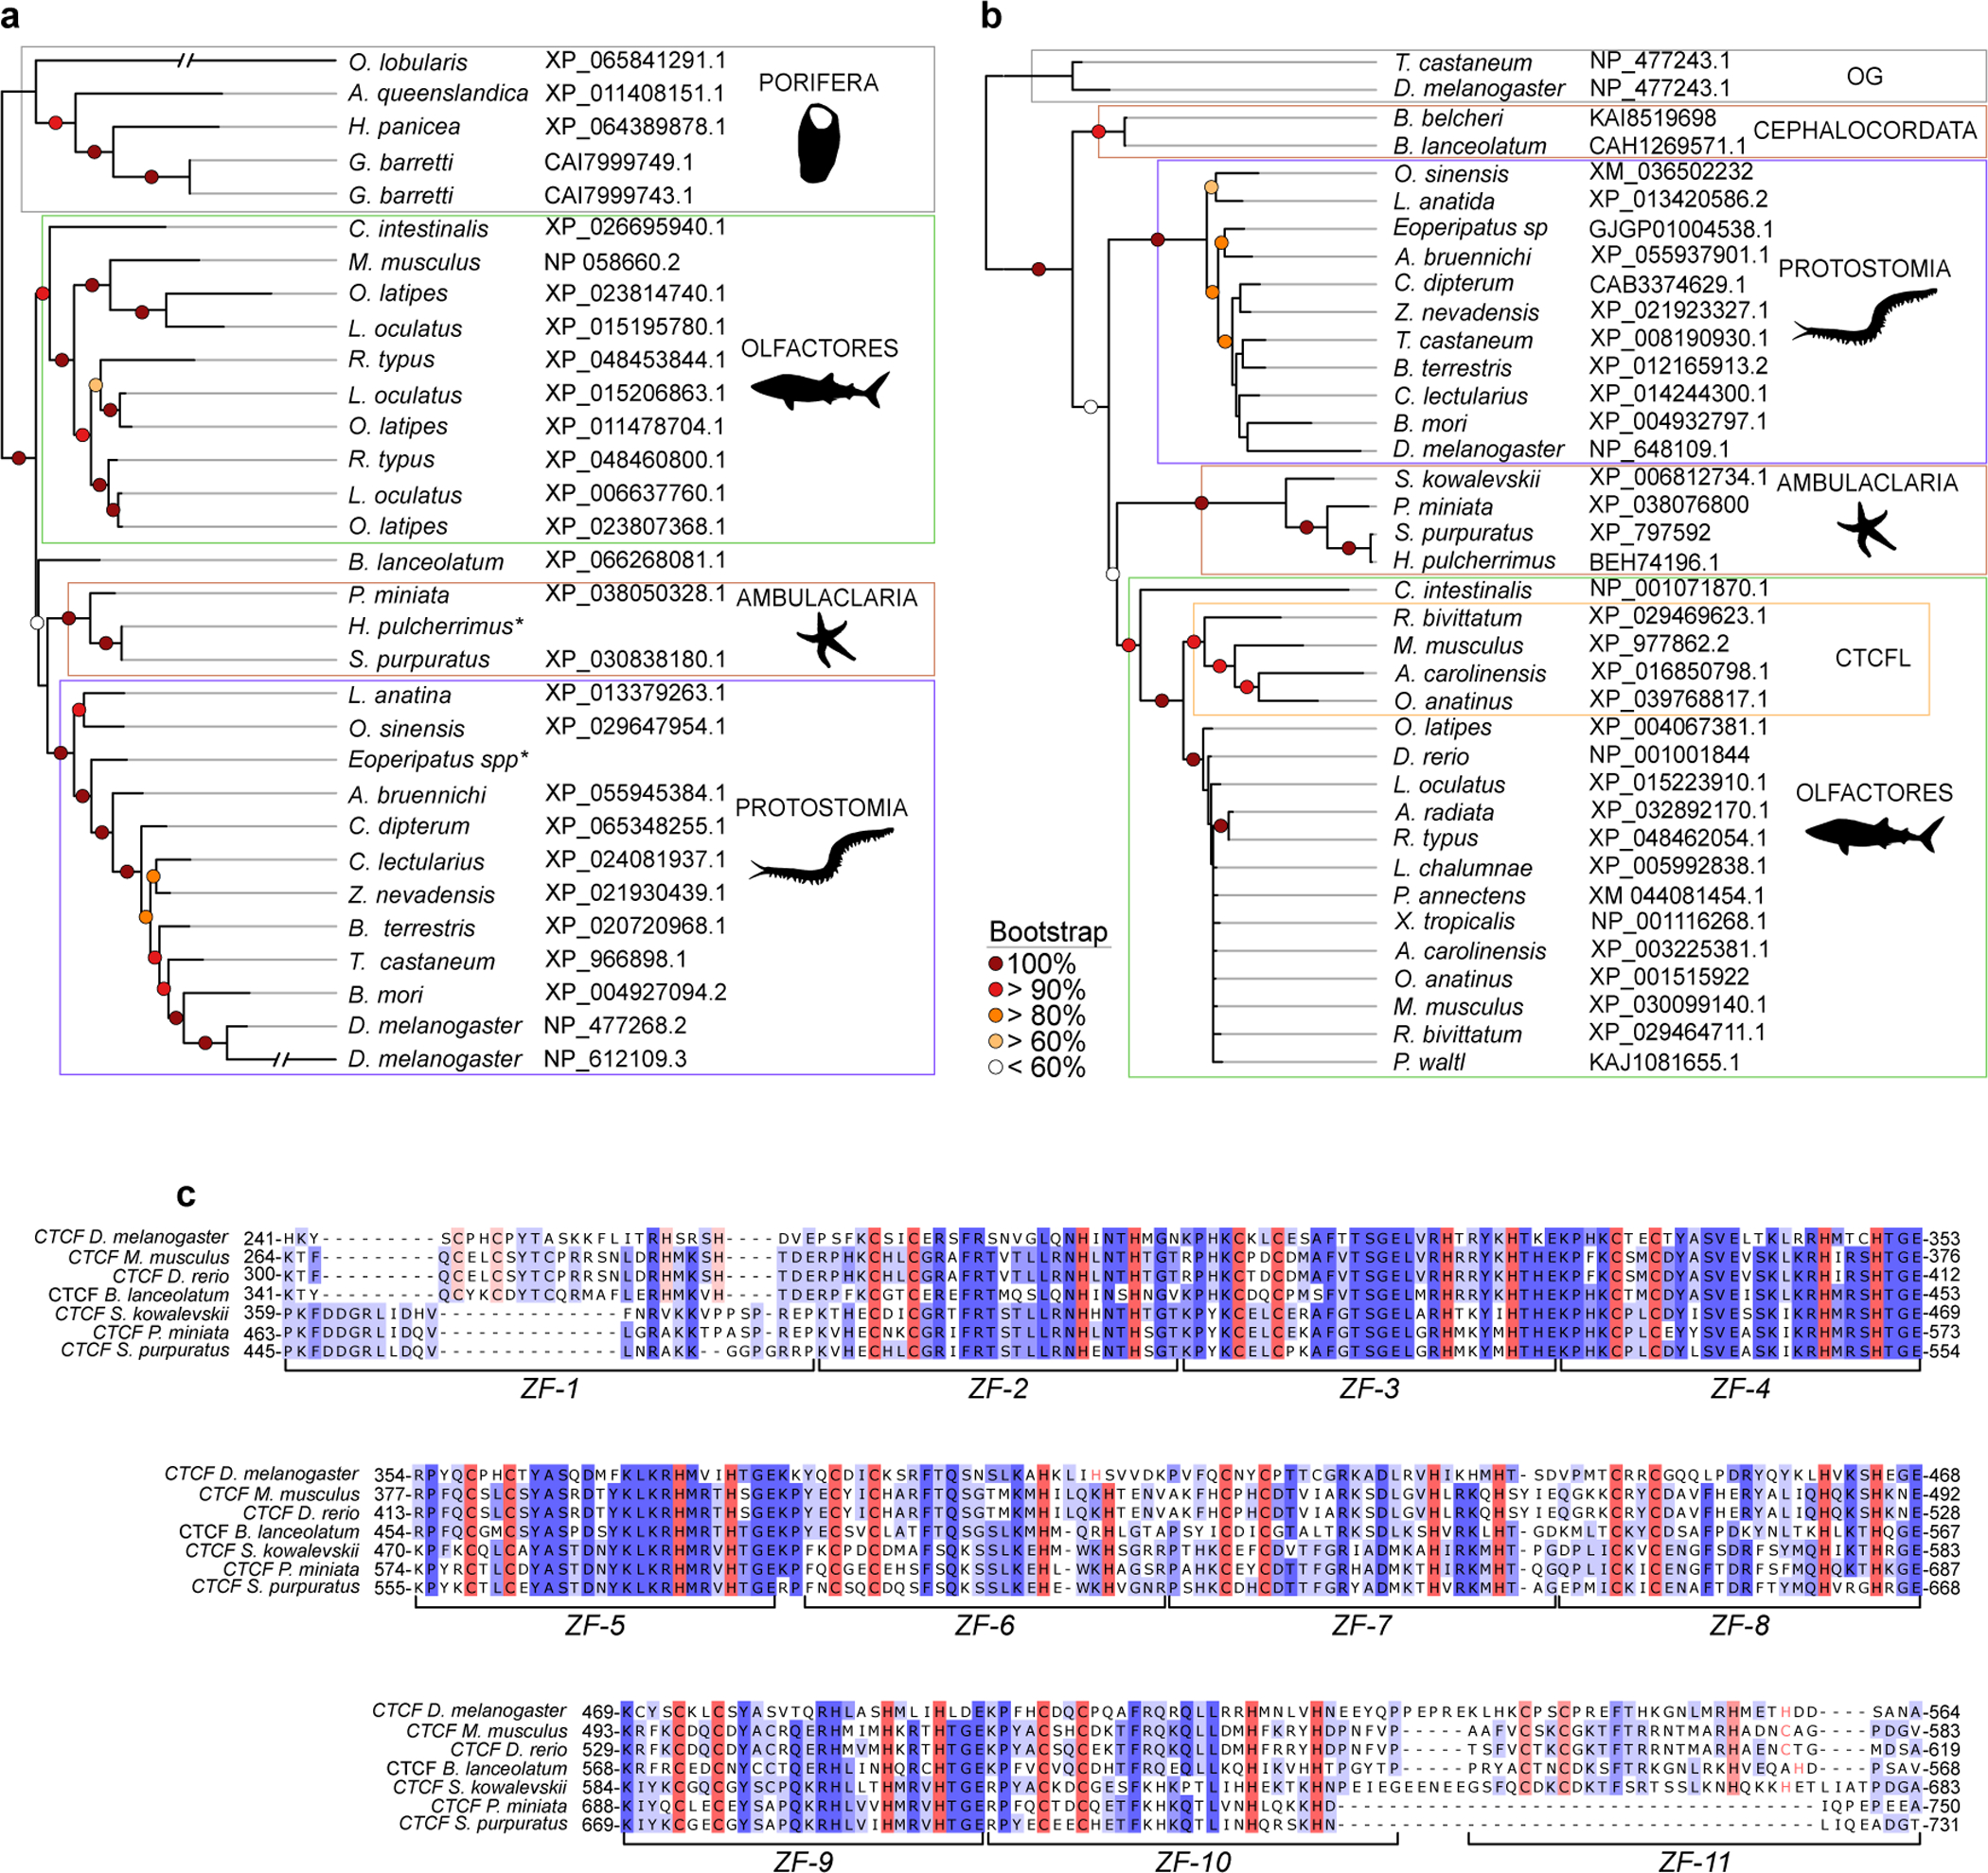
Cohesin and CTCF phylogeny and conservation. **a,** ML phylogenetic tree of cohesin subunit SA1–3 proteins. Sponge SA proteins were used as outgroups. **b,** ML phylogenetic tree of CTCF, including the tetrapod-specific paralog CTCFL (also known as BORIS), the outgroup (OG) branch includes the insect proteins CROOKED LEGS, a zinc finger containing family of transcription factors. **c,** Alignment of CTCF proteins from different bilaterians, showing the region containing its putatively ancestral 11 zinc finger domains, where ambulacrarian species have lost one or two domains.

**Extended Data Fig. 5.**
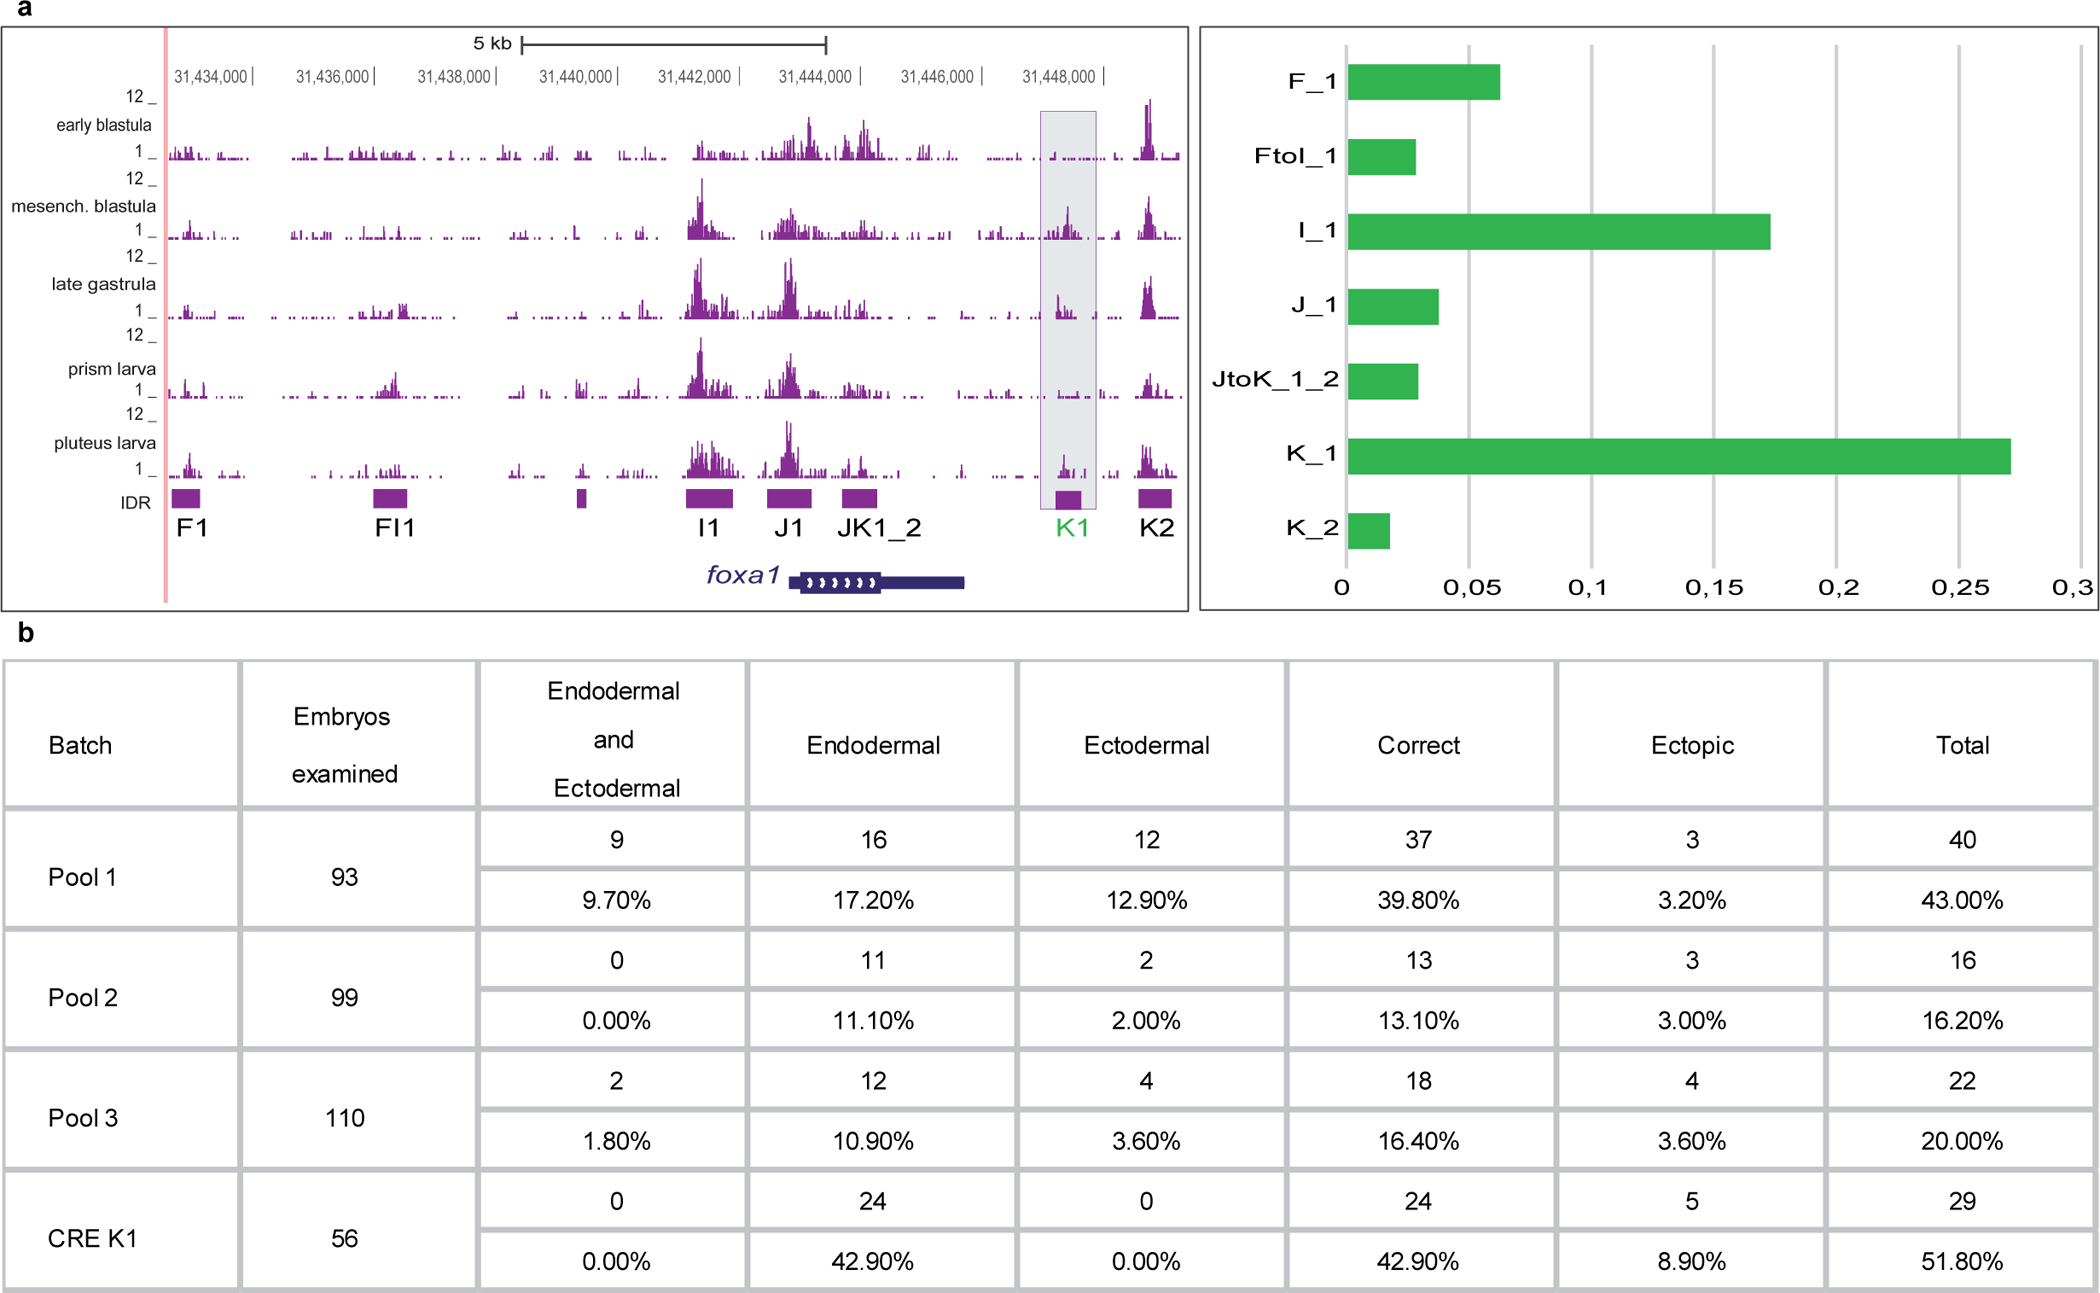
Functional assays of *foxa1* pCREs. **a,** Screenshot of sea urchin UCSC browser with ATAC-seq tracks around the *foxa1* (LOC110977664) gene and pCREs. Scoring table for embryos injected with *foxa1* CRE-Tag constructs at mesenchyme blastula stage. **b,** Relative GFP expression levels driven by *foxa1* CREs in sea urchin embryos at mesenchyme blastula stage. The embryos injected with the pool of *foxa1* CREs showing GFP expression in various domains were scored, highlighting the distribution of embryos with expression in both ectoderm and endoderm, only ectoderm or only endoderm, as well as the ones exhibiting GFP expression in regions ectopic to *foxa1* expression. This was also concordant with scoring done for the FIJ concatenate^69^ since the majority of the expression is in the endoderm with oral ectoderm expression exhibited by fewer embryos.

**Extended Data Fig. 6.**
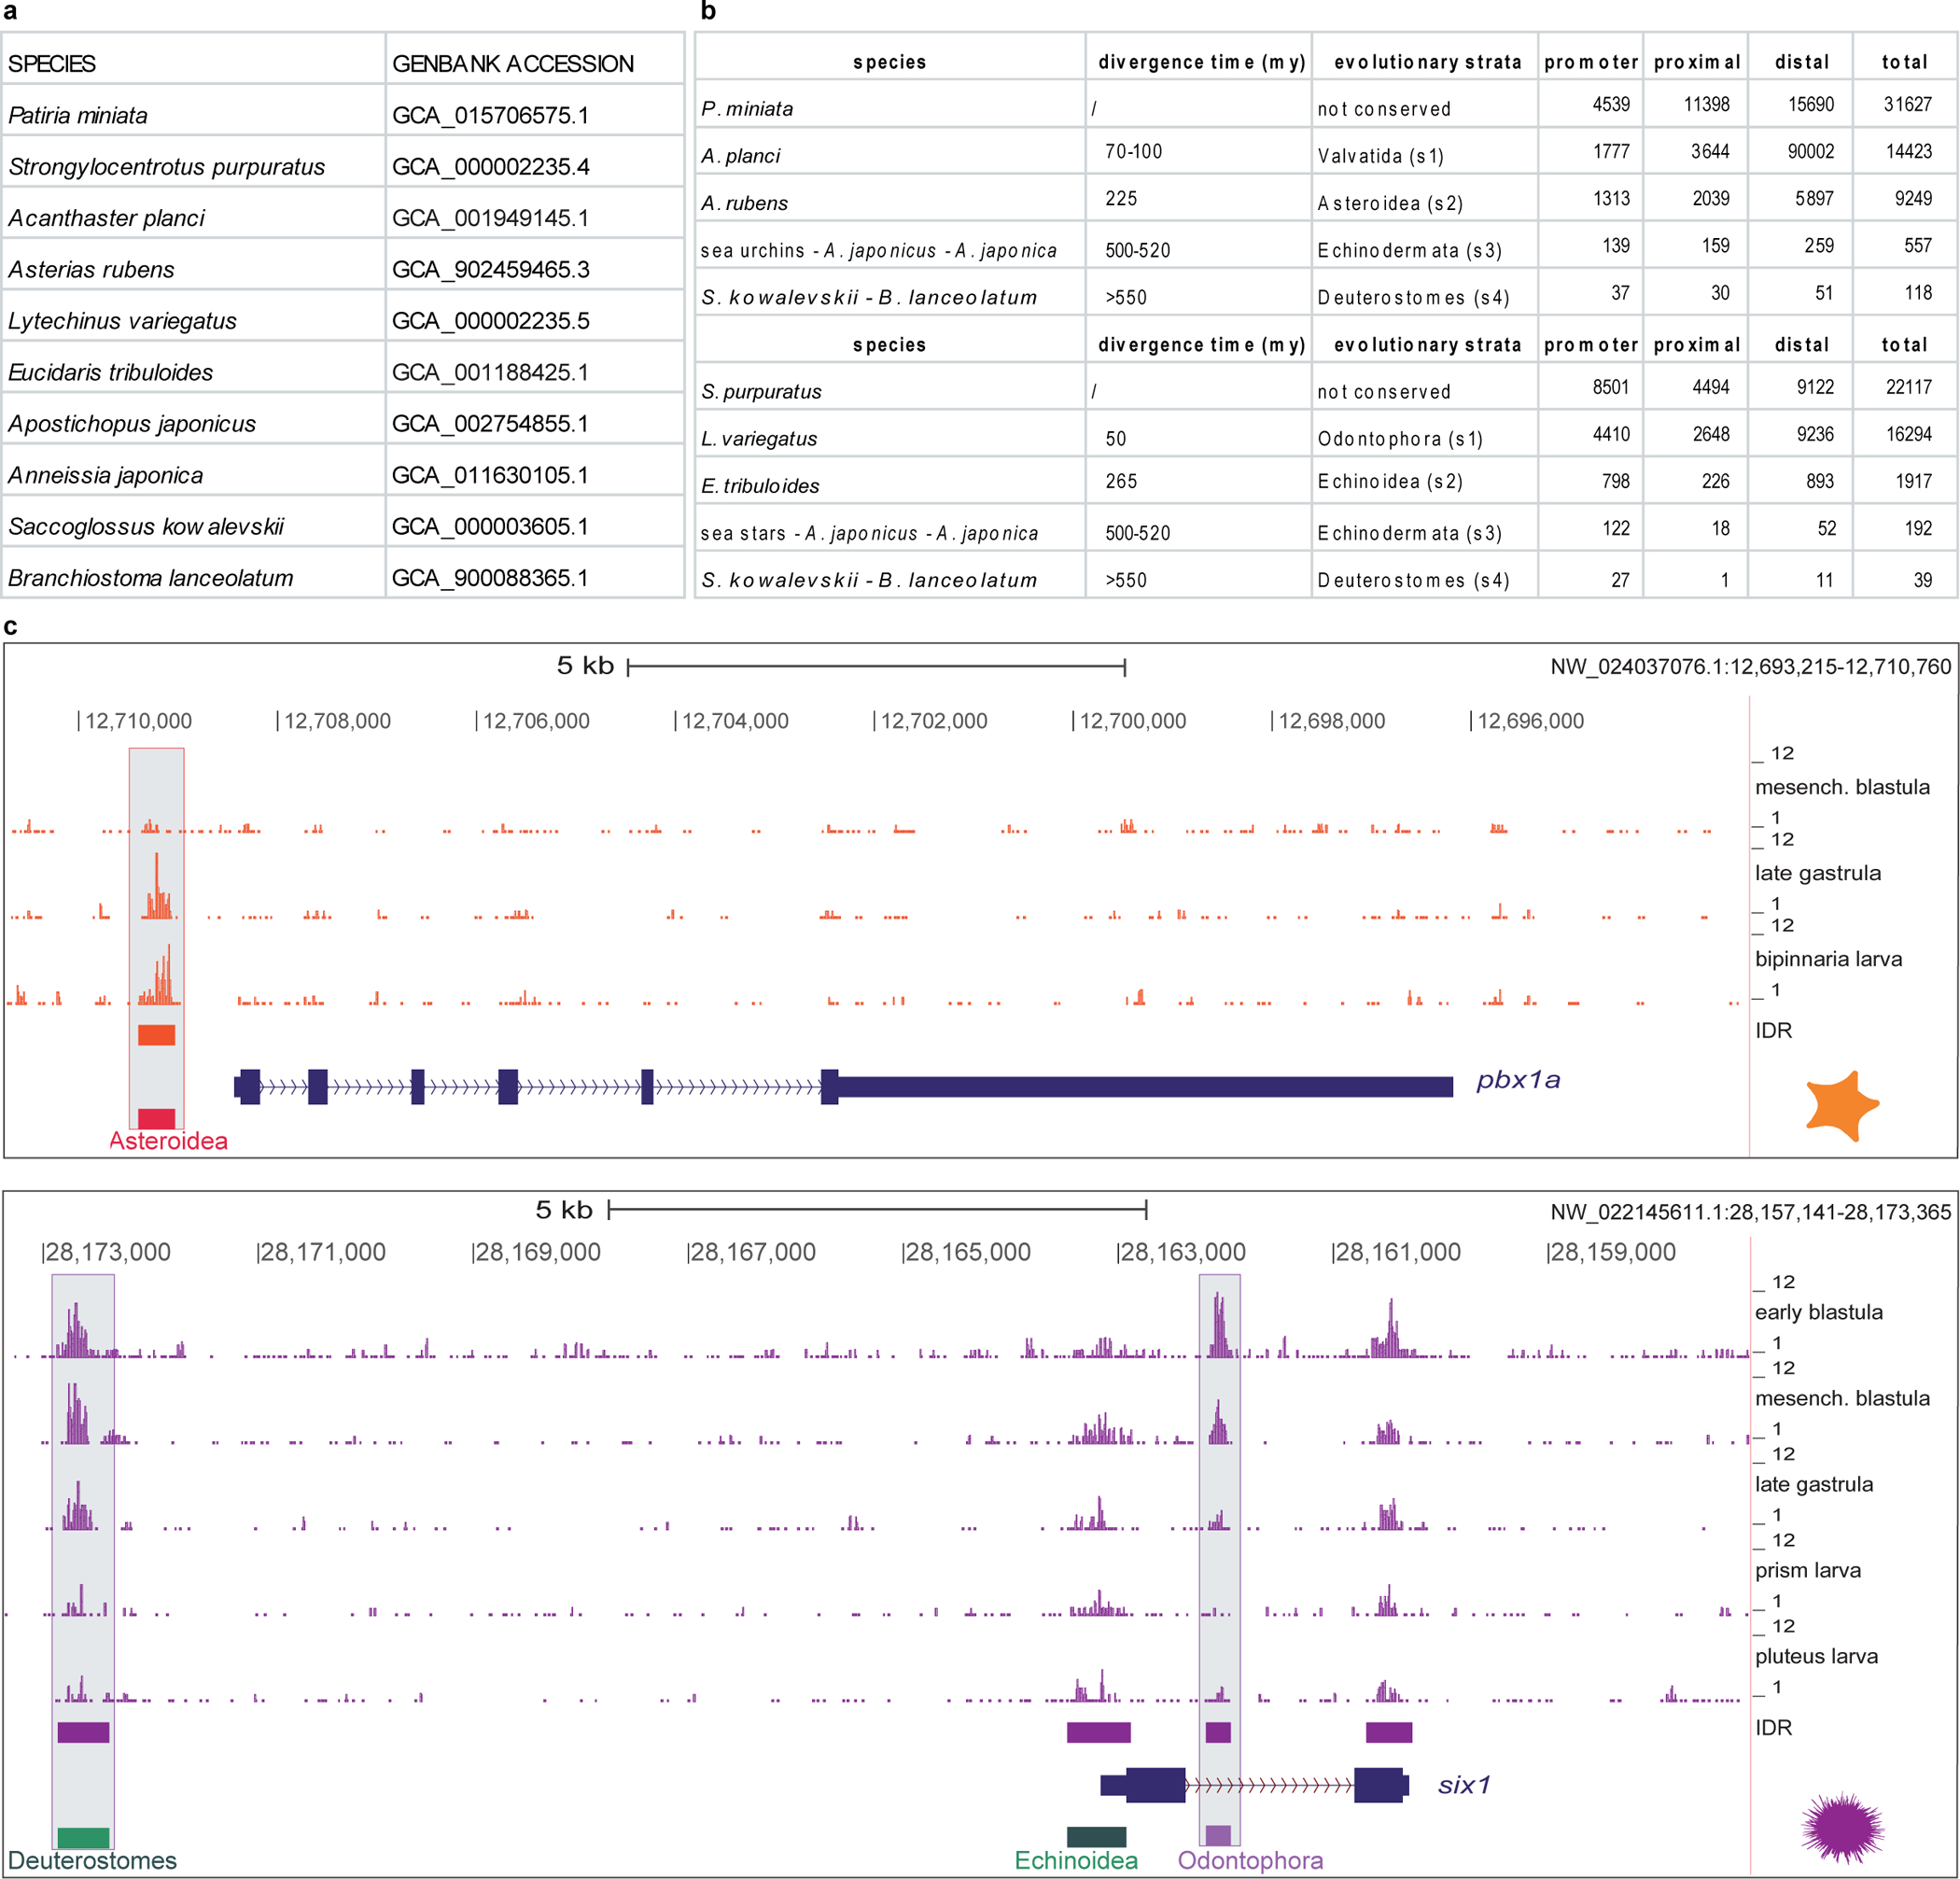
Evolutionary strata and developmental dynamics of sea urchin and sea star pCREs. **a,** Accession numbers of the genome assemblies included in the alignments. **b,** Counts of pCREs according to their evolutionary strata. **c,** Genome browser screenshots around the *P. miniata pbx1a* (LOC119720117, top panel) and the *S. purpuratus six1* (LOC110974175, lower panel) genes showing ATAC-seq tracks from different developmental stages (in orange and purple, respectively), IDR peaks (orange and purple bars) and gene models (dark blue). A conserved Asteroidea pCRE (red bar) with late developmental dynamics and Deuterostome and Odontophora pCREs (green bars) with early developmental dynamics are highlighted with gray boxes.

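In the *pbx1a* window, the cluster from 12709002 to 12709346 on NW_024037076.1 of Pmin_3.0 was called in both replicates at late gastrula and at bipinnaria larva and in neither replicate at mesenchyme blastula. Its fold enrichments were 8.72 and 5.18 at late gastrula and 6.36 and 6.73 at bipinnaria larva. No read counts were used here, so this stage difference was not tested.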

**Extended Data Fig. 7.**
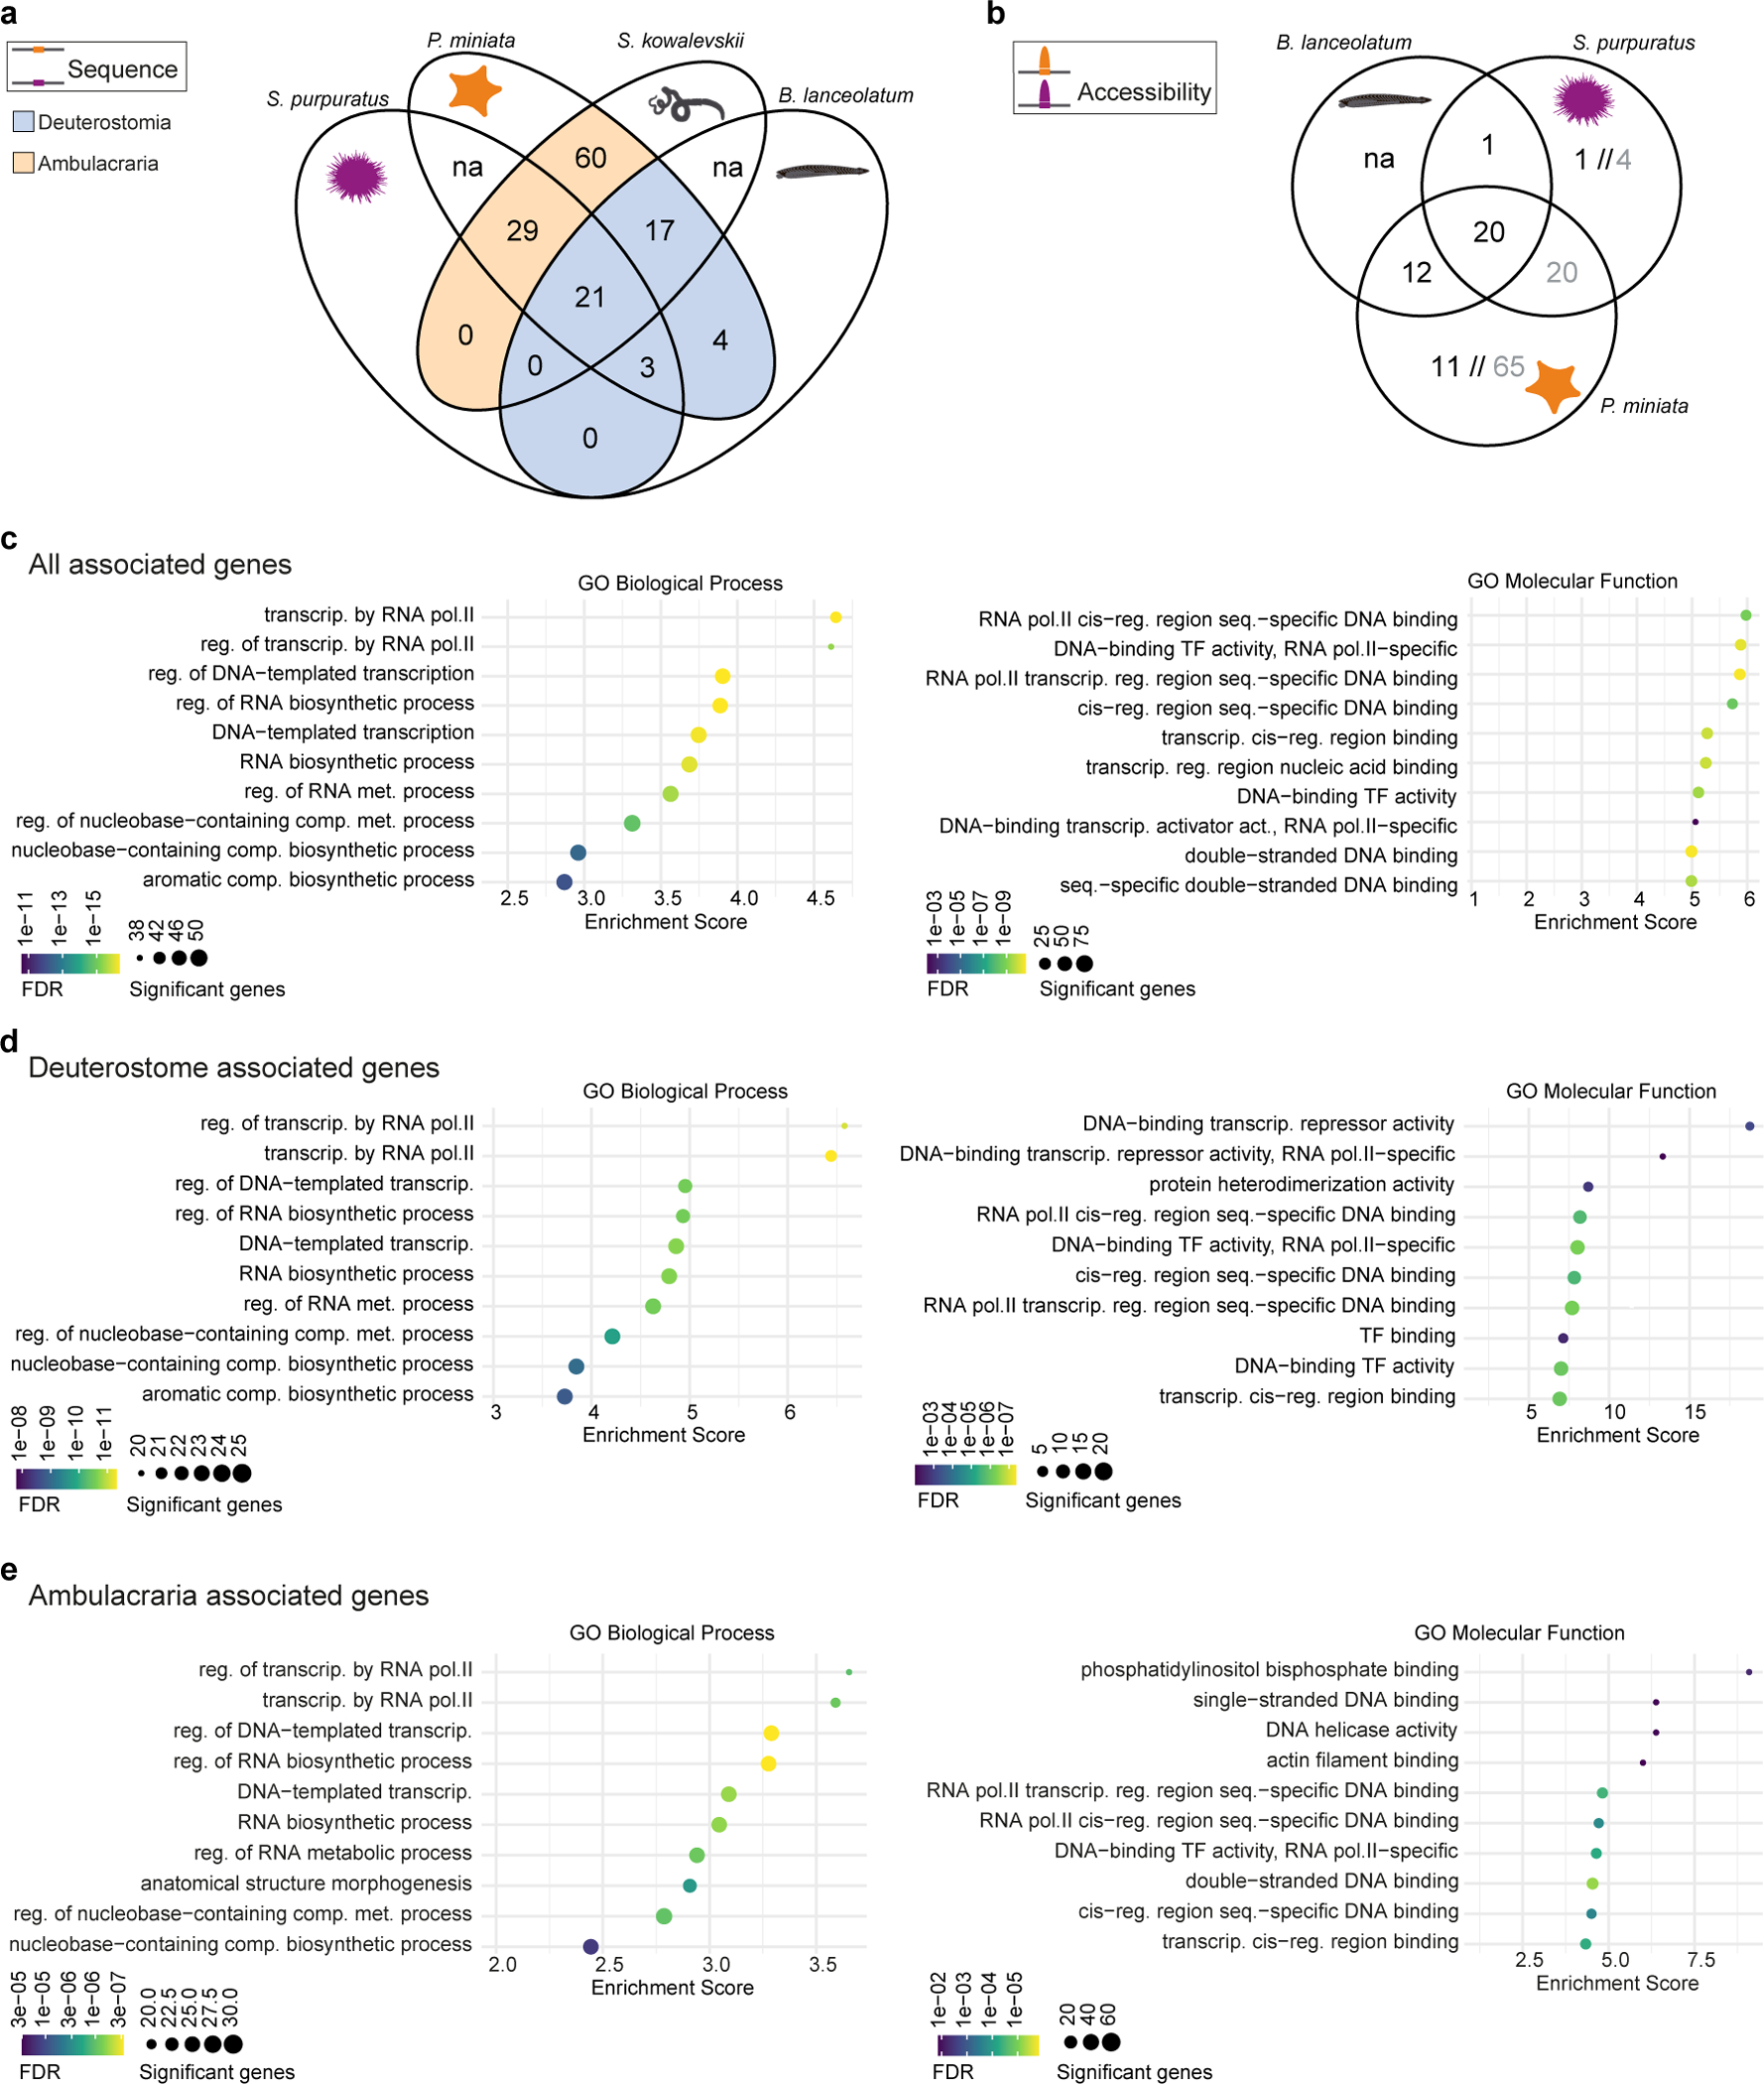
Sequence and accessibility conservation of transphyletic pCREs and GO term enrichments of their associated genes. **a,** Venn diagram with the number of conserved transphyletic pCREs present in each species. pCREs ancestral to deuterostomes and to ambulacrarians are shadowed in blue and orange, respectively. n.a. (not applicable) labels pCRE sharing between species pairs not addressed in this plot: those between amphioxus and hemichordates, which were not directly investigated in the present work, and pCREs shared between sea star and sea urchin, where shared conserved pCREs from the echinoderm stratum were not included to avoid confusions with transphyletic pCREs. **b,** Venn diagram with the number of transphyletic pCREs showing shared chromatin accessibility in sea star, sea urchin and amphioxus embryos. Deuterostome and ambulacrarian pCREs are indicated in black and gray, respectively. **c, d, e,** Top ten significantly enriched GO terms of genes associated with all transphyletic pCREs (c), and with the subsets of pCREs ancestral to deuterostomes (d) and ambulacrarians. Biological Process and Molecular Function ontologies are indicated in the left and right panels, respectively.

**Extended Data Fig. 8.**
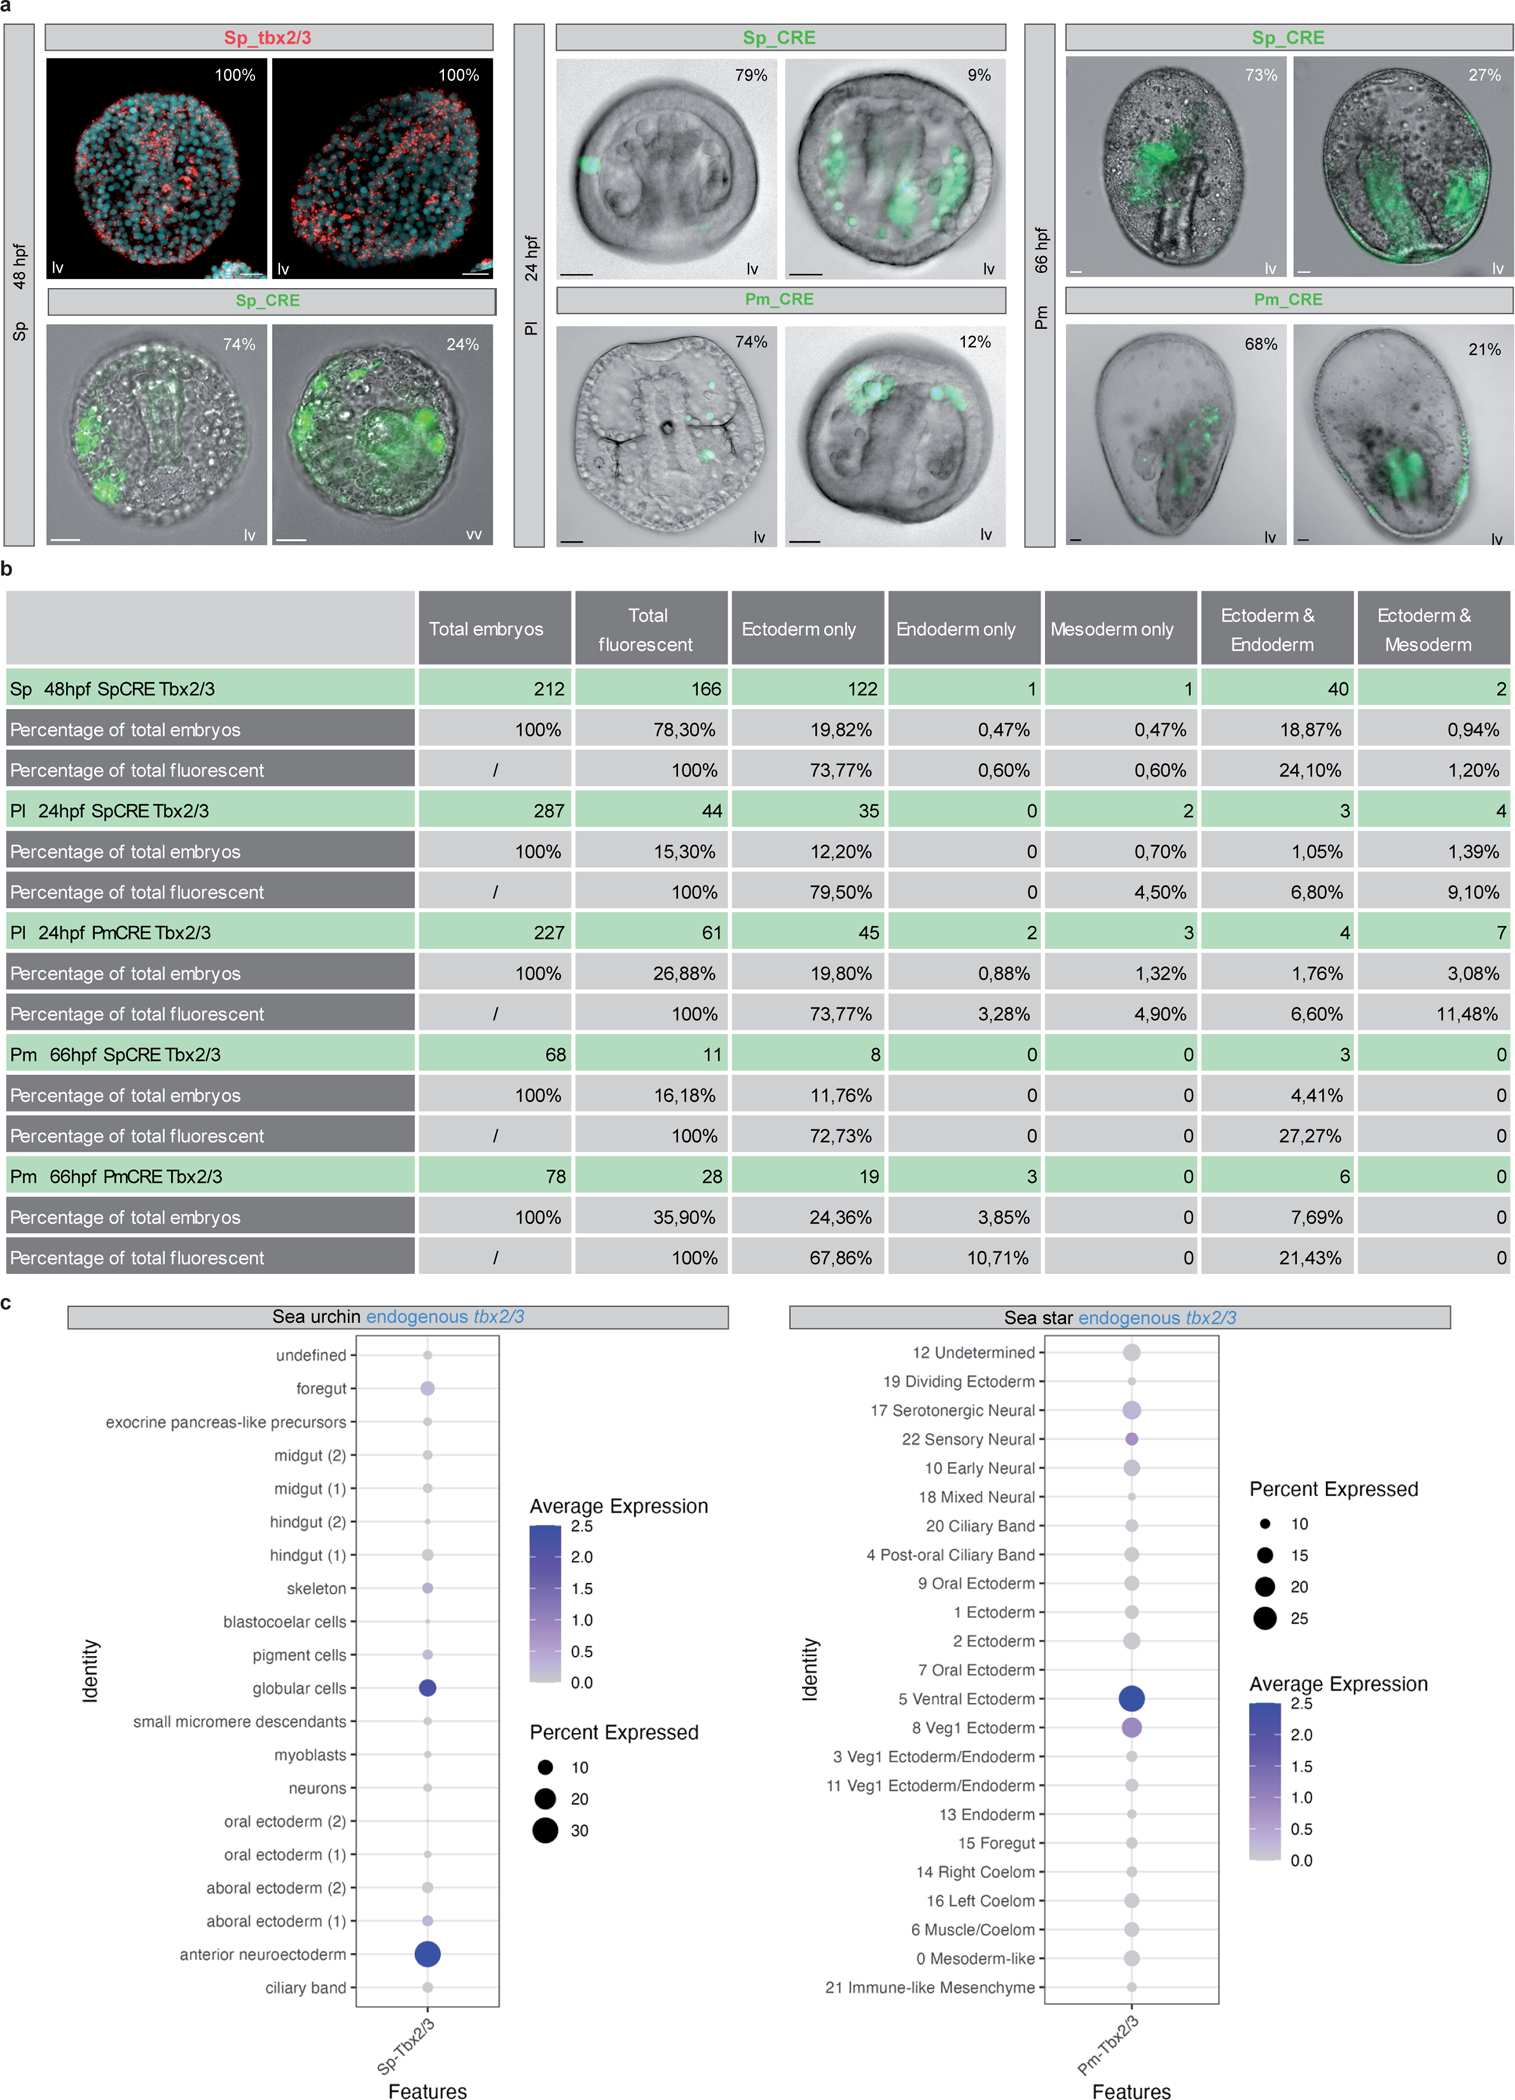
Functional assays of Tbx2/3 deeply conserved CRE. **a,** Numbers of embryos examined in functional assays with the two different CREs and percentages of expression in *S. purpuratus* (Sp), *P. lividus* (Pl), *P. miniata* (Pm). Microinjection experiments were performed using at least two independent batches of embryos and for each experiment at least 30 embryos were analyzed. **b,** Expression pattern of *tbx2/3* by fluorescent in situ hybridization in *S. purpuratus* late gastrula (top left, focus on the ectoderm) and functional assays of *S. purpuratus* and *P. miniata* CREs in different species (*S. purpuratus* (Sp), *P. lividus* (Pl), *P. miniata* (Pm)) by GFP fluorescence. Scale bar 20 µm; lv, lateral view; vv, ventral view. **c**, The dot plots highlight the expression of endogenous *tbx2/3* as detected from scRNA-seq data analysis of gastrula stages in *S. purpuratus* ^51^, left column, and from snRNA-seq data analysis of gastrula stages in *P. miniata* ^91^, right column.

## Supplementary Material

SData1

SData2

SData4

SData3

SData5

Supp Tables All

## Figures and Tables

**Figure 1:**
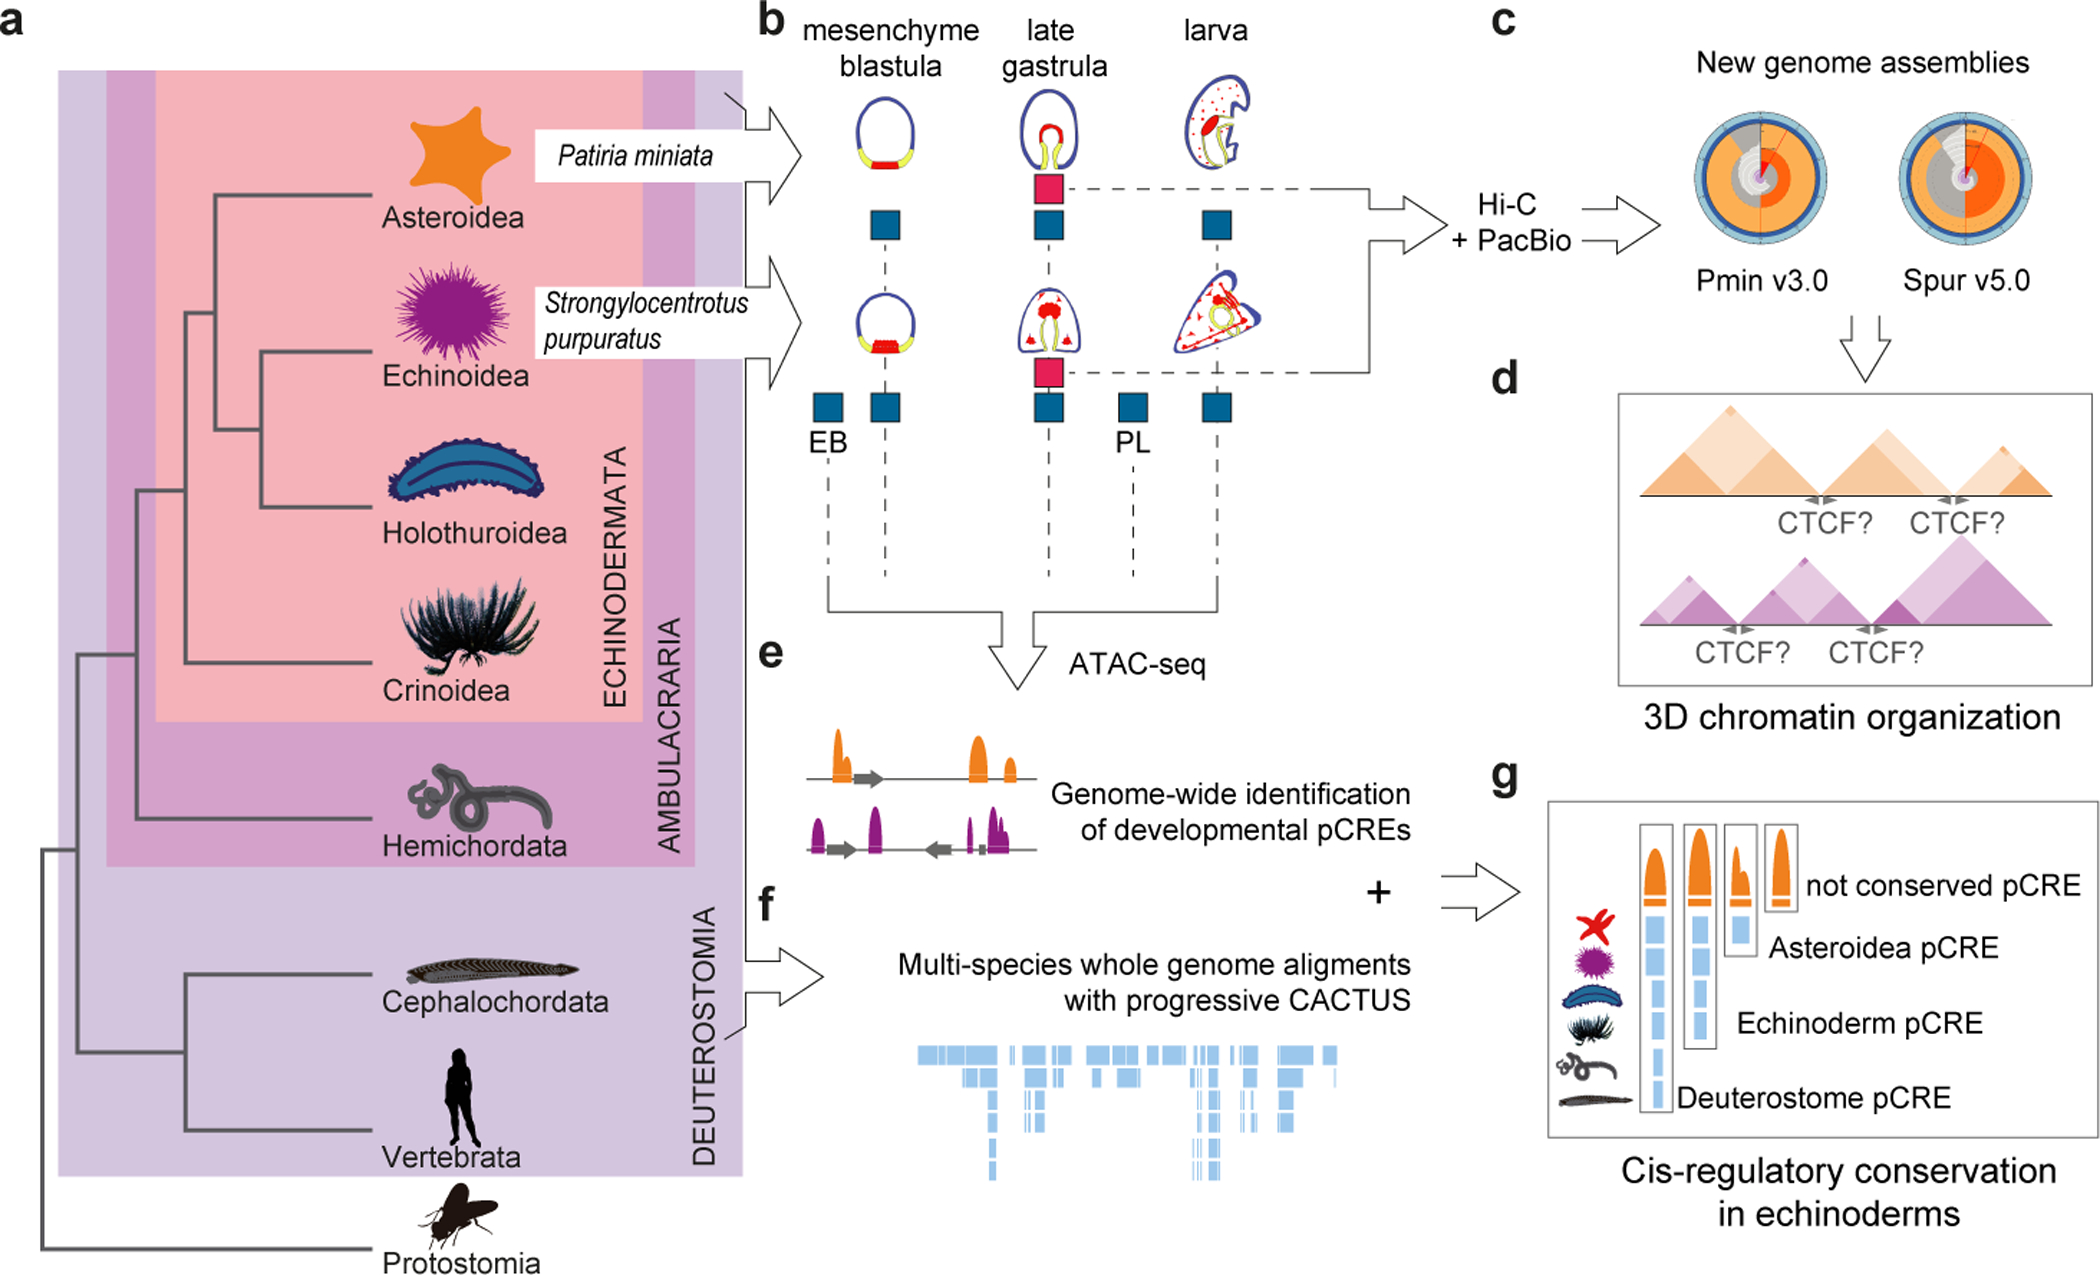
Studying the regulatory genomes of the bat sea star and the purple sea urchin **a,** Schematic tree of animals showing the phylogenetic position of the bat sea star (*P. miniata*) and purple sea urchin (*S. purpuratus*). **b,** Schematic drawings showing the equivalent developmental stages chosen for the generation of ATAC-seq (all stages, dark blue boxes) and Hi-C (late gastrula stage, magenta boxes) data in the bat sea star (*P. miniata*) and purple sea urchin (*S. purpuratus*). EB (early blastula) and PL (prism larva) indicate the two additional sea urchin stages sampled for ATAC-seq. Embryonic germ layers and their derivatives are indicated in blue (ectoderm), red (mesoderm) and yellow (endoderm). **c,** By combining HiC and PacBio data, we generated new genome assemblies of the bat sea star and purple sea urchin (GCA_015706575.1 and GCA_000002235.4, depicted by small snailplots, see full versions in EDF1), allowing us to study 3D chromatin organization in these species (**d**). **e,** Using ATAC-seq, we identified pCREs genome-wide and generated whole genome alignments with multiple outgroup species (**f**), to study the different strata of cis-regulatory conservation in echinoderms (**g**).

**Figure 2:**
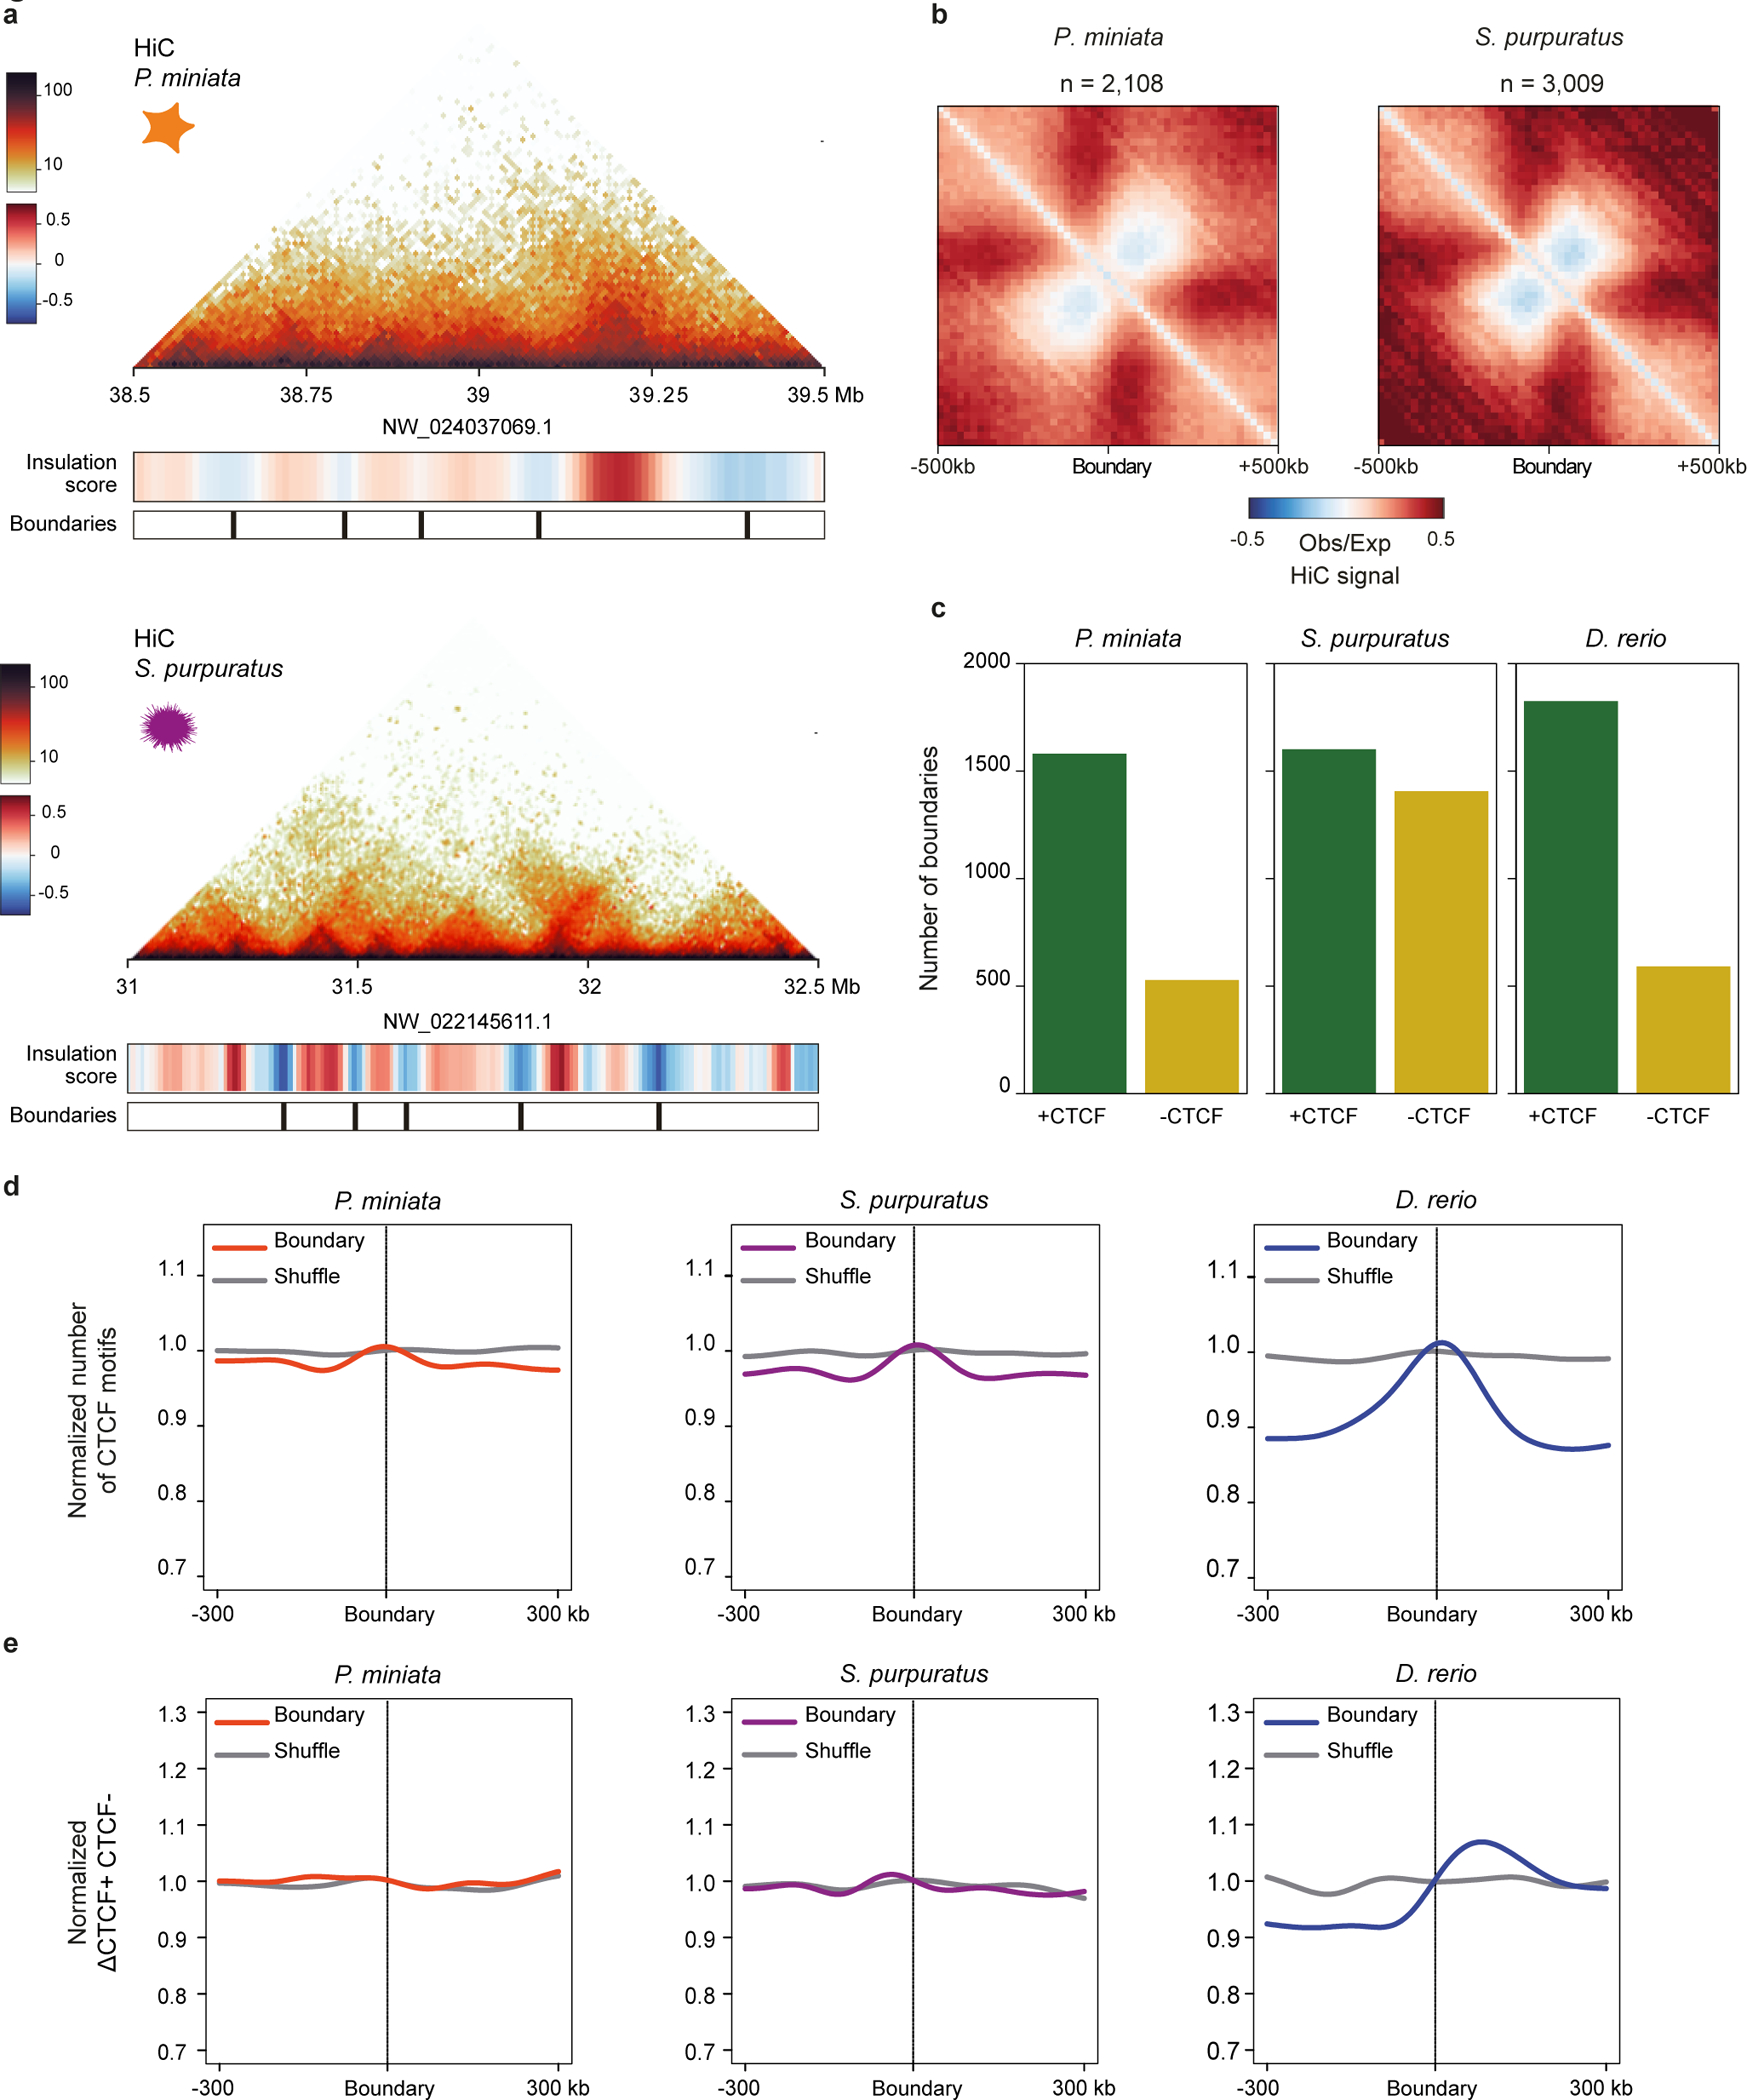
Echinoderm TAD boundaries and CTCF sites **a,** Heatmaps showing normalized HiC signal at 10-kb resolution in *P. miniata* (top) and in *S. purpuratus* late gastrula embryos (bottom). Insulation scores and computationally called TAD boundaries are plotted below the heatmaps. **b**, Aggregate analysis of the observed versus expected HiC signal around TAD boundaries called at 10-kb resolution in *P. miniata* (left) and *S. purpuratus* late gastrula embryos (right). **c**, Number of boundaries harboring or not CTCF motifs. **d**, Average number of CTCF motifs within ±300 kb around boundaries (colored) and shuffled controls (grey). **e**, Normalized difference of CTCF motifs between forward and reverse strands within ±300 kb around boundaries (colored) and shuffled controls (gray).

**Fig. 3:**
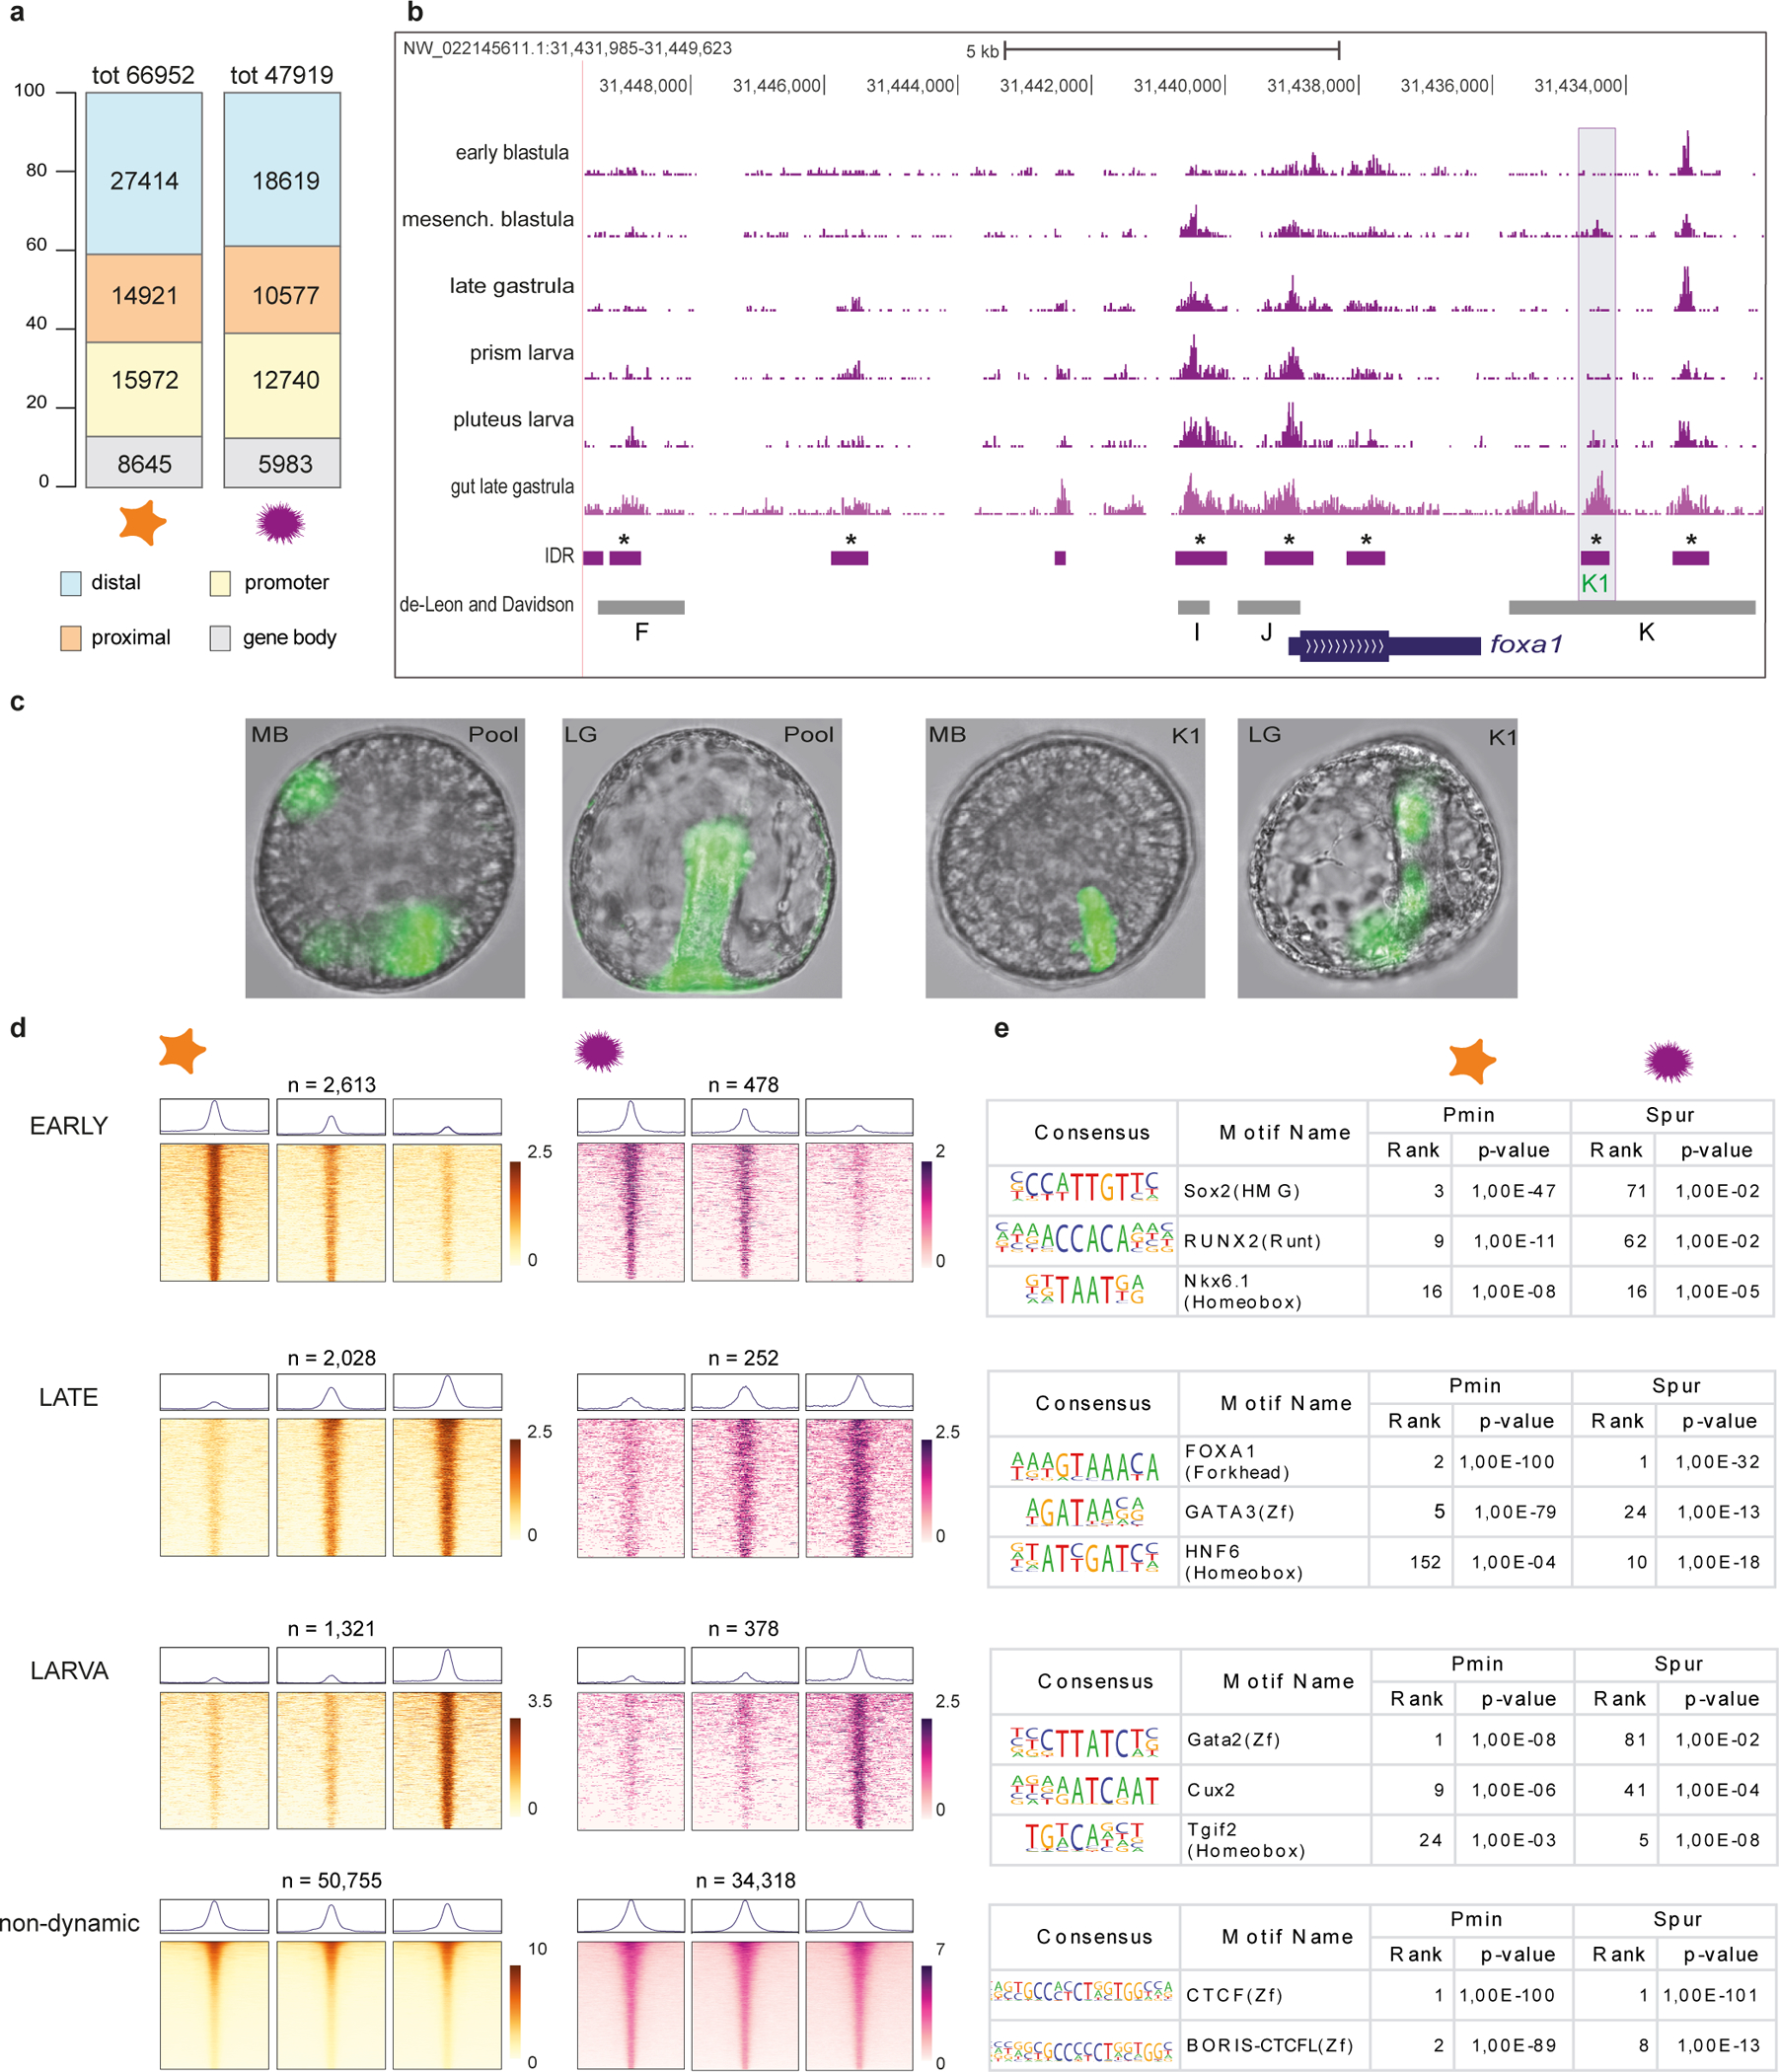
Regulatory annotation of echinoderm genomes using chromatin accessibility **a,** Numbers and proportions of open chromatin regions of both species according to their genomic location: promoters, for regions overlapping a gene TSS; proximal, within 5-kbp upstream of (but not overlapping with) a TSS; distal, not in the aforementioned categories. **b,** Screenshot of sea urchin UCSC genome browser with ATAC-seq tracks showing the correspondence between published^69^ *foxa1* (LOC110977664) CREs (gray bars) and ATAC-seq peaks (pCREs, purple bars). Asterisks indicate the seven pCREs tested in (c). **c,** From left to right, GFP expression driven by the *foxa1* pCREs pool (panels first and second) and the single K1 pCRE (third and fourth) at mesenchyme blastula (MB) and late gastrula (LG) stages. **d,** Heatmaps of clusters of pCREs of sea urchin (left panels, in purple) and sea star (right panels, in orange) that are more accessible at early (top panels), late (second row panels) and larva (pluteus/bipinnaria, third row panels) stages, as well as clusters of non-dynamic pCREs that did not show changes in accessibility across the sampled stages (bottom panels). Each heatmap column shows normalized ATAC-seq nucleosome-free signal for each stage ordered by developmental time (left: mesenchyme blastula, middle: late gastrula, right: bipinnaria/pluteus larva) over a 2 kb window centered in the midpoint of each of the pCREs, each heatmap horizontal line corresponds to a single pCRE. Average ATAC-seq signal profiles of all the pCREs in each stage are shown on top and the number of pCREs contained in each cluster are indicated at the lower right corner of each panel. **e**, Examples of TFBMs enriched in each of the temporal pCREs clusters that occupy top-ranked positions in both or just one of the two echinoderm species. The families of their corresponding TFs are indicated in brackets.

**Figure 4.**
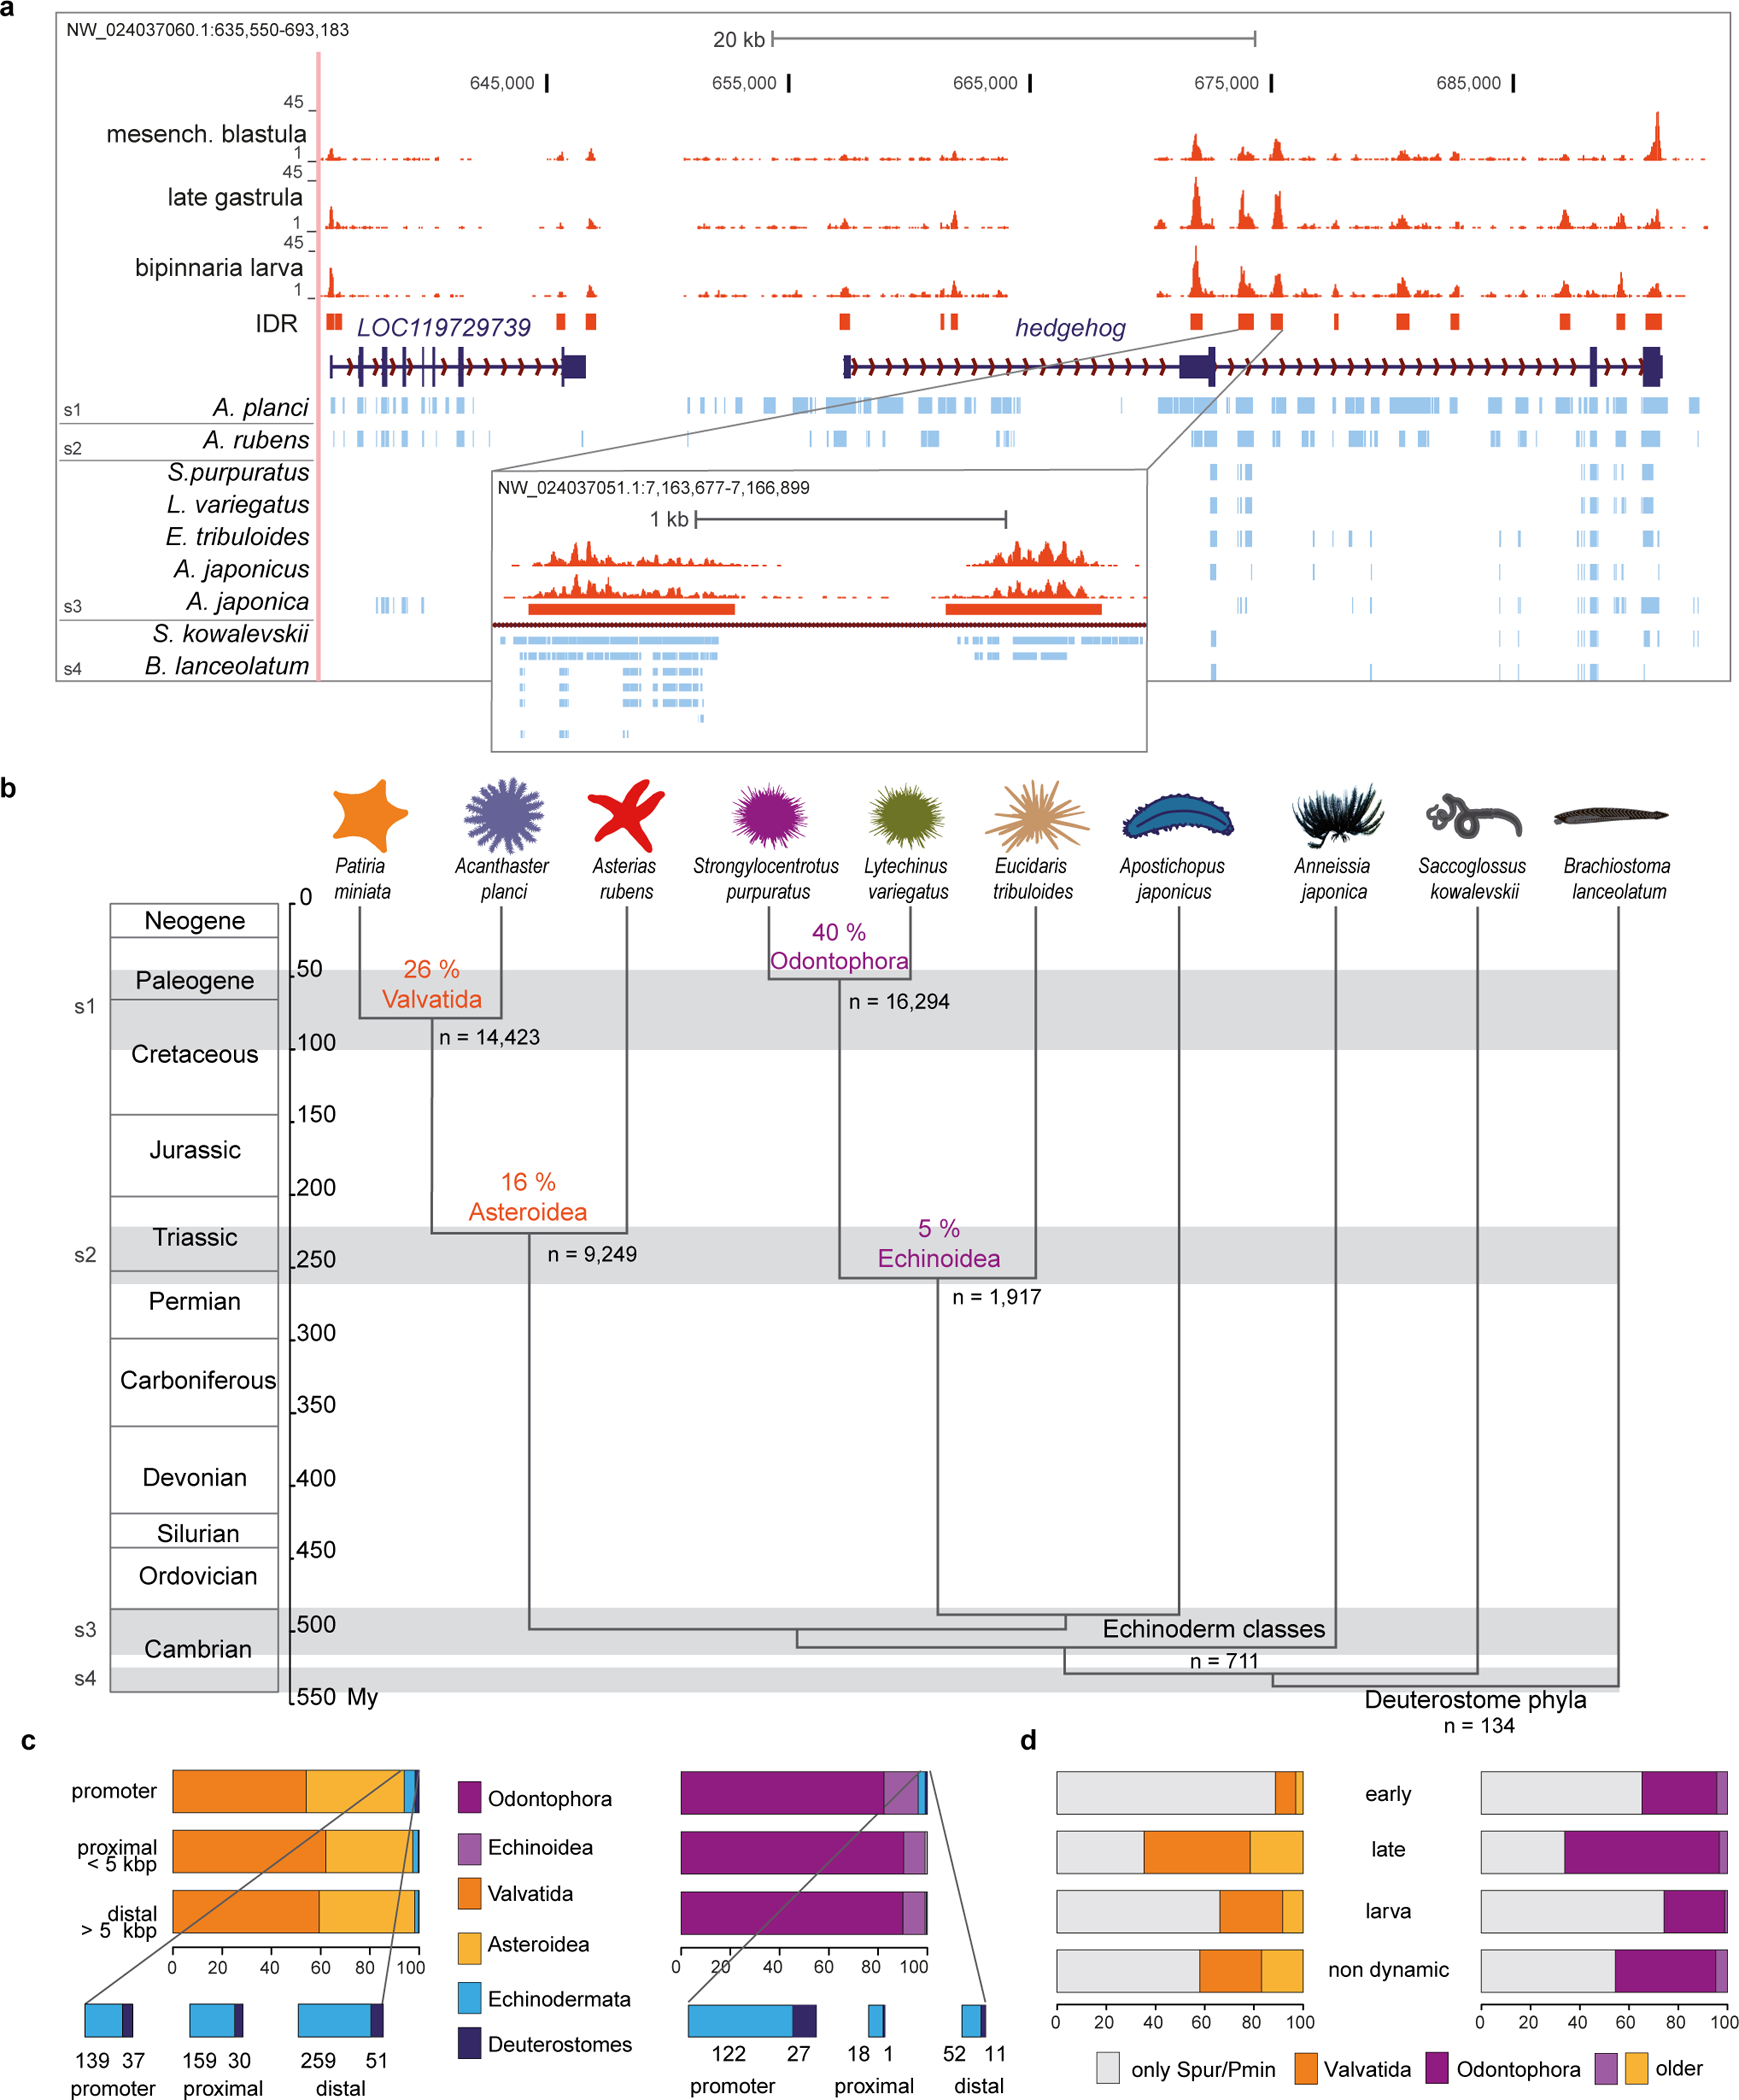
Evolutionary conservation of pCREs in echinoderms **a**, Genome browser screenshot around the *P. miniata hh* gene (LOC119729696) showing ATAC-seq tracks from different developmental stages (orange) and the blocks of conserved sequences with other species included in the multiple genome alignment (light blue). The four evolutionary strata are indicated as “s1” to “s4”. Gene models are shown in dark blue. **b,** Schematic phylogenetic tree of the deuterostome species included in the genome alignments showing the percentage and total number of sea star (orange) and sea urchin (purple) conserved pCREs at each evolutionary strata (indicated by gray bars, s1 to s4). **c,** Genomic distribution of pCREs according to their evolutionary strata. Distributions are shown in orange for sea star and in purple for sea urchin. **d**, Proportions of conserved elements in each of the sea star and sea urchin pCREs temporal clusters (early, late, larva and non-dynamic).

**Figure 5.**
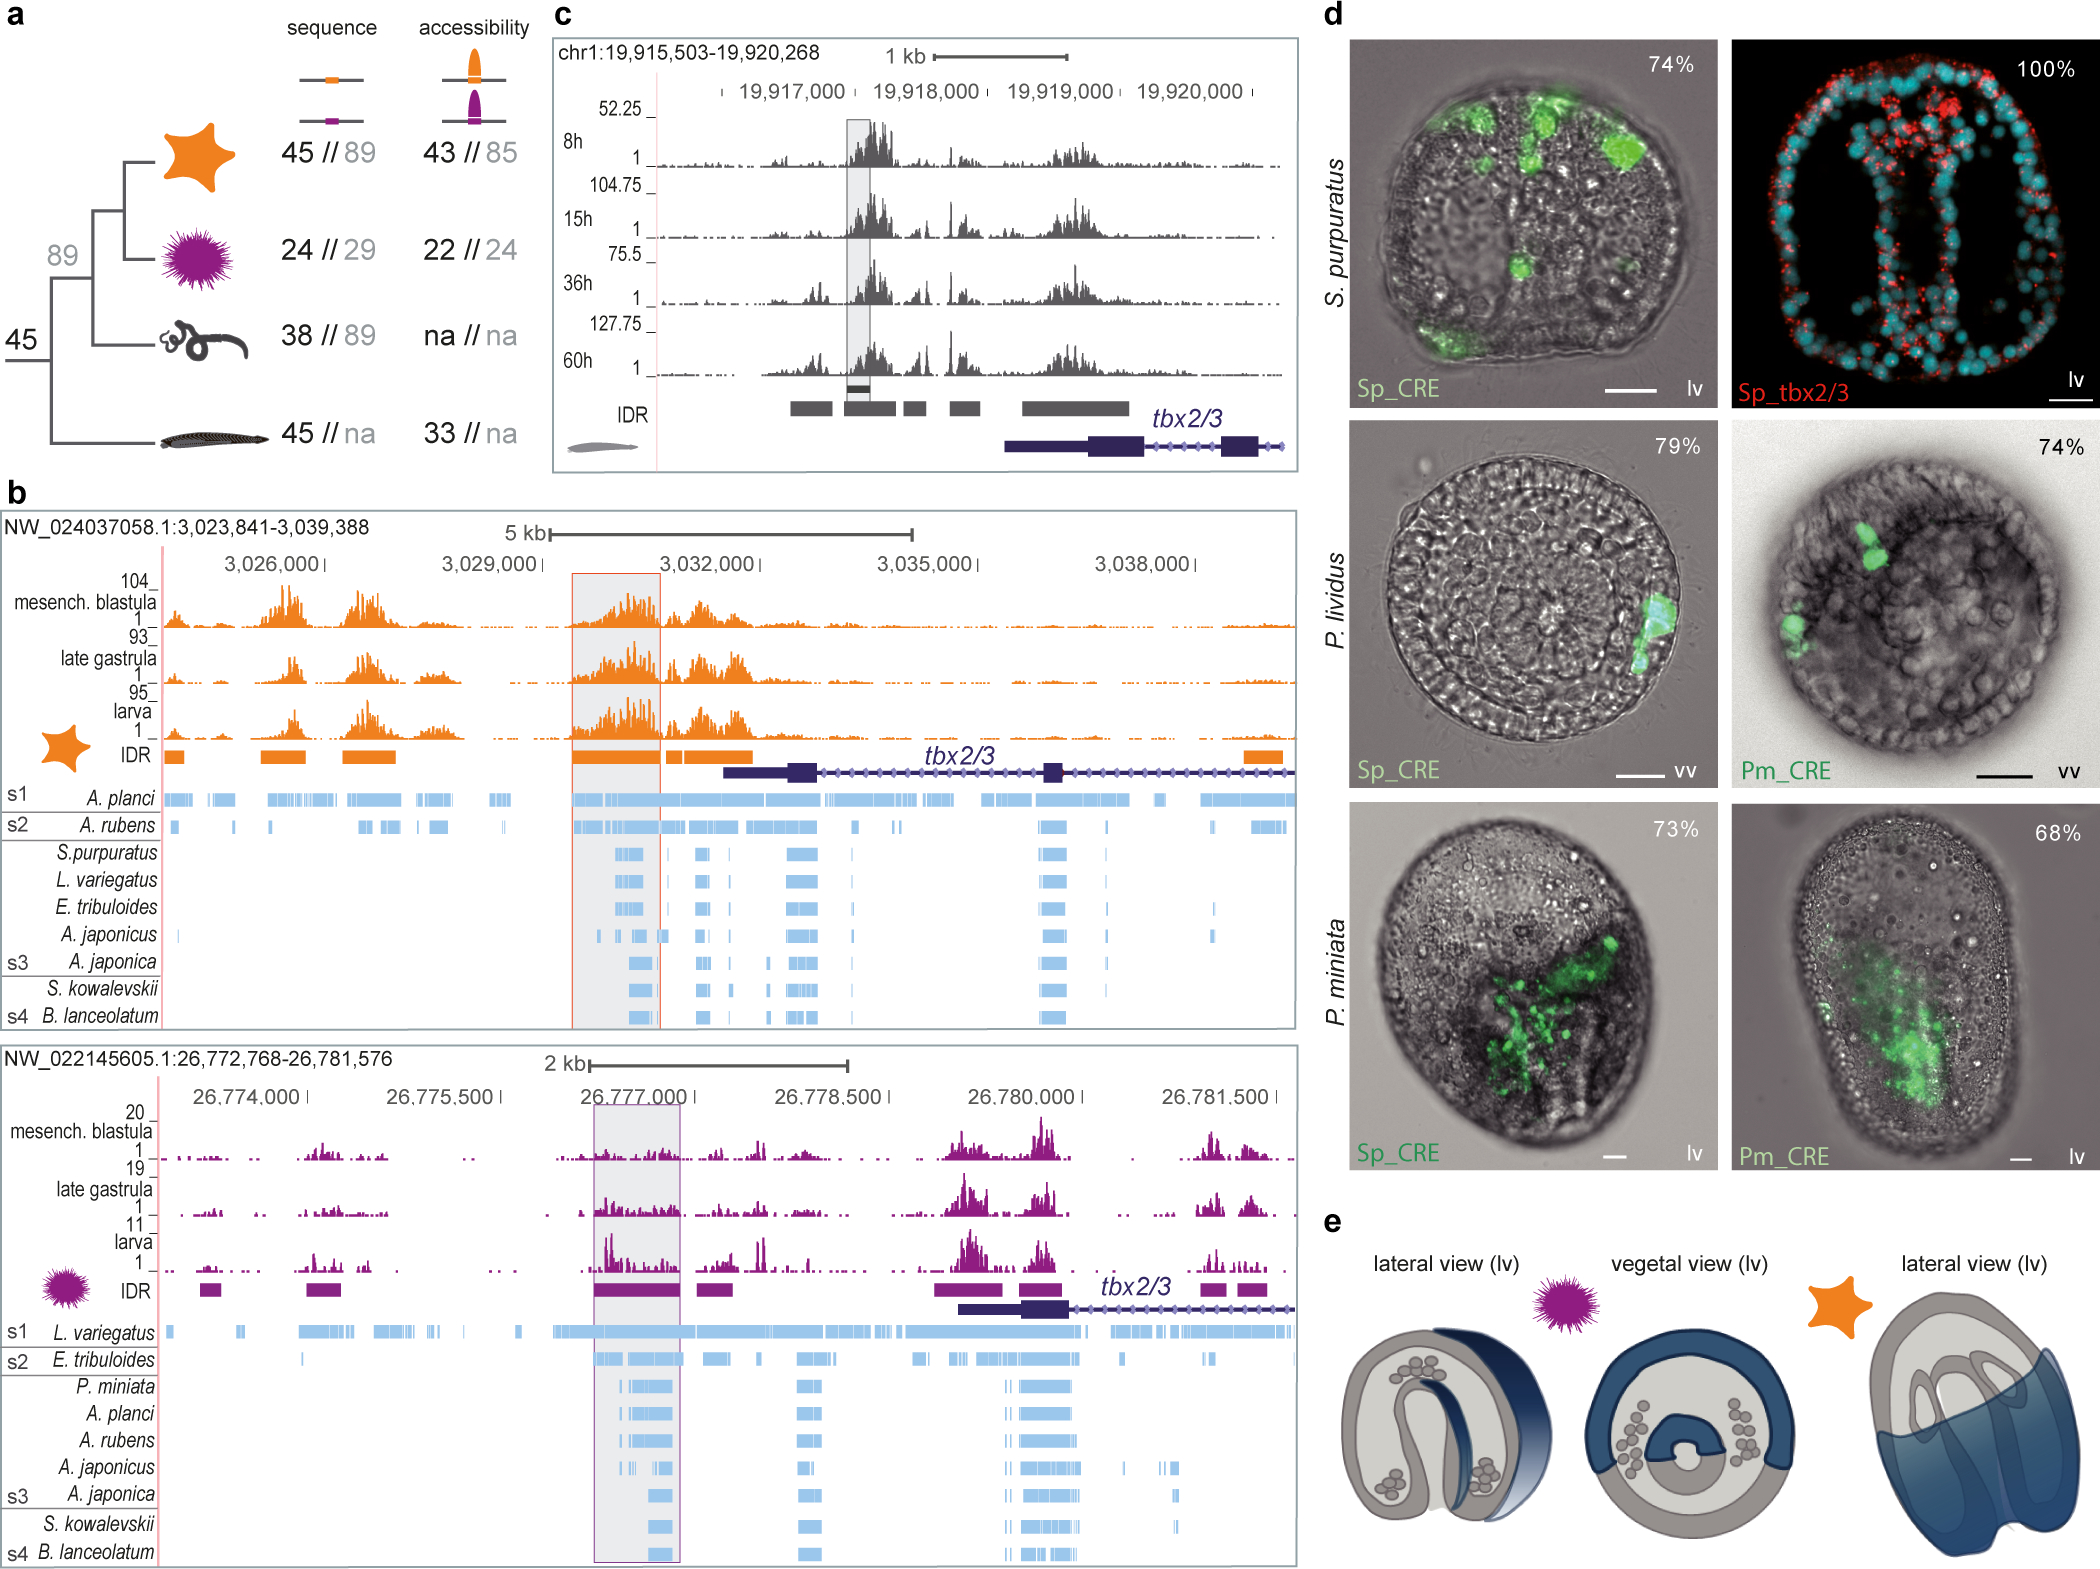
Deeply Conserved pCREs in deuterostomes. **a,** Numbers of transphyletic pCREs across deuterostome (numbers in black) and ambulacrarian (numbers in gray) phyla with conserved sequence and chromatin accessibility in sea star, sea urchin, hemichordate and the chordate amphioxus. n.a.: not applicable. **b,** Genome browser screenshots around the proximal promoter region of the Tbx2/3 genes of sea star and sea urchin. ATAC-seq tracks are colored in orange (sea star) and purple (sea urchin), gene models are shown in dark blue, and blocks of conserved sequences in the multiple genome alignment are indicated in light blue. In both screenshots the deeply conserved CRE tested in functional assays is highlighted by a light gray box. **c,** Genome browser screenshot around the proximal promoter region of the amphioxus *Tbx2/3* gene. ATAC-seq tracks are colored in gray and IDR ATAC-seq peaks are indicated by gray bars. The Tbx2/3 conserved sequence and the gene models are indicated as in (b). Note that this screenshot corresponds to a newer version of amphioxus genome assembly (BrLan3 PRJEB49647)^148^, as this region was split between two scaffolds in the version used for the conservation analyses. **d,** GFP expression driven by the *S. purpuratus tbx2/3* CRE in *S. purpuratus* (top left panel), *P. lividus* (central top panel) and *P. miniata* (right top panel) late gastrulae, and by the *P. miniata tbx2/3* CRE in *P. lividus* (central bottom panel) and *P. miniata* (right bottom panel) late gastrulae. Percentages represent the number of embryos showing expression in a specific domain compared to the total number of fluorescent embryos detected in the assay. Microinjection experiments were performed using at least two independent batches of embryos and for each experiment at least 30 embryos were analyzed (for details see table in Extended Data Fig. 8). Scale bar 20 µm. The GFP expression patterns are consistent with the endogenous expression of *tbx2/3* in the three species, as shown in the fluorescent *in situ* hybridization of *tbx2/3* in *S. purpuratus* late gastrula (top right panel) and as deduced from current (*S. purpuratus*) and previously published *in situ* hybridization data (*P. lividus*, ^149^) and analysis of scRNA-seq data (*P. miniata*, Extended Data Fig. 8^91^). **e,** Schematic drawings representing shared domains between sea urchin and sea star Tbx2/3 expression (in blue) in wild type and transgenic embryos.

## Data Availability

Genome assemblies used in this work are publicly available at the NCBI genome database GenBank with accession numbers GCA_015706575.1 (*P. miniata*) and GCA_000002235.4 (*S. purpuratus*). The HiC (GSE281901) and ATAC-seq (GSE280529) raw and processed sequencing data were deposited at the Gene Expression Omnibus (GEO) database under accession code of the SuperSeries GSE281904, with the exception of ATAC-seq data in *S. purpuratus* at 48 hpf that were deposited in GSE186363. Files and share links for viewing the multiple genome alignment are available in Figshare (doi.org/10.6084/m9.figshare.30506378)^147^.

How the deposited data were processed for this re-analysis (not part of the article)

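The data were ATAC-seq peak lists of 14 whole-embryo libraries, 8 from sea urchin at 4 stages and 6 from sea star at 3 stages, with 2 replicates per stage. The submitters' processing notes name Bowtie2, SAMtools and MACS2, and the paper describes how reads were aligned, filtered and offset before peaks were called in each replicate. The deposited lists give for each peak a score, a fold enrichment (a ratio of signal to background), a −log10 p-value and a −log10 q-value, all as the authors' peak caller wrote them. No reads or read counts were used, so accessibility was not compared between lists by its size.

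Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for all computations, and matplotlib 3.10.9 for figures. The overlap code was checked against bedtools 2.31.1. The IDR program was not installed, so its copula mixture model was written anew, with p-values as the ranking and a global IDR of at most 0.1. It was tested on simulated data of 20000 pairs in each of 3 settings, where 8.76 to 9.73% of the calls were false and 84.9 to 98.4% of the true pairs were recovered. The simulated pairs were drawn from the model itself. At early blastula the fitted signal was weaker and less correlated than in any of the settings. At the later sea urchin stages the fitted signal was also weaker than in any of them, though only slightly at prism larva. These rates therefore need not hold at any sea urchin stage. Replicated regions of all stages of a species were merged where they overlapped or touched. Each tested element of Supplementary Table 2 was placed at random 10000 times on its own scaffold, whose length was taken as the end of its last peak. Stage-restricted regions were replicated regions with no peak in either replicate of another stage. Similarity of libraries was tested over all ways of pairing them. Gene lists with at least 5 elements were tested by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment.

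Total reads per library were taken from Supplementary Table 1, since the lists hold none, and each list stops at its threshold, so a missing peak is not a measurement of closed chromatin. The comparisons, the gene lists and the alternatives were set before the data were examined, apart from the comparison of tested elements between gene lists, the regions called at every stage, the sea urchin stages of 24 and 72 hpf alone, and the results without early blastula. The alternatives were an IDR of at most 0.05, no IDR, a q of at most 0.001, an overlap of at least 50% of both peaks, equal numbers of top peaks, merging within 100 bp, leaving out the mitochondrial genome, excluding only replicated regions elsewhere, leaving out each replicate in turn and the replicate number as a block. For tested elements they were also an overlap of 50% of the shorter, placement within 500 kb and all elements, and for similarity full lists and the share of peaks overlapped.

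The rule for named regions took every locus and tested element that the paper names, up to 5 members of each gene list with a stage-restricted region per stage, and per stage the 10 top stage-restricted regions whose nearest gene has a symbol. The last parts could not be followed, because the gene table of Spur_5.0 gives no scaffold for 33490 of its 33503 genes and no genome sequence was at hand. Stage-restricted regions are therefore named by their coordinates, ranked by the p of the weaker of their 2 replicates, a choice made after the files were seen, and gene spans are given only where a supplementary table pairs the gene with a scaffold. For the same reason, the shares of regions by genomic location, the motif shares and the comparison of gene lists across the genome were not run. Hi-C, conservation and reporter data were not analysed here. The text names part of the items that the rule takes in, and 1 item was left out of the results and is not reported here.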

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

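The patterns themselves were noticed in the data. Of the tests, the read totals set against the early blastula and pluteus lists and the share of skeletogenic elements with any peak were chosen after the values were seen.

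Peaks on the mitochondrial genome were listed in every sea urchin library, from 8 to 11 per library, in a part of the genome that the paper does not discuss.

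The early blastula libraries stood apart from all later sea urchin libraries. Fewer total reads do not account for this: the smaller early blastula library had 13373484 in the paper's table, against 7763722 in the larger mesenchyme blastula library. Depth after duplicate removal and selection of short fragments is not known here, so fewer usable reads remain possible. Weak calls low in the lists remain possible: of the 1000 peaks with the smallest p, up to 94.4% of those at early blastula were found at another stage, against at least 99.9% in the later libraries, a gap too small to decide by the bound set for it. A difference between the stages themselves stays open, because stage and library quality cannot be told apart with 2 libraries at early blastula. The Jaccard index also depends on peak width, and what the narrower early blastula peaks contribute was not tested.

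The list of pluteus replicate 2 was short, at 19469 peaks. The sea urchin libraries with fewer total reads had at least 31112 peaks. Those are of mesenchyme blastula, so they cannot settle whether fewer reads shortened the list at pluteus. There, replicate 2 had 8268810 total reads, against 10869340 in replicate 1, whose list held 38010 peaks. Reads left after filtering are not known here. Other differences in library quality were not tested, and no biological explanation was tested, since both replicates are of the same stage.

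Elements of skeletogenic genes were seldom overlapped. Their length does not account for it, since random placement would overlap 3.35% of them, against 4.76% of the other elements. The IDR threshold does not account for it either: 25.0% of skeletogenic elements had a peak in any library, below the 58.6% of other elements that were overlapped with the threshold. A candidate explanation that stays open is that skeletogenic cells are few in a whole embryo, which these files cannot test, and the comparison did not pass when counted by gene or with all elements.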

How the results depend on the processing

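The results without early blastula, at 24 and 72 hpf alone, by gene list and on regions called at every stage were chosen after seeing the data. The overlap with tested elements passed its test under every alternative run, with 17 to 27 elements. The lower share of skeletogenic elements, by the adjusted p over 4 gene lists, did not pass when all elements were used (1 overlapped, exact test, adjusted p = 0.0744) and passed under the other alternatives, with 1 to 3 of 12 when a replicate was left out. The higher share of endoderm elements was less stable. It did not pass at an IDR of 0.05 (10 overlapped, exact test, adjusted p = 0.101), with all elements (11, adjusted p = 0.0763), without early blastula replicate 1 (adjusted p = 0.0571) or without pluteus replicate 2 (adjusted p = 0.0835), and 11 to 15 elements were overlapped without 1 replicate. Similarity within stages stayed above that between stages under every alternative run, ranging without 1 replicate from 0.0938 to 0.126 in the sea star and from 0.122 to 0.188 in the sea urchin; in the sea urchin it was 0.0669 without early blastula, where 15 pairings cannot reach a p under 0.0667. On average, adjacent stages stayed closer than distant ones. Without 1 replicate the difference was 0.0549 to 0.0764 in the sea star and 0.0598 to 0.206 in the sea urchin. Replicate numbers are shared between stages only as numbers. With the replicate number as a block, the within-stage difference was 0.117 in the sea star (exact one-sided permutation p = 0.167, the smallest of 6 permutations) and 0.153 in the sea urchin (exact permutation p = 0.0417, the smallest of 24), and no call changed.

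Counts of regions depended on the threshold, and the cause was not tested beyond the construction of each alternative. With no IDR, replicated regions numbered 46072, 42802 and 50114 at the sea star stages and 10236, 18407, 26096 and 13429 at the sea urchin stages, in order of age, and merged regions 64821 and 36534. Equal numbers of top peaks gave 8915 at prism larva. A stage with 1 replicate left out keeps all peaks of the other, which gave 59009 to 63148, 56044 to 58073 and 63340 to 72079 regions at the sea star stages, 25462 to 34923, 31112 to 39511, 35186 to 56853 and 19469 to 38010 at the sea urchin stages, and 59183 to 73220 and 25136 to 57038 merged regions. Sea urchin regions called at every stage numbered 14663 without early blastula. The share called at every stage fell to 64.3% in the sea star and 21.4% in the sea urchin with no IDR, and to between 57.5 and 66.6% and between 13.9 and 24.2% without 1 replicate.

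Stage-restricted counts moved most. In the same order, an IDR of 0.05 gave 507, 20 and 592 in the sea star and 169, 52, 146 and 9 in the sea urchin; no IDR gave 3940, 615 and 4503, and 3522, 816, 2543 and 184; an overlap of 50% of both peaks gave 2353, 423 and 2864, and 858, 769, 1784 and 323; excluding only replicated regions elsewhere gave 6013, 1828 and 6950, and 973, 1671, 5976 and 324. A q of at most 0.001 gave 198 at early blastula. Equal numbers of top peaks gave 654 at bipinnaria larva and 108 at prism larva, and the stages of 24 and 72 hpf alone gave 791 and 223. Without 1 replicate they ranged from 1109 to 10578, 89 to 3719 and 1199 to 13291 in the sea star and from 322 to 19948, 112 to 8327, 365 to 18415 and 22 to 4930 in the sea urchin. Late gastrula had the fewest stage-restricted regions of the sea star under each setting that kept both of its replicates. Without its replicate 1, when all peaks of the other were kept unfiltered, it had the most, at 3719 against 1231 and 1527. The same held without replicate 2, at 3466 against 1144 and 1507.

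The shares by genomic location, the motif shares and the gene lists across the genome were not run, for want of gene positions and a genome sequence. A limit on all counts is that 19.4 to 68.7% of the peaks of a sea urchin library, and 17.6 to 28.4% of those of a sea star library, were missing from the other replicate.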

Differences from the paper's values

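The paper's IDR peaks number 67139, 54020 and 65706 at the sea star stages (24, 66 and 90 hpf), against 30243, 27246 and 32793 replicated regions here. The paper gives 0.1 as a soft IDR threshold, which need not remove peaks, whereas here regions above an IDR of 0.1 were removed. That removal does not account for the whole gap: with no IDR, the counts stayed below the paper's at every stage of both species. The rest of the gap was not explained here. In the sea urchin the paper's counts are 10422, 25643, 33374 and 18470 (11, 24, 66 and 72 hpf), against 3007, 10652, 15749 and 7454. The paper's 24 hpf sea star count is above both deposited lists of that stage, which hold 59009 and 63148 peaks. Of the alternatives set before the data were examined, no IDR came within 1.5 times of the paper's count at every stage (46072, 42802, 50114, 10236, 18407, 26096 and 13429), whereas the IDR of 0.05, the q of at most 0.001, the overlap of 50% of both peaks and equal numbers of top peaks did not at any stage. Leaving out a replicate, so that all peaks of the other are kept, came within 1.5 times with either replicate at the sea star stages, without replicate 1 at 24 and 72 hpf and without replicate 2 at 66 hpf in the sea urchin, and not at 11 hpf.

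The paper's merged pCREs number 66952 in the sea star, against 42462 here, and 47919 in the sea urchin, against 18957, where the paper's set includes 48 hpf, not used here. In the sea star, no IDR (64821), the overlap of 50% of both peaks (45090) and leaving out any replicate came within 1.5 times of the paper's count, and the IDR of 0.05, the q of at most 0.001 and merging within 100 bp did not. In the sea urchin, no IDR (36534) and leaving out any replicate other than pluteus replicate 1 came within 1.5 times, and the IDR of 0.05, the q of at most 0.001, the overlap of 50% of both peaks, merging within 100 bp and leaving out the mitochondrial genome did not.

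The number of tested elements overlapped is the same as the paper's, 18 of 41, but 15 elements are in both sets. The paper's sea urchin pCREs also draw on late gastrula, a stage not used here, so the libraries behind the compared sets differ. Whether that stage accounts for any difference listed below was not tested. Here *foxa1* J, *nodall* INT and Otx15 of *otx2* were overlapped, which Supplementary Table 2 marks as not overlapped, and *foxa1* F, element 24 of *gata6* and the RSR element of *Spec2a* were not, which the table marks as overlapped. With no IDR, *foxa1* F and the RSR element were overlapped too, and element 24 of *gata6* was not. Element 24 was overlapped only without prism larva replicate 1. Module F was also overlapped without mesenchyme blastula replicate 1, either prism larva replicate or pluteus replicate 2, and the RSR element without mesenchyme blastula replicate 2, either prism larva replicate or pluteus replicate 2. The paper's text states that pCREs overlapped module J. It also reports a pair of elements between modules F and I of *foxa1*, where 1 cluster of peaks was found in the 8 libraries analysed here.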

Other observations

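At the sea star *hedgehog* gene, which encodes a secreted signal, 23 clusters of overlapping peaks lay in the window of Fig. 4a on NW_024037060.1 of Pmin_3.0, and 10 of them were called in all 6 libraries. Those include the clusters from 686931 to 687373 and from 690564 to 691173. The cluster from 689254 to 689643 was called in both replicates at late gastrula and at bipinnaria larva and in neither at mesenchyme blastula, and the cluster from 681737 to 681953 in both replicates at mesenchyme blastula and in no other library. The position of these clusters relative to introns of the gene was not determined here.

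On the mitochondrial genome of the sea urchin, NC_001453.1, the regions from 12820 to 13520 (in ND5) and from 14821 to 15545 (in CYTB) were called in all 8 libraries. The median fold enrichment of mitochondrial peaks was 1.90 to 2.41, against 4.20 to 5.34 over all peaks of the same libraries.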
